# Performance assessment and economic analysis of a human Liver-Chip for predictive toxicology

**DOI:** 10.1038/s43856-022-00209-1

**Published:** 2022-12-06

**Authors:** Lorna Ewart, Athanasia Apostolou, Skyler A. Briggs, Christopher V. Carman, Jake T. Chaff, Anthony R. Heng, Sushma Jadalannagari, Jeshina Janardhanan, Kyung-Jin Jang, Sannidhi R. Joshipura, Mahika M. Kadam, Marianne Kanellias, Ville J. Kujala, Gauri Kulkarni, Christopher Y. Le, Carolina Lucchesi, Dimitris V. Manatakis, Kairav K. Maniar, Meaghan E. Quinn, Joseph S. Ravan, Ann Catherine Rizos, John F. K. Sauld, Josiah D. Sliz, William Tien-Street, Dennis Ramos Trinidad, James Velez, Max Wendell, Onyi Irrechukwu, Prathap Kumar Mahalingaiah, Donald E. Ingber, Jack W. Scannell, Daniel Levner

**Keywords:** Cell biology, Drug discovery

## Abstract

**Background:**

Conventional preclinical models often miss drug toxicities, meaning the harm these drugs pose to humans is only realized in clinical trials or when they make it to market. This has caused the pharmaceutical industry to waste considerable time and resources developing drugs destined to fail. Organ-on-a-Chip technology has the potential to improve success in drug development pipelines, as it can recapitulate organ-level pathophysiology and clinical responses; however, systematic and quantitative evaluations of Organ-Chips’ predictive value have not yet been reported.

**Methods:**

870 Liver-Chips were analyzed to determine their ability to predict drug-induced liver injury caused by small molecules identified as benchmarks by the Innovation and Quality consortium, who has published guidelines defining criteria for qualifying preclinical models. An economic analysis was also performed to measure the value Liver-Chips could offer if they were broadly adopted in supporting toxicity-related decisions as part of preclinical development workflows.

**Results:**

Here, we show that the Liver-Chip met the qualification guidelines across a blinded set of 27 known hepatotoxic and non-toxic drugs with a sensitivity of 87% and a specificity of 100%. We also show that this level of performance could generate over $3 billion annually for the pharmaceutical industry through increased small-molecule R&D productivity.

**Conclusions:**

The results of this study show how incorporating predictive Organ-Chips into drug development workflows could substantially improve drug discovery and development, allowing manufacturers to bring safer, more effective medicines to market in less time and at lower costs.

## Plain language summary

Drug development is lengthy and costly, as it relies on laboratory models that fail to predict human reactions to potential drugs. Because of this, toxic drugs sometimes go on to harm humans when they reach clinical trials or once they are in the marketplace. Organ-on-a-Chip technology involves growing cells on small devices to mimic organs of the body, such as the liver. Organ-Chips could potentially help identify toxicities earlier, but there is limited research into how well they predict these effects compared to conventional models. In this study, we analyzed 870 Liver-Chips to determine how well they predict drug-induced liver injury, a common cause of drug failure, and found that Liver-Chips outperformed conventional models. These results suggest that widespread acceptance of Organ-Chips could decrease drug attrition, help minimize harm to patients, and generate billions in revenue for the pharmaceutical industry.

## Abstract (web summary)

Ewart et al. assess the performance of a human Liver-Chip for predictive toxicology. They also perform an economic analysis to demonstrate its potential financial value for the pharmaceutical industry.

## Introduction

Despite billion-dollar investments in research and development, the process of approving new drugs remains lengthy and costly due to high attrition rates^1–3^. Failure is common because the models used preclinically—which include computational, traditional cell culture, and animal models—have limited predictive validity^4^. The resulting damage to productivity in the pharmaceutical industry causes concern across a broad community of drug developers, investors, payers, regulators, and patients, the last of whom desperately need access to medicines with proven efficacy and improved safety profiles. Approximately 75% of the cost in research and development is the cost of failure^5^—that is, money spent on projects in which the candidate drug was deemed efficacious and safe by early testing but was later revealed to be ineffective, unsafe, or otherwise of limited commercial value during human clinical trials. Pharmaceutical companies are addressing this challenge by learning from drugs that failed and devising frameworks to unite research and development organizations to enhance the probability of clinical success^6–9^. One of the major goals of this effort is to develop preclinical models that could enable a “fail early, fail fast” approach, which would result in candidate drugs with greater probability of clinical success, improved patient safety, lower cost, and a faster time to market.

There are important practical challenges in ascertaining the predictive validity of new preclinical models, as there is a broad diversity of chemistries and mechanisms of action or toxicity to consider, as well as considerable time needed to confirm the model’s predictions once tested in the clinic. Consequently, arguments for the adoption of these new models are often based on features that are presumed to correlate with human responses to pharmacological interventions—realistic histology, similar genetics, or the use of patient-derived tissues. But even here there is a common problem in much of the academic literature: the important model features are chosen post hoc by the authors and not prospectively by an independent third party that has expertise in the therapeutic problem at hand^10^.

The Innovation and Quality (IQ) consortium is a collaboration of pharmaceutical and biotechnology companies that aims to advance science and technology to enhance drug discovery programs. To further this goal, the consortium has described a series of performance criteria that a new preclinical model must meet to become qualified. Within this consortium is an affiliate dedicated to microphysiological systems (MPS), including Organ-on-a-Chip (Organ-Chip) technology, which employs microfluidic engineering to recapitulate in vivo cell and tissue microenvironments in an organ-specific context^11,12^. This is achieved by recreating tissue-tissue interfaces and providing fine control over fluid flow and mechanical forces^13,14^, optionally including supporting interactions with immune cells^15^ and microbiome^16^, and reproducing clinical drug exposure profiles^17^. Recognizing the promise of MPS for drug research and development, the IQ MPS affiliate has provided guidelines for qualifying new models for specific contexts of use to help advance regulatory acceptance and broader industrial adoption^18^; however, to this date, there have been no publications describing studies that carry out this type of performance validation for any specific context of use or that demonstrate an MPS capable of meeting these IQ consortium performance goals.

Guided by the IQ MPS affiliate’s roadmap on liver MPS^19^, which states that in vitro models for predicting drug-induced liver injury (DILI) that meet its guidelines are more likely to exhibit higher predictive validity than those that do not, we rigorously assessed commercially available human Liver-Chips (from Emulate, Inc.) within the context of use of DILI prediction. In this study, we tested 870 Liver-Chips using a blinded set of 27 different drugs with known hepatotoxic or non-toxic behavior recommended by the IQ consortium (Table 1). We compared the results to the historical performance of animal models as well as 3D spheroid cultures of primary human hepatocytes, which are preclinical models frequently employed in this context of use in the pharmaceutical industry^20^. In addition, we analyzed the Liver-Chip results from an economic perspective by estimating the financial value that Liver-Chips could offer if they saw broad adoption in supporting toxicity-related decisions as part of preclinical development workflows. Our study found the Liver-Chip to meet the IQ consortium guidelines and confirmed it to be a highly predictive model based on determinations of sensitivity, specificity, and Spearman correlation calculations. We also calculated that routine adoption of the Liver-Chip into preclinical workflows would generate an additional $3 billion annually for the pharmaceutical industry.

**Table 1:** Small-molecule drugs used in the Liver-Chip evaluation.

Drug	IQ MPS list	Tested in spheroid	Spheroid false negative	Garside DILI rank
***Ambrisentan***	Yes, matched with Sitaxsentan	Yes	No	5
Asunaprevir	Yes, no matched pair	No	No	2
Benoxaprofen	No	Yes	Yes	1
Beta-Estradiol	No	Yes	Yes	3
***Buspirone***	Yes, matched with Nefazodone	Yes	No	4
Chlorpheniramine	No	Yes	Yes	3
***Clozapine***	Yes, matched with Olanzapine	Yes	No	2
Diclofenac	Yes, no matched pair	Yes	No	2
***Entacapone***	Yes, matched with Tolcapone	Yes	No	4
***Fialuridine***	Yes, matched with FIRU	Yes	No	1
***FIRU***	Yes, matched with Fialuridine	No	No	5
Labetalol	No	Yes	Yes	1
***Levofloxacin***	Yes, matched with Trovafloxacin	Yes	Yes	2
Lomitapide	No, Mipomersen substitute	No	No	3
***Nefazodone***	Yes, matched with Buspirone	Yes	No	1
	Yes, matched with Clozapine	No	No	5
***Pioglitazone***	Yes, matched with Troglitazone	Yes	Yes	3
Simvastatin	No	Yes	Yes	2
***Sitaxsentan***	Yes, matched with Ambrisentan	Yes	No	1
Stavudine	No	Yes	Yes	1
Tacrine	No	Yes	Yes	2
Telithromycin	Yes, no matched pair	No	No	1
***Tolcapone***	Yes, matched with Entacapone	Yes	No	1
***Troglitazone***	Yes, matched with Pioglitazone	Yes	No	1
***Trovafloxacin***	Yes, matched with Levofloxacin	Yes	No	1
Ximelagatran	No	Yes	Yes	1
Zileuton	Yes, no matched pair	Yes	Yes	2

The 27 small-molecule drugs are listed according to the IQ MPS affiliate classification and their ranking in the Garside DILI severity category, where 1 corresponds to drugs with severe clinical DILI and 5 to those with no DILI^31,50^. Structurally related toxic and non-toxic pairs are indicated as well using bold, italic text.

## Methods

### Cell culture

Cryopreserved primary human hepatocytes, purchased from Gibco (Thermo Fisher Scientific), and cryopreserved primary human liver sinusoidal endothelial cells (LSECs), purchased from Cell Systems, were cultured according to their respective vendor/Emulate protocols. The LSECs were expanded at a 1:1 ratio in 10–15 T-75 flasks (Corning) that were pre-treated with 5 mL of Attachment Factor (Cell Systems). Complete LSEC medium includes Cell Systems medium with final concentrations of 1% Pen/Strep (Sigma), 2% Culture-Boost (Cell Systems), and 10% Fetal Bovine Serum (FBS) (Sigma). Media was refreshed daily until cells were ready for use. Cryopreserved human Kupffer cells (Samsara Sciences) and human Stellate cells (IXCells) were thawed according to their respective vendor/Emulate protocols on the day of seeding. See Supplementary Table 1 for further information.

### Liver-Chip microfabrication and Zoë® culture module

Each chip (Fig. 1) is made from flexible polydimethylsiloxane (PDMS), a transparent viscoelastic polymer material. The chip compartmental chambers consist of two parallel microchannels that are separated by a porous membrane containing pores of 7 µm diameter spaced 40 µm apart.

**Fig. 1:**
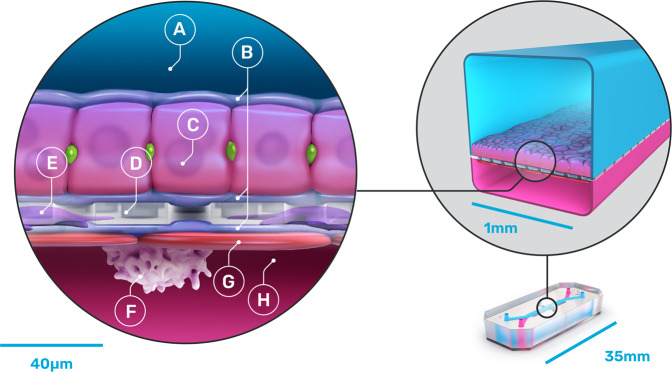
Schematic of the Emulate Liver-Chip. This diagram shows primary human hepatocytes (C) that are sandwiched within an extracellular matrix (B) on a porous membrane (D) within the upper parenchymal channel (A), while human liver sinusoidal endothelial cells (G), Kupffer cells (F), and stellate cells (E) are cultured on the opposite side of the membrane in the lower vascular channel (H).

On Day −6, chips were functionalized using Emulate proprietary reagents, ER-1 (Emulate reagent: 10461) and ER-2 (Emulate reagent: 10462), mixed at a concentration of 1 mg/mL prior to application to the microfluidic channels of the chip. The platform is then irradiated with high power UV light (peak wavelength: 365 nm, intensity: 100 µJ/cm^2^) for 20 minutes using a UV oven (CL-1000 Ultraviolet Crosslinker AnalytiK-Jena: 95-0228-01). Chips were then coated with 100 µg/mL Collagen I (Corning) and 25 µg/mL Fibronectin (ThermoFisher) in both channels. The top channel was seeded with primary human hepatocytes on Day −5 at a density of 3.5 × 10^6^ cells/mL. Complete hepatocyte seeding medium contains Williams’ Medium E (Sigma) with final concentrations of 1% Pen/Strep (Sigma), 1% L-GlutaMAX (Gibco), 1% Insulin-Transferring-Selenium (Gibco), 0.05 mg/mL Ascorbic Acid (Sigma), 1 µM dexamethasone (Sigma), and 5% FBS (Sigma). After four hours of attachment, the chips were washed by gravitational force. Gravity wash consisted of gently pipetting 200 µL of fresh medium at the top inlet, allowing it to flow through, washing out any unbound cells from the surface, and inserting a pipette tip on the outlet of the channel.

On Day −4, a hepatocyte Matrigel overlay procedure was executed with the purpose of promoting a three-dimensional matrix for the hepatocytes to grow in an ECM sandwich culture. The hepatocyte overlay and maintenance medium contains Williams’ Medium E (Sigma) with final concentrations of 1% Pen/Strep (Sigma), 1% L-GlutaMAX (Gibco), 1% Insulin-Transferrin-Selenium (Gibco), 50 µg/mL Ascorbic Acid (Sigma), and 100 nM Dexamethasone (Sigma). On Day −3, the bottom channel was seeded with LSECs, stellate cells and Kupffer cells, further known as non-parenchymal cells (NPCs). NPC seeding medium contains Williams’ Medium E (Sigma) with final concentrations of 1% Pen/Strep (Sigma), 1% L-GlutaMAX (Gibco), 1% Insulin-Transferrin-Selenium (Gibco), 50 µg/mL Ascorbic Acid (Sigma), and 10% FBS (Sigma). LSECs were detached from flasks using Trypsin (Sigma) and collected accordingly. These cells were seeded in a mixture volume ratio of 1:1:1 with LSECs at a density range of 9–12 × 10^6^ cells/mL, stellates at a density of 0.3 × 10^6^ cells/mL, and Kupffer cells at 6 × 10^6^ cells/mL followed by a gravity wash 4 h post-seeding.

On Day −2, chips were visually inspected under the ECHO microscope (Discover Echo, Inc.) for cellular maturation and attachment, healthy morphology, and a tight monolayer. The chips that passed visual inspection had both channels washed with their respective media, leaving a droplet on top. NPC maintenance media was composed of the same components prior, with a reduction of FBS to 2%. To minimize bubbles within the system, one liter of complete, warmed top and bottom media was added to Steriflip-connected tubes (Millipore) in the biosafety cabinet. All media was then degassed using a −70 kPa vacuum (Welch) and stored in the incubator until use. Pods were primed twice with 3 mL of degassed media in both inlets and 200 µL in both outlets. Chips were then connected to pods via liquid-to-liquid connection. Chips and pods were placed in Zoë^®^ (Emulate Inc.) for their first Regulate Cycle, which minimizes bubbles within the fluidic system by increasing the pressure for two hours. After this, normal flow resumed at 30 µL/h. On Day −1, Zoë^®^ was set to regulate once more.

### Experimental setup

The 870-chip experiment was carried out in five consecutive cycles (herein referred to as Cycles 1 through 5) to test a selection of 27 drugs at varying concentrations relative to the average therapeutic human C_max_ obtained from literature (Supplementary Data 1). Cycles 1 to 4 tested 6–8 concentrations in duplicate for each of 10–13 drugs. To determine which sampling strategy was optimal for cycles 1 to 4 (16 doses × 1 replicate, 8 × 2, 5 × 3, or 4 × 4), we generated three different “dose-response” synthetic datasets, each distorted by different noise levels (low, medium, or high). For each of these datasets, we performed curve-fitting analyses and calculated the Root Mean Square Error between the “true” and estimated IC_50_ parameter. The analysis results showed that, for all noise levels, the 16 × 1 sampling strategy marginally outperformed the 8 × 2. However, to ensure at least two replicates per concentration, the 8 × 2 strategy was selected. Some drugs were also repeated across cycles (on different donors or at different concentrations) to ensure experimental robustness. However, to replicate a more typical study design likely to be carried out by scientists in the pharmaceutical industry, we created cycle 5 with 6 drugs, where each was tested in 4 concentrations in triplicate. For each cycle, chips were dosed with drug over 8 days (referred to as Day 0 through Day 7). Drug preparation, dosing, and analysis teams were divided, creating a double-blind study such that those administering the drugs or performing analyses did not know the name or concentrations of the drugs tested.

### Drug preparation

The drug dosing concentrations were determined from the unbound human C_max_ of each drug. First, the expected fraction of drug unbound in media with 2% FBS was extrapolated from plasma binding data for each drug. Dosing concentrations were then back calculated such that the unbound fraction in media would reflect relevant multiples of unbound human C_max_ (Supplementary Data 1). For each cycle, concentrations ranged from 0.1 to 1000 times C_max_.

Stock solutions were prepared at 1000 times the final dosing concentration. Drugs in powder form were either weighed out with 1 mg precision or dissolved directly in vendor-provided vials. Sterile DMSO (Sigma) was added to dissolve the drug. The solution was triturated before transferring to an amber vial (Qorpak), which was vortexed (Fisher Scientific) on high for 60 s to ensure complete dissolution. A serial dilution was then performed in DMSO to prepare each subsequent 1000× concentration. These stock solutions were then aliquoted in 1.5 mL tubes (Eppendorf) and stored at −20 °C until dosing day, allowing a maximum of one freeze-thaw cycle prior to dosing.

All media was made the day prior to chip dosing and stored overnight at 37 °C. On the day of chip dosing, one stock aliquot per drug concentration was thawed in a 37 °C bead bath. The stocks were then vortexed and inspected to ensure absence of drug particulate. Dosing solutions were prepared by diluting drug stock 1:1000 in top or bottom media to achieve 0.1% DMSO concentration. The dosing solutions were then vortexed and stored at 37 °C until dosing.

On the first dosing day (Day 0), all chips were imaged using the ECHO microscope. Five hundred microliters of effluent was collected from all four reservoirs of the pod and placed in a labeled 96-well plate. After collection, all the remaining media was carefully aspirated before dosing with 3.8 mL of corresponding dosing solution. Dosing occurred on study days 0, 2, and 4 for chips flowing at 30 µL/h, and on days 0, 1, 2, 3, 4, 5, and 6 for chips flowing at 150 µL/h. Effluent collection occurred on days 1, 3, and 7.

### Biochemical assays

Top channel outlet effluents were analyzed to quantify albumin and alanine transaminase (ALT) levels on days 1, 3, and 7 using sandwich ELISA kits (Abcam, Albumin ab179887, ALT ab234578) according to vendor-provided protocols. Frozen (−80 °C) effluent samples were thawed overnight at 4 °C prior to assay. The Hamilton Vantage liquid handling platform was used to manage effluent dilutions (1:500 for albumin, neat for ALT), preparation of standard curves, and addition of antibody cocktail. Absorbance at 450 nm was measured using the SynergyNeo Microplate Reader (BioTek).

As part of cycles 3, 4, and 5, top channel outlet samples from vehicle chips on days 1, 3, and 7 post-drug or vehicle administration were analyzed to quantify urea levels with a urea assay kit (Sigma–Aldrich, MAK006) according to vendor-provided protocol. Frozen (−80 °C) effluent samples were thawed overnight at 4 °C prior to assay. All samples were diluted 1:5 in assay buffer and mixed with the kit’s Reaction Mix. Absorbance at 570 nm was measured using the same automated plate reader.

Effluent samples from vehicle chips and those treated with either trovafloxacin or levofloxacin were thawed overnight at 4 °C, and effluents from both channels were analyzed for IL-6 and TNF-alpha levels using MSD U-PLEX kits (Meso Scale Diagnostics, K15067L-2) according to vendor-provided protocols. Samples were added to plates manually at a 1:2 dilution. Plates were read for cytokine release on the MESO QuickPlex SQ 120 (Meso Scale Discoveries).

### Morphological analysis

At least four to six brightfield images were acquired per chip for morphology analysis. Brightfield images were acquired on the ECHO microscope using these settings: 170% zoomed phase contrast, 50% LED, 38% brightness, 41% contrast, 50% color balance, color on, and ×10 objective. Brightfield images were acquired across three fields of view on days 1, 3, and 7 for each cycle. Cytotoxicity classification was performed while acquiring images for both NPCs and hepatocytes. Images were then scored zero to four by blinded individuals (*n* = 2) based on severity of agglomeration of cell debris for both channels. The scoring matrix and representative images have been included in the supplement (Supplementary Fig. 1).

At the end of the experiment, cells in the Liver-Chip were fixed using 4% paraformaldehyde (PFA) solution (Electron Microscopy Sciences). Chips were detached from pods and washed once with PBS. The PFA solution was pipetted into both channels and incubated for 20 min at room temperature. Afterwards, chips were washed with PBS and stored at 4 °C until staining. Following fixation, chips corresponding to low, medium, and high concentrations from each group were cut in half with a razor blade perpendicular to the co-culture channels. One half was used in the following staining protocol, while the other half was stored for future staining. All stains and washes utilized the bubble method, in which a small amount of air is flowed through the channel prior to bulk wash media to prevent a liquid-liquid dilution of the staining solution. The top channel was perfused with 100 µL of AdipoRed (Lonza, PT-7009) diluted 1:40 v/v in PBS labeling lipid accumulation and 100 µL of NucBlue (ThermoFisher, R37605) (100 drops in 50 mL of PBS) to visualize cell nuclei. Following 15 minutes of incubation at room temperature, each channel was washed with 200 µL of PBS (alternating channels, 2× for top and 3× for bottom). As an alternative lipid accumulation marker, 100 µL of HCS LipidTOX Deep Red (ThermoFisher, H34477) was diluted 1:1000 v/v in PBS with NucBlue counterstain and added to the top channel. After a 30 min incubation at room temperature, the chips were again allowed to reach room temperature before the channels were alternatively washed with 200 µL of PBS, the bottom channel undergoing three washes and the top channel undergoing two. Chips were then imaged using the Opera Phenix.

Following lipid and DAPI staining and imaging, chips were stained with a multi-compound resistant protein 2 (MRP2) antibody to visualize the bile canalicular structures characteristic of healthy Liver-Chips. First, chips were permeabilized in 0.125% Triton-X and 2% Normal Donkey Serum (NDS) diluted in PBS (100 µL of solution per channel) and incubated at room temperature for 10 min. Then, each channel was washed with 200 µL of PBS (alternating channels, 2× for top and 3× for bottom). Chips were then blocked in 2% Bovine Serum Albumin (BSA) and 10% NDS in PBS (100 µL of solution per channel) and incubated at room temperature for 1 h. Next, primary antibody Mouse anti-MRP2 (Abcam, ab3373) was prepared 1:100 in the original blocking buffer, diluted 1:4 in PBS. 100 µL of solution was added to each channel, and chips were stored overnight at 4 °C. The following day, each channel was washed with 200 µL of PBS (alternating channels, 2× for top and 3× for bottom). Secondary antibody Donkey anti-Mouse 647 (Abcam, ab150107) was prepared 1:500 in original blocking buffer, diluted 1:4 in PBS. 100 µL of solution was added to each channel and chips incubated at room temperature, protected from light, for two hours. Then, each channel was washed with 200 µL of PBS (alternating channels, 2× for top and 3× for bottom). Chips were imaged immediately or stored at 4 °C until ready for imaging on the Opera Phenix.

### Live staining

Chip replicates designated for live cell imaging were washed with PBS utilizing the bubble method. Chips were then cut in half perpendicular to the co-culture channels. The top chip halves were stained with NucBlue (ThermoFisher, R37605) to visualize cell nuclei and Cell Event Green (ThermoFisher, C10423) to visualize activated caspase 3/7 for apoptosis. This staining panel was prepared in serum-free media (CSC), with NucBlue at 2 drops per mL and Cell Event Green at a 1:500 ratio and perfused through both channels. The bottom chips halves were stained with NucBlue (Thermo) to visualize nuclei and Tetramethylrhodamine, methyl ester (TMRM) (ThermoFisher, I34361) to visualize active mitochondria. This staining panel was prepared in PBS with 5% FBS, with NucBlue at 2 drops per mL and TMRM at a 1:1000 ratio in original blocking buffer, diluted 1:4 in PBS. Chips were incubated in the dark at 37 °C for 30 min, and then each channel was washed with 200 µL of PBS (alternating channels, 2× for top and 3× for bottom). The chips were kept at 37 °C, protected from light, until ready for imaging with the Opera Phenix.

### Image acquisition

Fluorescent confocal image acquisition was performed using the Opera Phenix High-Content Screening System and Harmony 4.9 Imaging and Analysis Software (PerkinElmer). Before acquisition, the Phenix internal environment was set to 37 °C and 5% CO_2_. Chips designated for imaging were removed from their plates, wiped on the bottom surface to remove moisture, and placed into the Phenix 12-chip imaging adapter. Whole chips were placed directly into each slot, while top and bottom half chips were matched and combined in one chip slot. Chips were aligned flush with the adapter and one another. Any bubbles identified from visual inspection were washed out with PBS. Once ready, the stained chips were covered with transparent plate film to seal channel ports and loaded into the Phenix. For live imaging, the DAPI (Time: 200 ms, Power: 100%), Alexa 488 (Time: 100 ms, Power: 100%), and TRITC (Time: 100 ms, Power: 100%) lasers were used. For fixed imaging, the DAPI (Time: 200 ms, Power: 100%), TRITC (Time: 100 ms, Power: 100%), and Alexa 647 (Time: 300 ms, Power: 80%) lasers were used. Z-stacks were generated with 3.6 µm between slices for 28–32 planes so that the epithelium was located around the center of the stack. Six fields of view (FOVs) per chip were acquired, with a 5% overlap between adjacent FOVs to generate a global overlay view.

### Image analysis

Raw images from fixed and live imaging were exported in TIFF format from the Harmony software. Using scripts written for FIJI (ImageJ), TIFFs across three color channels and multiple z-stacks were compiled into composite images for each field of view in each chip. The epithelial signal was identified and isolated from the endothelial and membrane signals, and the composite TIFFs were split accordingly. The ideal threshold intensity for each channel in the epithelial “substack” was identified to maximize signal, and the TIFFs were exported as JPEGs for further analysis.

### Gene expression analysis

RNA was extracted from chips using TRI Reagent (Sigma–Aldrich) according to the manufacturer’s guidelines. The collected samples were submitted to GENEWIZ (South Plainfield, NJ) for next-generation sequencing. After quality control and RNA-seq library preparation, the samples were sequenced with Illumina HiSeq 2 × 150 system using sequencing depth ~50 M paired-ends reads/sample. Using Trimmomatic v0.36, the sequence reads were trimmed to filter out all poor-quality nucleotides and possible adapter sequences. The remaining trimmed reads were mapped to the Homo sapiens reference genome GRCh38 using the STAR aligner v2.5.2b. Next, using the generated BAM files for each sample, the unique gene hit counts were calculated from the Subread package v1.5.2. It is worth noting that only unique reads within the exon region were counted.

### Statistical analysis

All statistical analyses were conducted in R^21^ (version 4.1.2) and figures were produced using the R package ggplot2^22^ (version 3.3.5). The dose-response analysis (Fig. 4) was carried out using the popular drc R package developed by Ritz et al.^23^ using the generalized log-logistic dose-response model. The error bars in Figs. 3 and 4, correspond to the standard errors of the mean. The circles in Fig. 3 correspond to the samples used to calculate the corresponding statistics. The analysis of significance in Fig. 3 was performed using paired *t*-test across different days (same donor) and unpaired *t*-test across different donors (same day). In Fig. 3 the number of samples used were *n* = 3 for donor two, and *n* = 4 for donor three. For both donors, the number of the freshly thawed hepatocyte samples used to estimate the corresponding log2(Fold Change) were *n* = 4. Finally, the analysis of significance in Fig. 3 was performed using paired *t*-test.

### Economic modeling approach

An economic model was built to assess the impact of improvements in the predictive validity of preclinical toxicology models on the economics of drug development. This model is provided in full as part of the supplementary materials as a formula-driven Microsoft Excel file (Supplementary Data 2). The model was built by extending the pipeline model of Paul et al.^5^, which tracks the economics of a representative portfolio of candidate drugs as it progresses and erodes through clinical trials. However, in contrast with conventional models, we followed Scannell & Bosley’s^4^ approach by modeling attrition as a function of decision quality and candidate quality at each development stage. We modeled safety-related failures, efficacy-related failures, and other failures (e.g., commercial and strategy related) with parameters derived from the literature (primarily from Harrison 2016,^7,9,24,25^). The model comprises a “base case”, which describes an archetypical drug-development portfolio that leads to a single drug approval. Development costs, timing, cost of capital and attrition rates were set in line with Paul et al.^5^. The base case and its parameters are summarized in Fig. 2.

**Fig. 2:**
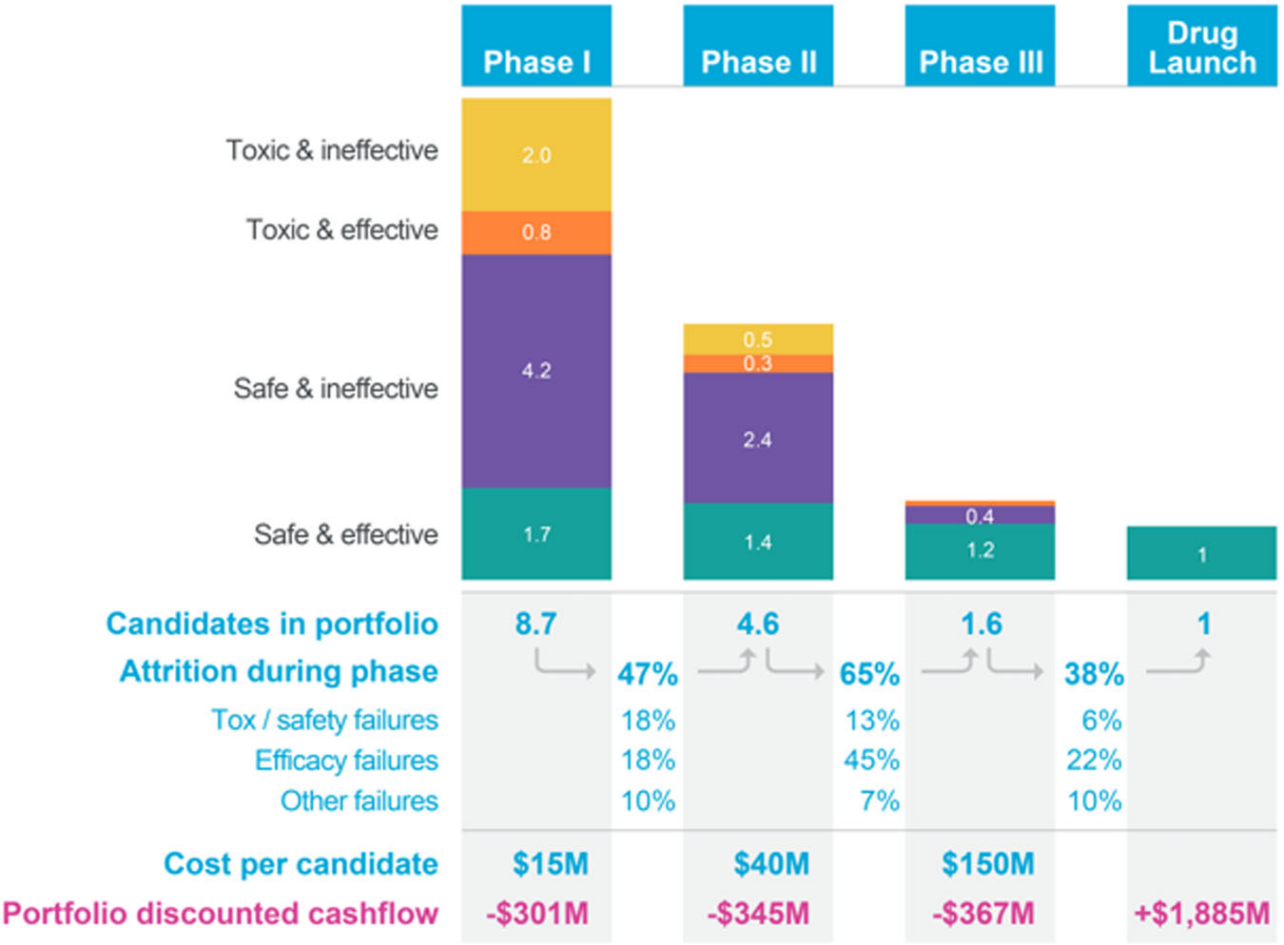
Economic value model for assessing the financial impact of improved preclinical testing. Illustrated is the model’s “base case”, which tracks a representative portfolio of candidate drugs as it progresses and erodes through clinical trials, culminating in a single drug approval. The model bases phase-by-phase attrition rates (“attrition during phase”), discovery and preclinical costs, development costs (“cost per candidate”) and cost of capital on Paul et al.^5^ to compute a portfolio-wide discounted cashflow. In contrast with prior approaches, the model tracks the underlying causes of clinical trial failure (safety-related, efficacy-related, and other failures) using parameters derived from literature^7,9,24,25^, a feature that permits us to determine the composition of the drug portfolio in each stage of development in terms of candidates that are safe and effective, safe and ineffective, unsafe and effective, and unsafe and ineffective, as illustrated. Improvements in the predictive validity of preclinical safety testing can be captured through their impact on the makeup of the portfolio entering Phase I clinical trials: better preclinical safety testing reduces the proportion of unsafe drugs that enter the clinic relative to the “base case”; the model permits analyzing the impact of such changes on the discounted cashflow and the portfolio’s profitability. The model is provided in full in Supplementary Data 2 as a formula-driven Microsoft Excel file.

An innovative feature of the economic model is that it permits us to determine the makeup of the drug portfolio in each stage of development in terms of candidates that are safe and effective, safe and ineffective, unsafe and effective, and unsafe and ineffective. Additionally, the model’s structure also allows one to estimate decision quality parameters at each stage of the process, such as the false negative rate (FNR) of the toxicity determination – the proportion of toxic drugs erroneously deemed safe. This, in turn, allows one to estimate the financial impact of changes in predictive validity, something that cannot be done directly with conventional attrition-driven pipeline models.

Improvements in the predictive validity of preclinical safety testing can be captured through their effects on the makeup of the portfolio entering Phase I clinical trials: better preclinical safety testing reduces the proportion of unsafe drugs that enter the clinic. Such improvements are captured by reducing the FNR for the toxicology testing that occurs between preclinical development and Phase I trials (we also add Organ-Chip costs to capture the price of added testing). If we keep all other model parameters unchanged, the model captures a cost-avoidance strategy: an approach wherein the ability to predict certain clinical trial failures in advance allows one to start fewer clinical trials (skipping those trials that are bound to fail) to bring one drug to market, as in the base case. However, the ability to have more predictable clinical outcomes is not likely to reduce investment but rather to increase it. This increase in R&D productivity should therefore result at least in maintenance of the investment in clinical testing (if not in its increase), which we conservatively model by setting the number of projects entering Phase I to its base case value.

To derive the economic implications of this scenario analysis, we calculate the portfolio’s new net present value (NPV) and evaluate its percentage increase (uplift) over the base case. This NPV uplift represents the increase in R&D productivity caused by the improved preclinical testing, which is partially offset by the added cost of Organ-Chip experiments as well as higher clinical trial costs resulting from candidates progressing further in their clinical testing. We estimated the cost of Organ-Chip testing based on Clinical Research Organization (CRO) pricing, to capture direct costs, indirect costs, and third-party profits: this represents a top-end estimate, as pharmaceutical companies may elect to purchase Organ-Chip instrumentation for internal use, leading to lower costs. The model proceeds to apply the NPV uplift to the world-wide R&D spending on small-molecule drug development to estimate the annual financial impact that the increase in R&D productivity may generate.

Because the model is parameterized using historical estimates of attrition rates and their causes, we sought to understand the model’s sensitivity to the exact parameter values. To do this, we performed a mathematical sensitivity analysis for the major input parameters; this analysis is included within the Excel file in Supplementary Data 2. The analysis demonstrated that reasonable changes in parameter choices retain the model’s qualitative conclusions. This is in part because the model’s output is a percentage uplift relative to the base case, making the model robust in the face of uncertainty in the financials of the base case.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Results

### Liver-Chip satisfies IQ MPS affiliate guidelines

The IQ guidelines for assessment of an in vitro liver MPS within the DILI prediction context of use requires evidence that the model replicates key histological structures and functions of the liver; furthermore, the model must be able to distinguish between 7 pairs of small-molecule toxic drugs and their non-toxic structural analogs. If the model passes through these hurdles, it must demonstrate its ability to predict the clinical responses of 6 additional selected drugs.

The Liver-Chips that we evaluated against these standards contain two parallel microfluidic channels separated by a porous membrane. Following the manufacturer’s instructions, primary human hepatocytes are cultured between two layers of extracellular matrix (ECM) in the upper ‘parenchymal’ channel, while primary human liver sinusoidal endothelial cells (LSECs), Kupffer cells, and stellate cells are placed in the lower ‘vascular’ channel in ratios that approximate those observed in vivo (Fig. 3). All cells passed quality control criteria that included post-thaw viability > 90%, low passage number (preferably P3 or less), and expression of cell-specific markers. Similar results were obtained using hepatocytes from three different human donors, which were procured from the same commercial vendor (Supplementary Table 1).

**Fig. 3:**
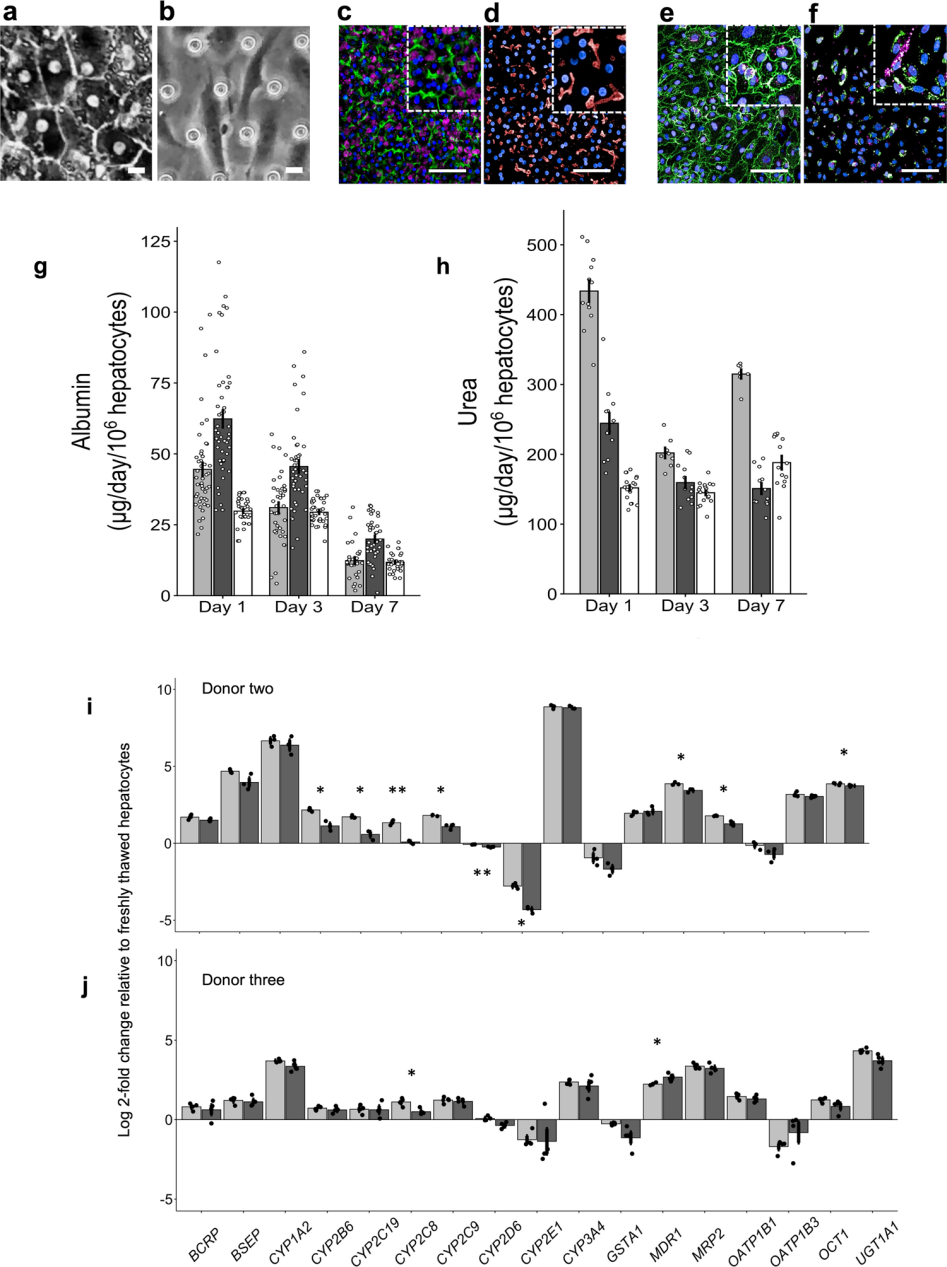
Recapitulation of human liver structure and function in the Liver-Chip. Representative phase contrast microscopic images (scale bar represents 10 µm) of hepatocytes in the upper channel of Liver-Chip (**a**) and non-parenchymal cells in the lower vascular channel (the regular array of circles are the pores in the membrane) (**b**). Representative immunofluorescence microscopic images showing the phalloidin stained actin cytoskeleton (green) and ATPB containing mitochondria (magenta) (**c**) and MRP2-containing bile canaliculi (red) (**d**). CD31-stained liver sinusoidal endothelial cells (green) and desmin-containing stellate cells (magenta) (**e**), and CD68^+^ Kupffer cells (green) co-localized with desmin-containing stellate cells (magenta) (**f**). All images in **c**–**f** show DAPI-stained nuclei (blue) and the scale bar represents 100 µm with the inset at 5 times higher magnification; albumin (**g**) and urea (**h**) levels in the effluent from the upper channels of vehicle-treated Liver-Chips created with cells from 3 different donors (light and dark gray bars represent donor one and two respectively, white bars represent donor three) on days 1, 3, and 7 post-vehicle administration, measured by ELISA. Data are presented as mean ± standard error of the mean (S.E.M.). For each condition (i.e., specific donor and day), the exact number of samples used to derive the statistics is: (i) Albumin: donor 1-day 1 (*n* = 46), donor 2-day 1 (*n* = 46), donor 3-day 1 (*n* = 39), donor 1-day 3 (*n* = 40), donor 2-day 3 (*n* = 44), donor 3-day 3 (*n* = 38), donor 1-day 7 (*n* = 29), donor 2-day 7 (*n* = 38), donor 3-day 7 (*n* = 30); (ii) Urea: donor 1-day 1 (*n* = 12), donor 2-day 1 (*n* = 12), donor 3-day 1 (*n* = 18), donor 1-day 3 (*n* = 8), donor 2-day 3 (*n* = 12), donor 3-day 3 (*n* = 18), donor 1-day 7 (*n* = 7), donor 2-day 7 (*n* = 12), donor 3-day 7 (*n* = 14). Levels of key liver-specific genes in control Liver-Chips as determined by RNA-seq analysis on days 3 (light gray) and 7 (dark gray) post-vehicle administration with donor two (**i**) and donor three (**j**). Data are presented as mean Log2 (fold change) ± standard error of the TPM (Transcript Per Million) expression relative to the mean expression of the freshly thawed hepatocytes with *n* = 4 chips; statistical significance of values between day 3 and 7 was determined using a paired *t*-test; *p < 0.05, **p < 0.01. For each time point (e.g., day 3 and 7), the sample size used to derive the statistics was *n* = 3 for donor two and *n* = 4 for donor three.

Live microscopy of the Liver-Chips revealed a continuous monolayer of hepatocytes displaying cuboidal and binucleated morphology in the upper ‘parenchymal’ channel of the chips, as well as a monolayer of polygonal shaped LSECs in the bottom ‘vascular’ channel, on the opposite side of the porous membrane (Fig. 3). Confocal fluorescence microscopy also confirmed liver-specific morphological structures as indicated by the presence of differentiation markers, including bile canaliculi containing a polarized distribution of F-actin and multidrug resistance-associated protein 2 (MRP2; Fig. 3), hepatocytes rich with mitochondrial membrane ATP synthase beta subunit (ATPB; Fig. 3), PECAM-1 (CD31) expressing LSECs, CD68^+^ Kupffer cells, and desmin-containing stellate cells (Fig. 3). In addition, transmission electron microscopy confirmed the existence of similar cell-cell relationships and structures to those found in human liver, including well-developed junction-lined bile canaliculi and adhesions between Kupffer cells and sinusoidal endothelial cells (Supplementary Fig. 2).

Albumin and urea production are widely accepted as functional markers for cultured hepatocytes with the goal of reaching computed production levels observed in human liver in vivo (~20–105 µg and 56–159 µg per 10^6^ hepatocytes per day, respectively)^19,26^. Liver-Chips fabricated with cells from three different hepatocyte donors were able to maintain physiologically relevant levels of albumin and urea synthesis over 1 week in culture (Fig. 3, Supplementary Data 3–5). Importantly, in line with the IQ MPS guidelines, the coefficient of variation for the mean daily production rate of urea was always below 5% in all donors on day 1 but increased to 20% on day 7; however, it was higher for albumin production across all donors on day 1 but was between 14 to 27% by day 7. These data corroborate the reproducibility and robustness of the Liver-Chip across experiments and highlight variability across donors that is not unlike the variability observed in humans. In fact, it is important to be able to analyze and understand donor-to-donor variability when evaluating cell-based platforms for the prediction of clinical outcome^27^ or when a drug moves into clinical studies.

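RNA of Liver-Chips made with hepatocytes of donor 2 and donor 3 was sequenced on days 3 and 7 post-vehicle administration, beside freshly thawed hepatocytes of the same donors. Donor 2 gave 3 chips on each day and 4 samples of freshly thawed hepatocytes, and donor 3 gave 4 of each. The chips hold hepatocytes in the upper channel and liver sinusoidal endothelial cells, Kupffer cells and stellate cells in the lower channel, and the paper's text does not say from which channel the RNA came. The authors trimmed the paired-end reads with Trimmomatic 0.36, aligned them to GRCh38 with STAR 2.5.2b and counted unique reads within exons with Subread 1.5.2. The deposited values are these counts, with a length, for 57500 genes.
The total count per sample of donor 2 was 57562168 to 101702697 (median 66406436) in freshly thawed hepatocytes, 50188198 to 66474683 (median 56680880) on day 3 and 51041225 to 65174575 (median 54604369) on day 7. In donor 3 it was 42417462 to 56688711 (median 51121814), 46593703 to 59726543 (median 51283342.5) and 42440613 to 61176150 (median 49845509). The methods also state a depth in reads per sample, and the values here use the totals above, whose median over all 22 samples was 54718329. Mitochondrially encoded genes took 12.6% ± 1.59 (SD, n = 4) of the counts in the freshly thawed hepatocytes of donor 2, 3.61% ± 0.233 (SD, n = 3) on day 3 and 5.15% ± 0.223 (SD, n = 3) on day 7. In donor 3 their share was 15.9% ± 1.06 (SD, n = 4), 6.21% ± 0.459 (SD, n = 4) and 5.73% ± 1.23 (SD, n = 4).
TPM was computed from the deposited counts and lengths, and each chip's TPM was divided by the mean TPM of the freshly thawed hepatocytes of its donor, as in Fig. 3. Counts were also tested gene by gene with edgeR's quasi-likelihood test, with TMM factors and Benjamini-Hochberg adjustment over all genes tested. The chips of each day were compared with the freshly thawed hepatocytes within each donor, and day 7 with day 3 with the replicate number as a block, since the paper used a paired test. With TMM factors the median log2 fold change over all genes lay at -0.06 and -0.11 in donor 2 and at 0.04 and 0.06 in donor 3 on days 3 and 7. With library size alone it lay at 0.46 and 0.49 in donor 2 and at 1.09 and 1.23 in donor 3, so fold changes are given relative to the TMM scale unless TPM is named. The labels give all replicates of a group to 1 hepatocyte donor. P-values therefore measure the spread between repeat samples of that donor's cells, not between people. The 4 freshly thawed samples of donor 2 formed 2 pairs, replicates 1 and 2 and replicates 3 and 4. Their chi-square per degree of freedom was 16.7 and 49.9 within the pairs and 156 to 421 across. P-values against these samples treat them as 4 independent ones and may be too small.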

Because hepatocytes maintained in conventional static cultures rapidly reduce transcription of relevant liver-specific genes^28^, the IQ MPS guidelines require confirmation that the genes representing major Phase I and II metabolizing enzymes, as well as uptake and efflux drug transporters, are expressed and that their levels of expression are stable. On days 3 and 7 post-vehicle administration, compared to freshly thawed hepatocytes, we detected high levels of expression in both donors for 13 of the 17 genes requested by IQ MPS, confirming that the chip provides a suitable microenvironment to maintain hepatocytes. 

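In TPM, 13 of the 17 IQ MPS genes lay above the freshly thawed hepatocytes in both donors on both days, with no threshold. They included the cytochromes P450 CYP3A4, CYP2B6, CYP2C19, CYP1A2 and CYP2C8, UGT1A1, which conjugates bilirubin, the uptake transporter OATP1B1, and the efflux transporters MRP2, BCRP, MDR1 and BSEP. On day 7 CYP2C8 had a log2 ratio of 0.09 in donor 2 (exact permutation test, p = 0.571, n = 3, 2 chips above). CYP2C19 had 0.58 in donor 2 (exact permutation test, p = 0.114, n = 3). In donor 3 CYP2C19 had 0.62 (exact permutation test, p = 0.0571, n = 4). BCRP had 0.62 in donor 3 (exact permutation test, p = 0.143, n = 4, 3 chips above). The other values of these 13 genes had the smallest p of that exact permutation test, 0.0571 in donor 2 and 0.0286 in donor 3. In donor 2 CYP1A2 had a mean TPM of 9.77 ± 2.16 (SD, n = 4) in freshly thawed hepatocytes, 1008 ± 236 (SD, n = 3) on day 3 and 860.0 ± 341 (SD, n = 3) on day 7. UGT1A1 rose in donor 3 from 10.9 ± 0.920 TPM (SD, n = 4) to 220 ± 23.5 (SD, n = 4) on day 3, a log2 ratio of 4.33 (standard error 0.0752). BSEP, the bile salt export pump of the canalicular membrane, had a log2 ratio of 4.68 (standard error 0.072, n = 3) in donor 2 and 1.21 (standard error 0.113, n = 4) in donor 3 on day 3. Relative to the TMM scale BSEP had a log2 fold change of 3.66 (standard error 0.26, adjusted p = 2.2e-07) in donor 2 on day 3, and its values in donor 3 lay under 0 and are given below.
Relative to the TMM scale, 5 of the 17 genes were higher at an adjusted p under 0.05 from edgeR in both donors on both days, CYP3A4, CYP1A2, UGT1A1, MRP2 and MDR1. CYP1A2 (ENSG00000140505, chromosome 15 of GRCh38, 74748844 to 74756202, plus strand) had a log2 fold change of 5.62 (standard error 0.29, adjusted p = 2.2e-08) in donor 2 and 2.22 (standard error 0.13, adjusted p = 1.7e-09) in donor 3 on day 3. The gene of MRP2, ABCC2 (chromosome 10, 99782732 to 99852192, plus strand), had 2.84 (standard error 0.19, adjusted p = 1.4e-07) in donor 2 and 1.91 (standard error 0.12, adjusted p = 5.8e-09) in donor 3 on day 3. UGT1A1 (chromosome 2, 233760248 to 233773299, plus strand), which shares most of its exons and so its reads with the other UGT1A genes, had 2.81 (standard error 0.16, adjusted p = 4.0e-08) and 2.86 (standard error 0.15, adjusted p = 7.7e-10). MDR1, encoded by ABCB1 (chromosome 7, 87503633 to 87713323, minus strand), had 0.91 (standard error 0.17, adjusted p = 6.5e-04) and 0.76 (standard error 0.09, adjusted p = 2.0e-06).
In donor 2 12 of the 17 genes were higher, 4 were lower and 1 did not pass the test on day 3, and 8 were higher, 6 were lower and 3 did not pass on day 7. In donor 3 5 were higher, 8 were lower and 4 did not pass on day 3, and 5 were higher and 12 were lower on day 7. Adjusted over the list alone, the 4 counts were the same. The IQ consortium chose the list, not on these samples. As a set tested with camera against all other genes, the list was higher in donor 2 on day 3 (adjusted p = 1.6e-05 with a preset correlation, adjusted p = 0.064 with an estimated correlation) and on day 7 (adjusted p = 0.010 and, with an estimated correlation, adjusted p = 0.26). In donor 3 the set gave an adjusted p of 0.77 on day 3, where its direction in camera was up and its median (-0.24) and mean (-0.21) lay under 0, and of 0.48 on day 7. In donor 3 CYP2B6, CYP2C19 and BCRP were lower relative to the TMM scale, with log2 fold changes of -0.65 to -0.97, and lay above 0 with library size alone. CYP2C8 was also lower there on both days, and lay above 0 with library size alone. BSEP lay at -0.24 (standard error 0.15, adjusted p = 0.16) on day 3 and at -0.46 (standard error 0.15, adjusted p = 0.012) on day 7 in donor 3, and OATP1B1 at -0.30 (standard error 0.12, adjusted p = 0.036) on day 7, and with library size alone these became 0.80, 0.70 and 0.87. The day 7 call of BSEP was lost with no filter (adjusted p = 0.0507) and with all samples in 1 fit (0.0783). That of OATP1B1 was lost with no filter, only the groups compared, all samples in 1 fit or gene length offsets, and without day 3 replicate 4, day 7 replicate 1, 3 or 4, or freshly thawed replicate 2, 3 or 4 (0.0548 to 0.996). The log2 ratio in TPM exceeded the log2 fold change by a median of 1.06 and 1.05 in donor 2 and 1.46 and 1.59 in donor 3 on days 3 and 7. The 50 highest genes took 47.0% ± 1.49 (SD, n = 4) of the counts in freshly thawed hepatocytes of donor 2 and 31.0% ± 0.897 (SD, n = 3) on day 3, and 51.6% ± 1.12 (SD, n = 4) and 30.5% ± 0.602 (SD, n = 4) in donor 3. From the 13 genes above the freshly thawed hepatocytes, the paper concludes that the microenvironment of the chip is suited to maintaining hepatocytes.

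**Figure D1:**
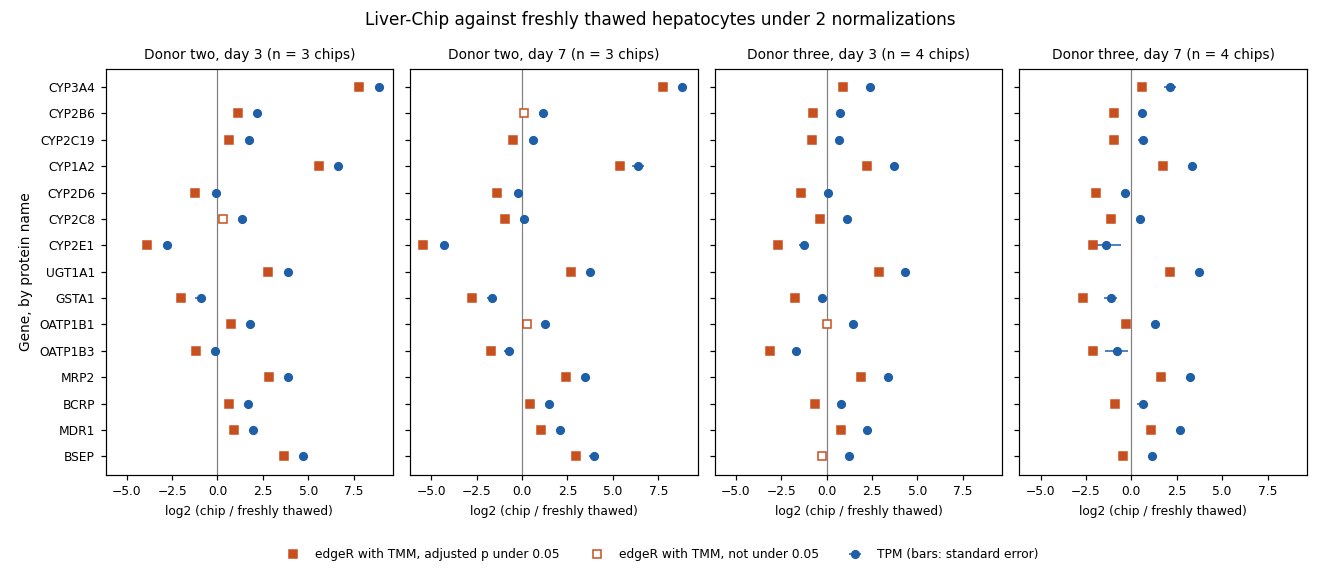
Log2 change of 15 of the 17 IQ MPS genes in Liver-Chips against freshly thawed hepatocytes, by donor and day (log2 scale on the horizontal axis, 1 gene per row). Circles are the mean log2 TPM ratio with its standard error (n = 3 chips in donor 2, n = 4 in donor 3), and squares are edgeR's log2 fold change with TMM factors, filled where the adjusted p is under 0.05. The circles of 11 of these genes lie above 0 in all 4 panels and the squares of 5 genes are filled and above 0 in all 4; with library size alone, the squares of 5 genes of donor 3 that lie under 0 on day 3 and of 6 on day 7 would lie above it, as would that of CYP2C19 of donor 2 on day 7.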

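Between day 3 and day 7, CYP2C19, CYP2C8 and CYP2E1 fell in the Liver-Chips of donor 2 and CYP2C8 fell in those of donor 3. In donor 2 CYP2E1, which oxidizes ethanol and acetaminophen, fell by 1.52 on the log2 scale (standard error 0.14, adjusted p = 0.031 from edgeR, lower in 3 of 3 pairs of replicates). Pairs are chips with the same replicate number. Their deviations correlated at -0.36 to 0.23 across genes, so no link by number was seen, though so few pairs cannot exclude one. CYP2C8 fell by 1.24 (standard error 0.14, adjusted p = 0.033) and CYP2C19 fell by 1.13 (standard error 0.13, adjusted p = 0.039), each in 3 of 3 pairs. In donor 3 CYP2C8 fell by 0.74 (standard error 0.15, adjusted p = 0.046, lower in 4 of 4 pairs). MRP2 had a log2 fold change of -0.43 (standard error 0.12, adjusted p = 0.11, lower in 3 of 3 pairs) in donor 2 and -0.27 (standard error 0.16, adjusted p = 0.40, lower in 2 of 4 pairs) in donor 3. For CYP2D6 these were -0.16 (standard error 0.11, adjusted p = 0.47) and -0.56 (standard error 0.16, adjusted p = 0.11). CYP3A4 had -0.04 (adjusted p = 0.90) and -0.38 (adjusted p = 0.47).
Adjusted over the list alone, 8 of the 17 IQ MPS genes were lower in donor 2, and 6 were lower and 1, MDR1, was higher in donor 3. As a set, the list was lower on day 7 in donor 2 (adjusted p = 1.2e-11 from camera, adjusted p = 0.29 with an estimated correlation) and in donor 3 (adjusted p = 1.4e-04 and, with an estimated correlation, adjusted p = 0.29). The calls of CYP2C19, CYP2C8 and CYP2E1 in donor 2 were lost without replicate 1 or replicate 3 of either day (adjusted p of 0.100 to 0.508), that of CYP2E1 also with all samples of both donors in one fit (0.202), and that of CYP2C8 in donor 3 without replicate 1, 2 or 3 of either day (0.0771 to 0.228), with library size alone (0.0961) or with gene length offsets (0.0501). In donor 3 CYP2E1 was called lower on day 7 only without replicate 4 of day 3 (-1.15, adjusted p = 5.9e-04) or of day 7 (-1.15, adjusted p = 4.7e-04). With no replicate block, 7 of the 17 genes were lower in donor 2, MRP2 among them, and 2 in donor 3, CYP2C8 and UGT1A1.
Among all genes, 185 of 18550 passed in donor 2, 93 higher and 92 lower, and 320 of 18099 in donor 3, 102 higher and 218 lower. With library size alone the split was 372 higher and 145 lower in donor 2 and 175 higher and 130 lower in donor 3, and with no replicate block 1641 genes passed in donor 2 and 707 in donor 3. The count in donor 2 was 1 or 2 without replicate 1 or 3 of either day, 4704 without replicate 2 of day 3 and 4770 without replicate 2 of day 7. In donor 3 it was 1 to 5 without replicate 1 or 3 of either day, 1582 without replicate 4 of day 3 and 1612 without replicate 4 of day 7. Of the lower genes, 13 were shared by the donors, against 1.12 expected of independent lists, and of the higher genes 0 were shared, against 0.52 expected.
In donor 2 EEF1A2, a translation elongation factor of muscle and nerve, rose by 3.26 on the log2 scale (standard error 0.11, adjusted p = 0.0015). GNMT, which methylates glycine, fell by 2.17 (standard error 0.17, adjusted p = 0.031). In donor 3 CLGN, a chaperone of the endoplasmic reticulum, rose by 2.42 (standard error 0.16, adjusted p = 6.1e-04), and PHGDH, an enzyme of serine synthesis, rose by 1.11 (standard error 0.11, adjusted p = 0.0049). The apolipoprotein APOA2 fell by 1.42 (standard error 0.18, adjusted p = 0.012), the glucuronosyltransferase UGT2B7 by a log2 fold change of -1.28 (standard error 0.15, adjusted p = 0.0080) and the fatty acid hydroxylase CYP4A11 by one of -1.25 (standard error 0.13, adjusted p = 0.0050). EEF1A2 and CLGN passed without any 1 chip. The call of GNMT was lost without replicate 1 of either day or replicate 3 of day 7 (adjusted p of 0.0500 to 0.223). Those of PHGDH, APOA2, UGT2B7 and CYP4A11 were lost without replicate 1 or 3 of either day (0.0589 to 0.154). Of 17 other Phase II enzymes tested in donor 3, 6 fell (9 fell when adjusted over the list alone, adjusted p = 0.18 with an estimated correlation from camera), among them the sulfotransferases SULT1E1 (log2 fold change -1.42, standard error 0.13, adjusted p = 0.0030) and SULT1A1 (-0.91, standard error 0.11, adjusted p = 0.0070). The call of SULT1E1 was lost without replicate 3 of either day (adjusted p of 0.123 and 0.130) and that of SULT1A1 without replicate 1 or 3 (0.0730 to 0.131). Of these other Phase II enzymes at most 1 was lower without replicate 1 or 3 of either day.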

Gene expression was notably lower on day 7 compared to day 3 for CYP2D6, CYP2C8, CYP2E1, and MRP2 in donor two and only for MRP2 in donor 3 (Fig. 3, Supplementary Data 6–7). Gene expression levels were lower than freshly thawed hepatocytes for genes encoding OATP1B3, GSTA1, CYP2E1, and CYP2D6, a profile reflected in two donors. Moreover, the demonstration that CY2C9 and CYP3A4 gene expression is maintained above freshly thawed hepatocytes for 7 days post-vehicle or drug administration is encouraging as together the CYP2C and CYP3A families make up 50% of the total CYP population^29^. 

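GSTA1, a glutathione transferase, and CYP2E1 were lower in the Liver-Chips of both donors on both days, in TPM as well as relative to the TMM scale. CYP2E1 fell in donor 2 from 998 ± 122 TPM (SD, n = 4) in freshly thawed hepatocytes to 146 ± 18.7 (SD, n = 3) on day 3 and 50.6 ± 7.42 (SD, n = 3) on day 7. In donor 3 it went from 530 ± 41.9 TPM (SD, n = 4) to 231 ± 88.9 (SD, n = 4) and 355 ± 469 (SD, n = 4), and 1 chip of day 7, replicate 4, held 1058 TPM. GSTA1 fell from 751 ± 142 TPM (SD, n = 4) to 411 ± 153 (SD, n = 3) and 241 ± 65.7 (SD, n = 3) in donor 2, and from 573 ± 64.1 TPM (SD, n = 4) to 480 ± 27.3 (SD, n = 4) and 283 ± 123 (SD, n = 4) in donor 3. CYP2D6 and OATP1B3, an uptake transporter of bile acids and drugs, were lower relative to the TMM scale in both donors, and in TPM the mean of CYP2D6 in donor 3 on day 3, 685 ± 68.3 (SD, n = 4), lay above that of the freshly thawed hepatocytes, 651 ± 75.7 (SD, n = 4).
On day 3 the log2 ratio in TPM of CYP2E1 was -2.78 (standard error 0.106, n = 3, exact permutation test, two-sided p = 0.0571, the smallest p that 3 samples against 4 allow) in donor 2. In donor 3 it was -1.26 (standard error 0.242, n = 4, exact permutation test, p = 0.0286, the smallest that 4 against 4 allow) on day 3 and -1.37 (standard error 0.798, n = 4, exact p = 0.143) on day 7, and -2.16 (standard error 0.176, n = 3) on day 7 without replicate 4. That of GSTA1 was -0.93 (standard error 0.306, n = 3, exact p = 0.0571) and -1.68 (standard error 0.235, n = 3, exact p = 0.0571) in donor 2 on days 3 and 7. In donor 3 it was -0.26 (standard error 0.0415, n = 4, exact p = 0.0857) and -1.14 (standard error 0.362, n = 4, exact p = 0.0286). That of OATP1B3 was -0.13 (standard error 0.149, n = 3, exact p = 0.743) and -0.72 (standard error 0.262, n = 3, exact p = 0.114) in donor 2. In donor 3 it was -1.69 (standard error 0.202, n = 4, exact p = 0.0286) and -0.81 (standard error 0.652, n = 4, exact p = 0.20). It became 0.01 (standard error 0.0573, n = 2) in donor 2 on day 3 without replicate 1 and -0.16 (standard error 0.117, n = 3) in donor 3 on day 7 without replicate 4. For CYP2D6 it was -0.07 (standard error 0.0062, n = 3, exact permutation test, p = 0.40) and -0.24 (standard error 0.0191, n = 3, exact p = 0.171) in donor 2 and 0.07 (standard error 0.070, n = 4, exact p = 0.514) and -0.37 (standard error 0.0962, n = 4, exact p = 0.0571) in donor 3.
Relative to the TMM scale, edgeR gave CYP2E1 (chromosome 10, 133520406 to 133561220, plus strand) log2 fold changes of -3.90 (standard error 0.27, adjusted p = 1.5e-07) in donor 2 and -2.68 (standard error 0.66, adjusted p = 0.0025) in donor 3 on day 3, and -2.10 (standard error 0.65, adjusted p = 0.010) in donor 3 on day 7, a call that library size alone ended (adjusted p = 0.101), and a value that was lower still without replicate 4 of day 7. GSTA1 (chromosome 6, 52791664 to 52803910, minus strand), which may share reads with GSTA2, had -2.03 (standard error 0.34, adjusted p = 2.3e-04) and -1.73 (standard error 0.24, adjusted p = 1.6e-05) on day 3. CYP2D6 (chromosome 22, 42126499 to 42130906, minus strand), which may share reads with its pseudogene, had -1.21 (standard error 0.21, adjusted p = 3.6e-04) and -1.40 (standard error 0.15, adjusted p = 9.4e-07). The gene of OATP1B3, SLCO1B3 (chromosome 12, 20810702 to 20916911, plus strand), had 6.63 TPM in freshly thawed hepatocytes of donor 2 and 6.36 in those of donor 3, and its log2 fold changes were -1.19 (standard error 0.21, adjusted p = 3.4e-04) and -3.12 (standard error 0.37, adjusted p = 3.7e-06).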

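CYP3A4 was higher in the Liver-Chips than in freshly thawed hepatocytes in both donors on both days, in TPM and relative to the TMM scale. In donor 2 its mean was 12.2 ± 1.69 TPM (SD, n = 4) in freshly thawed hepatocytes, 5726 ± 509 (SD, n = 3) on day 3 and 5512 ± 408 (SD, n = 3) on day 7. In donor 3 it was 976 ± 121 TPM (SD, n = 4), 5063 ± 588 (SD, n = 4) and 4541 ± 1849 (SD, n = 4). Every chip lay above every sample of freshly thawed hepatocytes in TPM of CYP3A4 (exact permutation test, two-sided, p = 0.0571 in donor 2 and p = 0.0286 in donor 3).
The log2 ratio in TPM of CYP3A4 was 8.87 (standard error 0.0752, n = 3) and 8.82 (standard error 0.0605, n = 3) in donor 2 and 2.37 (standard error 0.0841, n = 4) and 2.12 (standard error 0.318, n = 4) in donor 3. CYP3A4 (ENSG00000160868, chromosome 7 of GRCh38, 99756960 to 99784265, minus strand) had log2 fold changes from edgeR of 7.79 (standard error 0.20, adjusted p = 2.4e-10) and 7.74 (standard error 0.20, adjusted p = 2.5e-10) in donor 2 and 0.90 (standard error 0.21, adjusted p = 0.0016) and 0.58 (standard error 0.21, adjusted p = 0.025) in donor 3. The call in donor 3 on day 7 was lost without day 7 replicate 1 (0.53, adjusted p = 0.0546) or replicate 2 (0.37, adjusted p = 0.107), or without freshly thawed replicate 3 (0.50, adjusted p = 0.0716) or replicate 4 (0.58, adjusted p = 0.0531).
Of the CYP2C genes, CYP2C8 (chromosome 10, 95036772 to 95069497, minus strand) had a log2 ratio in TPM of 1.34 (standard error 0.0948, n = 3) on day 3 and 0.09 (standard error 0.0678, n = 3) on day 7 in donor 2 and of 1.11 (standard error 0.126, n = 4) and 0.50 (standard error 0.0959, n = 4) in donor 3. CYP2C19 (chromosome 10, 94762624 to 94853260, plus strand), at 8.20 TPM in freshly thawed hepatocytes of donor 2 and 4.21 in those of donor 3, had 1.72 (standard error 0.0565, n = 3) and 0.58 (standard error 0.187, n = 3) in donor 2 and 0.65 (standard error 0.134, n = 4) and 0.62 (standard error 0.236, n = 4) in donor 3.
Relative to the TMM scale, edgeR gave CYP2C8 log2 fold changes of 0.29 (standard error 0.19, adjusted p = 0.195) on day 3 and -0.95 (standard error 0.19, adjusted p = 0.0011) on day 7 in donor 2, where day 3 was called with library size alone (0.80, adjusted p = 0.0041), gene length offsets (0.51) or 2 freshly thawed samples (0.48). In donor 3 CYP2C8 had -0.34 (standard error 0.13, adjusted p = 0.028) and -1.10 (standard error 0.13, adjusted p = 2.7e-06), which became 0.71 and 0.068 with library size alone. The call of CYP2C8 in donor 2 on day 7 was lost with library size alone (adjusted p = 0.129), and that in donor 3 on day 3 with no filter, all samples in 1 fit or gene length offsets, and without day 3 replicate 1 or 2 or freshly thawed replicate 3 or 4 (0.0509 to 0.569). CYP2C19 had 0.63 (standard error 0.15, adjusted p = 0.0026) on day 3 and -0.49 (standard error 0.15, adjusted p = 0.014) on day 7 in donor 2, the latter 0.12 with library size alone, and the day 7 call was lost with no filter (0.118) and without day 7 replicate 3 (0.128). In donor 3 CYP2C19 had -0.80 (standard error 0.19, adjusted p = 0.0016) and -0.94 (standard error 0.19, adjusted p = 4.5e-04), which became 0.25 and 0.24 with library size alone.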

CYP3A4 is also the major enzyme that metabolizes many marketed drugs. We did not directly assess CYP functional activity in this study but previously, the same Liver-Chip has been shown to exhibit Phase I and II functional activities that are comparable to freshly isolated human hepatocytes and 3D hepatic spheroids^26,30^ as well as superior activity relative to hepatocytes in a 2D sandwich-assay plate configuration^26^. Taken together, these data support the notion that the Liver-Chip provides a good microenvironment for hepatocytes to maintain functionality.

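Beyond the IQ MPS genes, messages of plasma proteins were lower in the Liver-Chips than in freshly thawed hepatocytes, and genes of the urea cycle were higher or lower in donor 2 and mostly lower in donor 3. Of 22 plasma proteins, 15 were lower and 3 higher on day 3 and 16 lower and 1 higher on day 7 in donor 2 (16 lower and 2 higher when adjusted over the list alone), and 20 and 21 were lower in donor 3. APOA1, the main protein of high-density lipoprotein, fell by 3.72 on the log2 scale (standard error 0.15, adjusted p = 6.9e-11 from edgeR) in donor 3 on day 3, and the fibrinogen chain FGB fell by 2.40 (standard error 0.23, adjusted p = 2.5e-06) in donor 2 on day 3. TTR, which carries thyroxine, rose by 1.00 (standard error 0.22, adjusted p = 0.0020) in donor 2 on day 3. As a set, plasma proteins were lower in all 4 comparisons with the preset correlation of camera. With an estimated correlation they gave adjusted p = 0.27 and adjusted p = 0.22 in donor 2 and adjusted p = 0.047 and adjusted p = 0.021 in donor 3. Of 8 genes of the urea cycle, 4 were higher and 1 lower on both days in donor 2 (4 and 2 on day 7 when adjusted over the list alone). In donor 3 2 were higher and 5 lower on day 3 and 6 were lower on day 7, where the median of the urea cycle list turned from -0.48 to 0.57 on day 3 and from -0.69 to 0.49 on day 7 with library size alone. With an estimated correlation the urea cycle gave adjusted p = 0.16 and adjusted p = 0.27 in donor 2 and adjusted p = 0.41 and adjusted p = 0.23 in donor 3. ARG1, which releases urea, had log2 fold changes of 2.06 (standard error 0.22, adjusted p = 6.6e-06) and 1.65 (standard error 0.22, adjusted p = 3.9e-05) in donor 2, and ASL -1.59 (standard error 0.10, adjusted p = 6.2e-09) and -1.79 (standard error 0.10, adjusted p = 1.9e-09) in donor 3.
Of 18 hepatocyte transcription factors and nuclear receptors, 9 were higher and 5 lower on day 3 and 5 higher and 3 lower on day 7 in donor 2, and 6 were higher and 9 lower, then 6 higher and 11 lower, in donor 3. The median of the hepatocyte transcription factors and nuclear receptors in donor 3 turned from -0.32 and -0.42 to 0.73 and 0.75 with library size alone, and in donor 2 the 5 lower genes of day 3 became 3 without day 3 replicate 3 and the 3 lower genes of day 7 became 5 without freshly thawed replicate 3 or replicate 4. On day 7 in donor 2 the median of this list was 0.13 and its mean -0.04. FOXA2 rose by 1.34 (standard error 0.13, adjusted p = 3.6e-06) and FOXA3 fell by 2.51 (standard error 0.23, adjusted p = 1.8e-06) in donor 2 on day 3, and in donor 3 CEBPA rose by 2.47 (standard error 0.14, adjusted p = 2.4e-09) while NR5A2 fell by 2.21 (standard error 0.13, adjusted p = 2.6e-09). Of 17 other Phase II enzymes, 9 were higher and 4 lower on day 3 and 8 higher and 5 lower on day 7 in donor 2 (9 and 6 on day 3 when adjusted over the list alone), and 7 were higher and 6 lower, then 5 higher and 9 lower, in donor 3 (8 and 6 on day 3 when adjusted over the list alone). In donor 3 the median of the other Phase II enzymes on day 7 turned from -0.50 to 0.68 with library size alone, and on day 3 it was -0.02 beside a mean of 0.23. UGT1A6, which glucuronidates phenols, rose by 4.11 (standard error 0.21, adjusted p = 2.1e-08) in donor 2 and by 4.34 (standard error 0.25, adjusted p = 1.7e-09) in donor 3 on day 3, and GSTA2 fell by 1.52 (standard error 0.21, adjusted p = 4.8e-05) and by 2.33 (standard error 0.18, adjusted p = 4.5e-08).
The largest rise under the rule for named genes on day 3 in donor 2 was that of CYP7A1, the rate-limiting enzyme of bile acid synthesis, with a TMM-normalized CPM of 116 ± 23.1 (SD, n = 3) in the chips, 0.0649 in freshly thawed hepatocytes and a log2 fold change of 10.78 (standard error 0.44, adjusted p = 8.3e-09). In donor 3 CYP7A1 rose by 5.08 (standard error 0.40, adjusted p = 5.2e-08) on day 3. PCK1, which commits carbon to gluconeogenesis, fell by 6.74 (standard error 0.28, adjusted p = 8.3e-09) in donor 2 and fell by 8.03 (standard error 0.43, adjusted p = 9.1e-10) in donor 3 on day 3. HSPA6, a heat shock protein, fell by 8.92 (standard error 0.36, adjusted p = 8.3e-09) and by 8.58 (standard error 0.40, adjusted p = 2.6e-10), and SDS, the serine dehydratase of hepatocytes, fell by 6.00 (standard error 0.45, adjusted p = 3.2e-07) and fell by 9.03 (standard error 0.55, adjusted p = 3.4e-09).
Markers of the cells of the lower channel also differed from the freshly thawed hepatocytes. Of 16 stellate cell and fibroblast markers tested in donor 2, 16 were higher on day 3 and 14 on day 7, and of 17 in donor 3 12 were higher and 1, PDGFRA, lower on day 3 (adjusted p = 0.319 with library size alone) and 13 higher on day 7 (14 when adjusted over the list alone). With an estimated correlation the stellate cell and fibroblast markers gave adjusted p = 0.31 and adjusted p = 0.34 in donor 2 and adjusted p = 0.62 on day 7 in donor 3. ACTA2, the smooth muscle actin of activated stellate cells, rose by 2.98 (standard error 0.25, adjusted p = 7.7e-07) in donor 2 and by 1.61 (standard error 0.23, adjusted p = 2.5e-05) in donor 3 on day 3. Of 12 endothelial cell markers, 8 were higher in donor 2 on day 3, 5 without day 3 replicate 1 or replicate 3, and 0 of 12 passed on day 7 with edgeR or with DESeq2 (1, PECAM1, had an unadjusted p under 0.05 with edgeR; median 0.12, direction in camera down). In donor 3, 4 endothelial cell markers were higher and 1 lower on day 3 (3 and 1 when adjusted over the list alone) and 1 was higher and 3 lower on day 7 (1 and 2), 5 lower without day 7 replicate 1, while with library size alone 11 were higher on day 3 and 6 on day 7. PECAM1, the CD31 of endothelial cells, had a log2 fold change of 3.76 (standard error 0.73, adjusted p = 7.8e-04) in donor 2 on day 3 and 1.60 (standard error 0.72, adjusted p = 0.071) on day 7. LSEC markers, by contrast, were lower, 6 and 7 of 9 in donor 2 and 11 of 11 on both days in donor 3 (with an estimated correlation, adjusted p = 0.21 and adjusted p = 0.13, then adjusted p = 0.047 and adjusted p = 0.013), FCN2 by log2 fold changes of -3.78 (standard error 0.39, adjusted p = 4.6e-06) and -6.32 (standard error 0.28, adjusted p = 2.0e-10) on day 3. Of 16 Kupffer cell and macrophage markers, 15 were lower on both days in donor 3 (16 on day 7 when adjusted over the list alone; adjusted p = 0.059 and adjusted p = 0.078 with an estimated correlation). In donor 2 9 Kupffer cell and macrophage markers were lower and 2, CD163 and LYZ, higher on day 3, and 6 lower and the same 2 higher on day 7. The 9 became 5 without day 3 replicate 2 or freshly thawed replicate 2, and the 6 became 3 without day 7 replicate 1 and 12 without day 7 replicate 2. CD14 fell by 2.23 (standard error 0.30, adjusted p = 4.5e-05) in donor 2 and by 3.43 (standard error 0.19, adjusted p = 1.4e-09) in donor 3 on day 3.
In all, 12505 of 20876 genes passed the test on day 3 and 12239 on day 7 in donor 2, 6091 higher and 6414 lower on day 3 and 5906 higher and 6333 lower on day 7. In donor 3 11696 and 11861 of 18619 passed, 6053 higher and 5643 lower on day 3 and 6268 higher and 5593 lower on day 7. With library size alone the split was 8942 higher and 3670 lower on day 3 and 9232 higher and 3307 lower on day 7 in donor 2, and 13143 higher and 1504 lower, then 13710 higher and 1385 lower, in donor 3. On day 3, 3694 genes were higher and 3048 lower in both donors, against 1955 and 1549 expected of independent lists. Of the others, 672 that were higher in donor 2 were lower in donor 3, and 428 that were lower in donor 2 were higher in donor 3.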

As these data confirmed that the Liver-Chip meets the major structural characterization and basic functionality requirements stipulated by the IQ MPS guidelines, we then carried out studies to evaluate this human model as a tool for DILI prediction. IQ MPS identified 7 pairs of small-molecule drugs where one drug has been reported to produce DILI in clinical studies and their structural analog was inactive or exhibited a lower activity and did not produce clinical DILI (Table 1). Past work in the MPS field has focused on technically accessible endpoints that can be easily measured but are unfortunately not clinically relevant or translatable (e.g., IC_50_ for reduction in total ATP content)^31,32^. Furthermore, although cytotoxicity measures are fundamental in the assessment of a drug’s potential for hepatotoxicity in vitro^33,34^, gene expression and various phenotypic changes can occur at much lower concentrations^35,36^. As the Liver-Chip enables multiple measures of drug effects and use of multiple measures may provide further sensitivity and add value^37^, we assessed drug toxicities on days 1, 3, and 7 post-drug or vehicle administration by quantifying both inhibition of albumin production as a general measure of hepatocellular functionality and increases in release of alanine aminotransferase (ALT) protein, which is used clinically as a measure of liver damage. We also scored hepatocyte injury using morphological analysis at 1, 3, and 7 days after drug or vehicle exposure, where higher injury scores indicated greater cellular injury.

We tested the 7 toxic drugs across 8 concentrations that bracket the human plasma C_max_ for each drug based on free (non-protein bound) drug concentrations, with the highest concentrations at 300× C_max_ (unless not permitted by solubility limits as was found for levofloxacin) to represent clinically relevant test concentrations for in vitro models^38^ (Supplementary Data 1). The known toxic compounds showed clear concentration- and time-dependent patterns that varied depending on compound. Typically, when albumin production was inhibited, morphological injury scores and ALT levels also increased, but we found that a decrease of albumin production was the most sensitive marker of hepatocyte toxicity in the Liver-Chip, as shown in sample paired comparisons of clozapine and olanzapine, troglitazone and pioglitazone, and trovafloxacin and levofloxacin (Fig. 4, Supplementary Data 8). Importantly, all 7 of the toxic drugs reduced albumin production or resulted in an increase in ALT protein or injury morphology scores at lower multiples of the free human C_max_ compared to each of their non-toxic comparators, a finding that was repeated across 3 donors (Table 2). Furthermore, immunofluorescence microscopic imaging for markers of apoptotic cell death (caspase 3/7) and mitochondrial injury measured by visualizing reduction of tetramethylrhodamine methyl ester (TMRM) accumulation (Fig. 4) provided confirmation of toxicity and, in many cases, provided some insight into the potential mechanism of toxicity. For example, the third-generation anti-infective trovafloxacin is believed to have an inflammatory component to its toxicity, potentially mediated by Kupffer cells, but this is only seen in animal models if an inflammatory stimulant such as lipopolysaccharide (LPS) is co-administered^39^. Interestingly, immunofluorescence microscopic imaging of the Liver-Chip revealed that there was a concentration-dependent increase in caspase 3/7 staining following trovafloxacin treatment (Fig. 4); this supports a potential apoptotic component to its toxicity. Of note, levofloxacin, the lesser toxic structural analog, did not cause cellular apoptosis. The role of an activated immune system is considered to contribute to idiosyncratic DILI where a reactive metabolite forms an adduct that behaves like a hapten to activate the adaptive immune system^40^ or directly activates innate immune cells (e.g., Kupffer cell) to increase inflammatory cytokine production such as TNFα^41^. To assess whether trovafloxacin was able to activate Kupffer cells in the absence of an inflammatory stimulant we measured IL-6 and TNFα in effluent from the bottom channel of Liver-Chips from each of the three donors. The measured levels in vehicle-treated Liver-Chips were low (300–400 pg/mL for IL-6 and 5–25 pg/mL for TNFα), indicative of non-activated cells and comparable to literature values^42^. We were also unable to see any concentration-dependent increase in cytokine production following treatment with either trovafloxacin or levofloxacin.

**Fig. 4:**
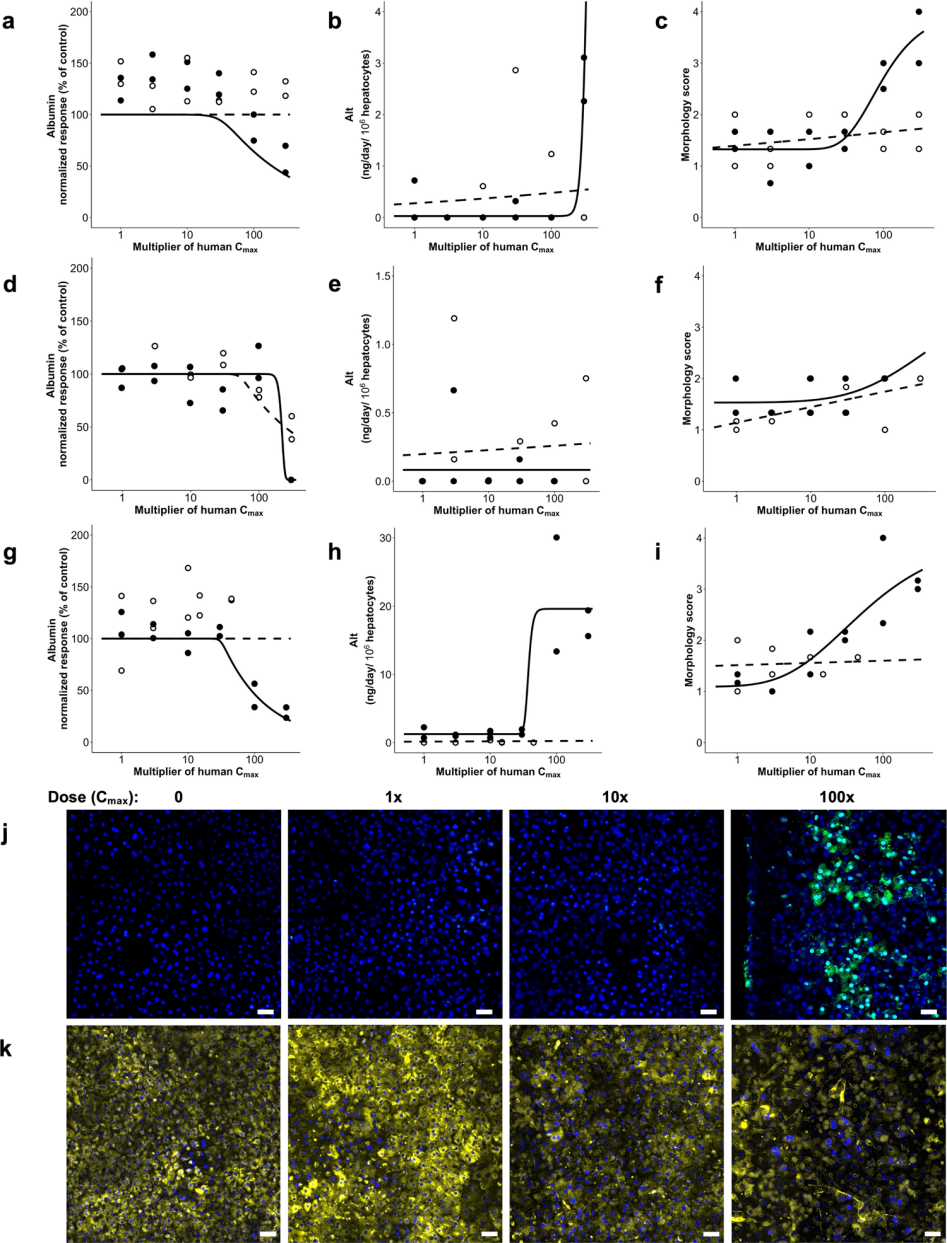
Detection of drug concentration-dependent toxicity and liver injury. Effect of Cloazpine (closed circles) or olanzapine (open circles) on albumin production (**a**), ALT release (**b**), and morphology score (**c**); Effect of troglitazone (closed circles) or pioglitazone (open circles) on albumin production (**d**), ALT release (**e**), and morphology score (**f**); Effect of trovafloxacin (closed circles) or levofloxacin (open circles) on albumin production (**g**), ALT release (**h**) and morphology score (**i**); Immunofluorescence microscopic images showing concentration-dependent increases in caspase 3/7 staining (green;) indicative of apoptosis after treatment with trovafloxacin at 0,1, 10, and 100 (**j**) times the unbound human C_max_ for 7 days; concentration-dependent decrease in TMRM staining (yellow) indicative of mitotoxicity in response to treatment with sitaxsentan at 0,1,10, and 100 (**k**) times the unbound human C_max_ for 7 days. Scale bar represents 50 µm.

**Table 2:** Data for the matched pair analysis proposed by IQ MPS guidelines.

Drug	Albumin IC_50_			ALT			Morphology			IF imaging		
	Donor 1	Donor 2	Donor 3	Donor 1	Donor 2	Donor 3	Donor 1	Donor 2	Donor 3	Donor 1	Donor 2	Donor 3
Clozapine	33	91	67	300	>300	100	100	100	100	Apoptosis	Apoptosis	Apoptosis
Olanzapine	>300	>300	>300	>300	>300	>300	>300	>300	>300	Apoptosis	No findings	No findings
Fialuridine	<0.1	<1	–	>300	>300	–	>300	>300	–	No findings	Steatosis	–
FIRU	>300	>300	–	>300	>300	–	>300	>300	–	No findings	Steatosis	–
Nefazodone	140	–	–	300	–	–	300	–	–	No findings	–	–
Buspirone	282	–	–	> 300	–	–	>300	–	–	Apoptosis	–	–
Sitaxsentan	4.4	164	>100	300	300	100	100	100	100	Mitotoxicity	Mitotoxicity	Mitotoxicity
Ambrisentan	>300	>1000	>300	>300	>1000	>300	>300	>1000	>300	No findings	No findings	No findings
Tolcapone	3	39	–	100	30	–	10	100	–	Mitotoxicity	Mitotoxicity	–
Entacapone	>300	–	–	>300	–	–	>300	–	–	No findings	–	–
Troglitazone	24	122	–	300	300	–	300	300	–	Apoptosis	Apoptosis	–
Pioglitazone	277	>300	–	>300	>300	–	>300	>300	–	Apoptosis	No findings	–
Trovafloxacin	82	78	31	100	100	30	100	100	30	Apoptosis	Apoptosis	Apoptosis
Levofloxacin	>15	>45	>45	>15	>45	>45	>15	>45	>45	No findings	No findings	No findings

Data from donors one, two, and three are presented in terms of multiples of the unbound human C_max_ for each drug, to ease comparison within each pair. Included is the concentration causing a 50% reduction in albumin production, or the lowest concentration causing an increase in ALT protein or cellular morphology score. The dash indicates that the drug was not tested in donor 2 or 3. Apoptosis was defined as a concentration-dependent increase in caspase 3/7 staining, mitotoxicity was defined as a concentration-dependent reduction in TMRM staining and steatosis reflects an increase in Adipored staining. Representative images are contained in Supplementary Fig. 3.

Together, these data support the Liver-Chip’s value as a predictor of drug-induced toxicity in the human liver and demonstrate that this experimental system meets the basic IQ MPS criteria for preclinical model functionality. However, in addition to the seven matched pairs, the IQ MPS guidelines require that an effective human MPS DILI model can predict liver responses to six additional small-molecule drugs associated with clinical DILI. We only analyzed the effects of five of these drugs (diclofenac, asunaprevir, telithromycin, zileuton, and lomitapide) because the reported mechanism of toxicity of one of them (pemoline) is immune-mediated hypersensitivity^43^, and this would potentially require a more complex configuration of the Liver-Chip containing additional immune cells. We also were unable to obtain one of the suggested drugs, mipomersen, from any commercial vendor; however, we tested lomitapide as an alternate, as both produce steatosis by altering triglyceride export, and lomitapide is known to induce elevated ALT levels^44^.

Results obtained with these drugs are presented in Table 3, with toxicity values indicating the lowest concentration at which toxicity was detected. Lomitapide was highly toxic when tested over all included concentrations down to 0.1× human plasma C_max_, with all Liver-Chips showing signs of toxicity following five days of dosing. While telithromycin displayed a decrease in albumin along with a concomitant increase in ALT and morphological injury score, diclofenac and asunaprevir induced concentration and time-dependent changes in albumin and injury scores, but no elevation of ALT was seen with these drugs. Hepatotoxicity was also confirmed with immunofluorescence microscopy, which revealed apoptosis-mediated cell death following exposure to diclofenac, asunaprevir, or telithromycin. However, the Liver-Chip was unable to detect hepatotoxicity caused by zileuton, a treatment intended for asthma. The exact mechanism of toxicity of zileuton is unknown, but it likely involves production of intermediate reactive metabolites due to oxidative metabolism by the cytochrome P450 isoenzymes 1A2, 2C9, and 3A4^45^. Although zileuton is >93% plasma protein bound^46^, we do not believe this was responsible for the lack of toxicological effect, as we were able to detect toxicities induced by other highly protein-bound drugs in the test set.

**Table 3:** Results obtained with the expanded drug list.

Drug	Albumin IC_50_		ALT		Morphology		IF imaging	
	Donor 1	Donor 2	Donor 1	Donor 2	Donor 1	Donor 2	Donor 1	Donor 2
Asunaprevir	190	-	> 1000	-	1000	-	Apoptosis	-
Benoxaprofen	8	20	> 100	100	< 0.1	100	Apoptosis	Apoptosis
Beta-Estradiol	>300	-	> 300	-	> 300	-	No findings	-
Chlorpheniramine	> 300	-	> 300	-	> 300	-	No findings	-
Diclofenac	384	-	> 1000	-	1000	-	Apoptosis	-
Labetalol	26	40	> 100	100	> 100	100	Apoptosis	Apoptosis
Lomitapide	4	-	> 1000	-	< 0.1	-	No findings	-
Simvastatin	< 0.1	< 10	> 300	> 300	> 300	> 300	No findings	Apoptosis
Stavudine	> 60	132	300	> 300	300	300	No findings	Mitotoxicity
Tacrine	76	> 25	> 300	> 1000	> 300	> 1000	Apoptosis	Apoptosis
Telithromycin	13	-	30	-	100	-	Apoptosis	-
Ximelagatran	32	> 300	30	> 300	100	300	No findings	No findings
Zileuton	> 100	210	> 100	> 300	> 100	> 300	No findings	No findings

Data are presented as the lowest unbound human C_max_ multiplier causing a 50% reduction in albumin production, or the lowest concentration causing an increase in ALT release or morphology score. The dash indicates that the drug was not tested in donor 2. Apoptosis was defined as a concentration-dependent increase in caspase 3/7 staining and mitotoxicity was defined as a concentration-dependent reduction in TMRM staining. Representative images are contained in Supplementary Fig. 3.

### Improved sensitivity for DILI prediction compared to spheroids and animal models

After fulfilling the major criteria of the IQ MPS affiliate guidelines, we considered the Liver-Chip to be qualified as a suitable tool to predict DILI during preclinical drug development. However, we wished to also quantify the performance of the Liver-Chip in the predictive toxicology context. To do so, we expanded the drug test to include eight additional drugs (benoxaprofen, beta-estradiol, chlorpheniramine, labetalol, simvastatin, stavudine, tacrine, and ximelagatran) that were found to induce liver toxicity clinically, despite having gone through standard preclinical toxicology packages involving animal models prior to first-in-human administration. Importantly, the toxicities of these 8 drugs have been shown to be poorly predicted by hepatic spheroids^31,32^.

We proceeded to quantify any observed toxicity across the combined and blinded 27-drug set as a margin of safety (MOS)-like figure by taking the ratio of the minimum toxic concentration observed to the clinical C_max_. We obtained the minimum toxic concentration by taking the lowest concentration identified by each of the primary endpoints—i.e., IC_50_ values for the decrease in albumin production, the lowest concentration at which we observed an increase in ALT protein, and the lowest concentration at which we observed injury via morphology scoring (Table 4). Minimum toxic concentrations generally corresponded to day seven values, although day three values were occasionally lower. We then compared the MOS-like figures against a threshold value of 50 to categorize each compound as toxic or non-toxic, as previously reported for 3D hepatic spheroids, which used a similar threshold^31^. Analyzed in this manner, we found that, in addition to the drugs assessed as part of the IQ MPS-related analysis, the Liver-Chip correctly determined labetalol and benoxaprofen to be hepatotoxic, a response that was consistent across donors one and two and was indicated primarily by a reduction in albumin production. However, we found that simvastatin and ximelagatran were only toxic in one of the donors tested, again showing the importance of including multiple donors during the risk assessment process. Overall, the Liver-Chip correctly predicted toxicity in 12 out of 15 toxic drugs that were tested using two donors, yielding a sensitivity of 80% on this drug set. This was almost double the sensitivity of 3D hepatic spheroids for the same drug set (42%) based on previously published data^31,47,48^, a preclinical model that is currently widely used in pharma and was only able to correctly identify 8 out of the 19 toxic drugs in the set (Table 5). Importantly, the Liver-Chip also did not falsely mark any drugs as toxic (specificity of 100%), whereas the 3D hepatic spheroids did (only 67% specificity)^31^; such false positives can greatly limit the usefulness of a predictive screening technology because of the profound consequences of erroneously failing safe and effective compounds. Interestingly, the three drugs not detected by Liver-Chip—levofloxacin, stavudine, and tacrine—were not detected as toxic drugs in spheroids either, suggesting that the Liver-Chip may subsume the sensitivity of spheroids and that their toxicities could involve other cells or tissues not present in these models. It is important to note that each of the toxic drugs tested was historically evaluated using animal models, and in each case the considerations and thresholds were deemed relevant for that drug to have an acceptable therapeutic window and thus progress into clinical trials. The ability of the Liver-Chip to flag 80% of these drugs for their DILI risk at their clinical concentrations represents a remarkable improvement in model sensitivity that could drive better decision making in preclinical development.

**Table 4:** Calculation of margin of safety (MOS)-like figures.

Drug	Chip MOS donor 1	Chip MOS donor 2	Chip MOS both donors	Spheroid MOS
Ambrisentan	>3	>10	>10	>127
Asunaprevir	4	–	–	–
Benoxaprofen	0.001	0.3	0.001	>0.7
Beta-Estradiol	>5	–	–	22,500
Buspirone	>15	–	–	16,300
Chlorpheniramine	>200	–	–	2141
Clozapine	1.8	5	1.8	14.5
Diclofenac	1.8	–	–	6.1
Entacapone	>6	–	–	46.5
Fialuridine	0.1	2.8	0.1	12.3
FIRU	>108	>108	>108	–
Labetalol	26	22	22	0.41
Levofloxacin	>11.3	>33.7	>33.7	>20
Lomitapide	0	–	–	–
Nefazodone	1.4	–	–	6.8
Olanzapine	>20	>2	>20	–
Pioglitazone	2.8	> 2.8	2.8	> 5.3
Simvastatin	17	45	17	460
Sitaxsentan	0.04	1.6	0.04	8.7
Stavudine	247	107	107	>144
Tacrine	>12	>12	>12	696
Telithromycin	6	–	–	–
Tolcapone	0.004	0.05	0.004	0.3
Troglitazone	0.03	0.1	0.03	2.3
Trovafloxacin	20	19	19	>24.9
Ximelagatran	30	300	30	335
Zileuton	>7	15	15	>7.7

The analysis was carried out using the free IC_50_ concentration of the drug tested in the assay divided by the total concentration of drug in human plasma at C_max_^31^.

**Table 5:** Sensitivity and specificity determination.

Model	True positive	True negative	False positive	False negative	Sensitivity (%)	Specificity (%)
Chip donor 1	16	5	0	6	73 [51.4–86.8%]	100
Chip donor 2	9	3	0	6	60 [35.3–80.3%]	100
Chip both donors	12	3	0	3	80 [54.2–92.8%]	100
Spheroid	8	2	1	11	42 [22.9–64.0%]	67

Predictive performance for chips and spheroids as determined by published analysis^31^, which does not account for protein binding, and setting the threshold on the MOS-like values at 50 for both chips and spheroids (a value above 50 would indicate a drug as negative for toxicity).

We examined each of the toxic drugs that were missed by the Liver-Chips to identify opportunities for future improvement. Using the threshold of 50 for determining toxicity, which we chose to compare our results to those from a past hepatic spheroid study, led to stavudine being classified as a false negative. Tacrine is a reversible acetylcholinesterase inhibitor that undergoes glutathione conjugation by the phase II metabolizing enzyme glutathione S-transferase in liver. Polymorphisms in this enzyme can impact the amount of oxidative DNA damage, and the M1 and T1 genetic polymorphisms are associated with greater hepatotoxicity^49^. It is not known if either of the two hepatocyte donors used in this investigation have these polymorphisms, but the Liver-Chip was able to detect increased caspase 3/7 staining—indicative of apoptosis at the highest tested concentrations—although these changes were not associated with any release of ALT or decline in albumin. Levofloxacin, a fluoroquinolone antibiotic, was proposed by the IQ MPS affiliate as a lesser hepatotoxin compared to its structural analog trovafloxacin, but it is classified as high clinical DILI concern in Garside’s DILI severity category labeling^50^. Indeed, there are documented reports of hepatotoxicity with levofloxacin, but these occurred in individuals aged 65 years and above^51^, and a post-market surveillance report documented the incidence of DILI to be less than 1 in a million people^52^. It is therefore reasonable to assume that the negative findings in both the Liver-Chip and spheroids may correctly represent clinical outcome.

### Accuracy improved by accounting for drug-protein binding

When calculating the MOS-like values in the preceding section, we followed the published methods used for evaluating 3D hepatic spheroids^31^, but these do not consider protein binding. Because the fundamental principles of drug action dictate that free (unbound) drug concentrations drive drug effects, we explored an alternative methodology for calculating the MOS-like values by accounting for protein binding using a previously reported approach^36^. Accordingly, we reanalyzed the findings for the 27 drugs in our study by accounting for protein binding. We compared the free fraction of drug concentration dosed in the Liver-Chip employing a medium containing 2% fetal bovine serum to the free fraction of the plasma C_max_. By reanalyzing the Liver-Chip results using this approach and setting the threshold value to 375 (which we selected to maximize sensitivity while avoiding false positives), we obtained improved chip performance: a true positive rate (sensitivity) of 77 and 73% in donors one and two, respectively, and a true negative rate (specificity) of 100% in both donors (Table 6). Importantly, the sensitivity increased to 87% when including the 18 drugs tested in both donors, and this enabled detection of stavudine’s toxicity. Applying the same analysis to spheroids and similarly selecting a threshold to maximize sensitivity while maintaining 100% specificity yielded a sensitivity of only 47%. Remarkably, the Spearman correlation between the two-donor Liver-Chip assay and the Garside DILI severity scale yielded a value of 0.78 when using the protein-binding-corrected analysis, whereas it was only 0.43 when using the lower threshold. Thus, the protein-binding-corrected approach not only produces higher sensitivity but also rank-orders the relative toxicity of drugs in a manner that corresponds better with the DILI severity observed in the clinic. This observation supports the validity of this analysis approach and its superiority over the uncorrected version. In short, these results provide further confidence that the Liver-Chip is a highly predictive DILI model and is superior in this capacity to other currently used approaches.

**Table 6:** Sensitivity and specificity determination.

Model	True positive	True negative	False positive	False negative	Sensitivity (%)	Specificity (%)
Chip donor 1	17	5	0	5	77 [56.1–89.8%]	100
Chip donor 2	11	3	0	4	73 [47.5–89.0%]	100
Chip both donors	13	3	0	2	87 [61.5–96.0%]	100
Spheroid	9	3	0	10	47 [27.0–68.5%]	100

Predictive performance as determined by considering free (unbound) drug concentrations and setting the threshold on the MOS-like values at 375 for chips and at 2250 for spheroids. 95% confidence intervals are shown for the sensitivity values.

### The economic value of more predictive toxicity models in preclinical decision making

In addition to increasing patient safety, better prediction of candidate drug toxicity can improve the economics of drug development by reducing clinical trial attrition and increasing pharma research and development (R&D) productivity. We sought to quantify the potential economic impact of the Liver-Chip resulting from its enhanced predictive validity by constructing an economic value model of drug development that captures decision quality during preclinical development (Fig. 2). We describe the structure of this model in the Methods section and provide an interactive form of the full model in the Supplementary Materials (Supplementary Data 2).

To estimate the economic impact of incorporating the Liver-Chip into preclinical research, we observed that DILI currently accounts for 13% of clinical trial failures that are due to safety concerns^24^. The present study revealed that the Liver-Chip, when used with two donors and analyzed with consideration for protein binding, provides a sensitivity of 87% when applied to compounds that evaded traditional safety workflows. Combining these figures suggests that adding the human Liver-Chip to existing workflows to test for DILI risk could lead to 11.3% fewer toxic drugs entering clinical trials. We modeled this improvement by correspondingly lowering the model’s false negative rate (FNR) parameter that describes the toxicology testing that occurs between preclinical testing and Phase I clinical trials. We then computed the net present value (NPV) of the new simulated portfolio and compared it to the NPV of the base case to capture the increase in R&D productivity. Improvements in NPV result from an increase in the number of approved drugs, which is partially offset by the added cost of Organ-Chips experiments as well as higher clinical trial costs resulting from candidates progressing further in their clinical testing. This computation resulted in a predicted NPV uplift of 2.8% (1.9–3.1%, CI 95%) due to the incorporation of the Liver-Chip in DILI prediction (Supplementary Table 2 lists results for a broad range of FNR values).

We next estimated the potential impact of this value uplift on the broader small-molecule drug-development industry by applying it to the global Pharma investment in R&D. In 2021, global R&D investment was approximately $196 m per year^53^ of which around 56%^54^ was related to small-molecule drugs. With these assumptions, the model predicts that utilizing the Liver-Chip across all small-molecule drug-development programs for DILI prediction could generate the industry around $3 billion annually due to increased R&D productivity ($2.1B - $3.4B, CI 95%). Since the economic model relies on historical attrition rates and costs, we assessed the robustness of the above predictions with respect to the model’s inputs by performing a mathematical sensitivity analysis. This analysis revealed that model outputs vary in a near-linear fashion across reasonable input parameter sets, which in turn causes the model’s predictions to stay qualitatively consistent across a wide range of parameter choices. The details of this analysis and its results are included in the model (Supplementary Data 2).

The economic model also permits us to estimate the financial impact of Organ-Chip technology as the predictive validity of additional toxicology models is evaluated similarly to our work here on the Liver-Chip. We were particularly interested in the potential impact of four additional Organ-Chips that address the remaining top causes of safety failures—cardiovascular, neurological, immunological, and gastrointestinal toxicities, which together with DILI account for 80% of trial failures due to safety concerns^24^. If we assume similar sensitivity for these four additional models as we found for the Liver-Chip (87%), the model estimates that Organ-Chip technology could generate the industry over $24 billion annually through increased R&D productivity. These figures present a compelling economic incentive for the adoption of Organ-Chip technology alongside considerations of patient safety and the ethical concerns of animal testing.

## Discussion

Numerous authors have argued that Organ-Chip technology has the potential to substantially improve drug discovery and development^55^, but although many major pharmaceutical companies have already invested in the technology, routine utilization is limited^56^. This may be due to several factors, including the absence of end-to-end investigations showing that Organ-Chips replicate human biological responses in a robust and repeatable manner; demonstrations that Organ-Chip performance exceeds that of existing preclinical models across a suitably broad set of compounds; and illustrations of ways to implement the technology within routine preclinical workflows. Furthermore, the broader stakeholder group—especially budget holders—need assurance that there will be an attractive return on investment and an increase in R&D productivity that may mitigate the pharmaceutical industry’s widely documented productivity crisis^57–59^. This study aims to address these four concerns.

We particularly report here on the systematic evaluation of the validity of Organ-Chips for DILI prediction against criteria designed by a third party of experts. To our knowledge, no MPS has been evaluated against 27 small-molecule drugs in a single study involving three different human donors and hundreds of chips, making this study the largest reported evaluation of Organ-Chip performance. In this evaluation, the Liver-Chip has demonstrated that it can correctly distinguish toxic drugs from their non-toxic structural analogs, and, across a blinded set of 27 small molecules, it displayed a true positive rate of 87%, a specificity of 100%, and a Spearman correlation of 0.78 against the Garside DILI severity scale when two donors are used, and data are corrected for protein binding. Importantly, these data were independently verified by two external toxicologists. Said differently, the Liver-Chip detected nearly 7 out of every 8 drugs that proved hepatoxic in clinical use despite having been deemed to have an appropriate therapeutic window by animal models; the Liver-Chip similarly detected 2 out of 4 such drugs that were additionally missed by 3D hepatic spheroids. We therefore believe that these findings advocate the routine use of the human Liver-Chip in drug discovery programs to enhance the probability of clinical success while improving patient safety. This would be achieved by more accurately categorizing risk associated with a candidate drug to provide valuable data to support a ‘weight-of-evidence’ argument both for entry into the clinic as well as for starting dose in Phase I. Such added evidence could potentially remove any safety factor applied because of a liver finding in an animal model^60,61^. In turn, this would reduce overall cost and time in the preclinical development process.

A unique feature of this work is the demonstration of the throughput capability of Organ-Chip technology using automated culture instruments, as a total of 870 chips were created and analyzed. In terms of establishing effective workflows, scientists were placed into three teams: the first team prepared the drug solutions and supplied them in a blinded manner to the second team. The second team seeded, maintained, and dosed the Liver-Chips while carrying out various morphological, biochemical, and genetic analyses at the end of the experiment. The third team collected the effluents and performed real-time analyses of albumin and ALT as well as terminal immunofluorescence imaging using an automated confocal microscope (Opera Phenix; Perkin Elmer). In this manner, we were able to analyze and report the hepatotoxic effects of 27 drugs in 870 Liver-Chips that used cells from three human donors in a period of 20 weeks.

Based on this experience, we believe that the Liver-Chip could be employed in the drug-development pipeline during the lead optimization phase where projects have identified three-to-five chemical compounds that have the potential to become the candidate drug (Fig. 5). If data emerge showing that a chemical compound produces a toxic signal in the Liver-Chip, this will indicate to toxicologists that there is a high (~87%) probability that the compound would similarly cause toxicity in humans. This, in turn, would enable scientists to deprioritize these compounds from early in vivo toxicology studies (such as the maximum tolerated dose/dose-range finding study) and, consequently, reduce animal usage and advance the “fail early, fail fast” strategy. Importantly, the absence of false positives strengthens the argument that the Liver-Chips should also be adopted within the early discovery phase, as stopping drug candidates that are falsely determined to be toxic by less-robust preclinical models could result in good therapeutics never reaching patients.

**Fig. 5:**
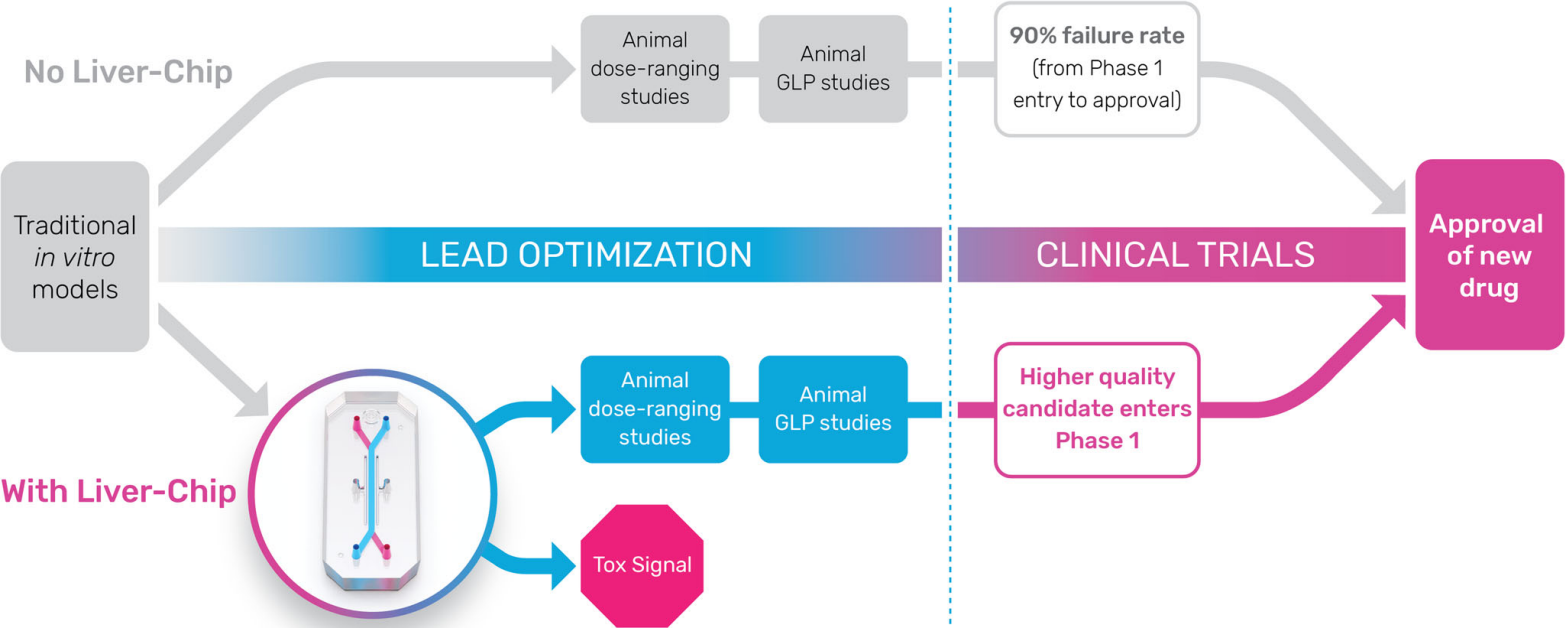
Proposed positioning of the Liver-Chip within a typical pharma preclinical workflow. Typically, pharma utilizes a series of in vitro tests to guide chemical optimization ahead of animal testing. Promising drug candidates then progress to dose-range finding studies ahead of the required studies to enable regulatory approval to enter clinical trial. With the data presented in this investigation, Liver-Chip would be best placed in between the in vitro tests and dose-range finding animal studies. A drug candidate that did not show toxicity in the Liver-Chip, would increase confidence of the scientist that it can pass through animal testing without a liver toxicity flag and proceed into the clinic with a lower likelihood of clinical hepatic signals. A drug candidate that did show toxicity in the Liver-Chip would encourage scientists to stop and think about the relevance of the toxicity to the therapeutic indication and whether there was a potential margin between this finding and the exposure required for clinical efficacy. This would continue to increase the confidence that candidate drugs are entering the phase I clinical trial process with a greater likelihood of approval and may also reduce animal usage by not conducting dose-range finding or regulatory studies.

Despite these positive findings, it should be acknowledged that the current chip material (PDMS) used in the construction of the Liver-Chip may be problematic for a subset of small molecules that are prone to non-specific binding. Although this study demonstrates that the material binding issue does not in practice greatly reduce the predictive value of the Liver-Chip DILI model, work is currently underway to develop chips using materials that have a lower binding potential. Until such a chip is available, we recommend users assess potential PDMS binding using an acellular chip and measuring drug in the effluent channel using LC/MS to enable adjustment of workflow if required. It should also be recognized that many pharmaceutical companies have diversified portfolios, with only 40–50% now being small molecules. Consequently, further investigation of the Liver-Chip performance against large molecules and biologic therapies should be carried out. Integration of resident and circulating immune cells should add even greater predictive capability.

Finally, predictive models that demonstrate concordance with clinical outcomes should provide scientists and corporate leadership with greater confidence in decision making at major investment milestones. Our economic analysis revealed that supplementing existing preclinical models with human Liver-Chips for the prediction of small-molecule DILI could lead to a substantial economic impact, with broad adoption of the technology having the potential to generate an estimated $3 billion annually across the industry due to improved R&D productivity. Moreover, the analysis illustrates that the productivity gain could potentially extend to an estimated $24 billion annually if four additional Organ-Chip models are used to address the most common toxicities that result in drug attrition, and the additional Organ-Chips demonstrate a similar level of performance to the Liver-Chip. Taken together, these results suggest that Organ-Chip technology has tremendous potential to benefit drug development, improve patient safety, and enhance pharmaceutical industry productivity and capital efficiency. This work also provides a starting point for other groups that hope to validate their MPS models for integration into commercial drug pipelines

## Supplementary information

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary information

Peer Review File

Description of Additional Supplementary Files

Reporting Summary

## Data Availability

The source data needed to reproduce the plots in Figs. 1 and 2 can be found in Supplementary Data 8 and Supplementary Data 3, 4, and 7, respectively. The calculated statistics presented in Fig. 2 can be found in Supplementary Data 5 and 6. The RNA-sequencing data have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GEO) under accession number GSE207339. In Supplementary Data 2, we provide additional information about: (i) Analytic derivation of base case, (ii) Attrition parameter details, (iii) Pipeline and financial model, (iv) DILI and tox sensitivity analyses, (v) NPV to annualized financial value, (vi) References, (vii) Supplemental details on the method, (viii) Source for Supplemental results figure, and (ix) Discussion of broad potential of improved predictive toxicology. Finally, a summary of each drug used in each cycle of the study is reflected in Supplementary Data 1.

# Supplementary material for: Performance assessment and economic analysis of a human Liver-Chip for predictive toxicology
**Source:** Commun Med (Lond). 2022 Dec 6;2:154. doi: 10.1038/s43856-022-00209-1
**Supplement:** Supplementary file 9 — Supplementary information

# Supplementary Information

Lorna Ewart<sup>1\*</sup>, Athanasia Apostolou<sup>1</sup>, Skyler A. Briggs<sup>1</sup>, Christopher V. Carman<sup>1</sup>, Jake T. Chaff<sup>1</sup>, Anthony R. Heng<sup>1</sup>, Sushma Jadalannagari<sup>1</sup>, Jeshina Janardhanan<sup>1</sup>, Kyung-Jin Jang<sup>1</sup>, Sannidhi R. Joshipura<sup>1</sup>, Mahika M. Kadam<sup>1</sup>, Marianne Kanellias<sup>1</sup>, Ville J. Kujala<sup>1</sup>, Gauri Kulkarni<sup>1</sup>, Christopher Y. Le<sup>1</sup>, Carolina Lucchesi<sup>1</sup>, Dimitris V. Manatakis<sup>1</sup>, Kairav K. Maniar<sup>1</sup>, Meaghan E. Quinn<sup>1</sup>, Joseph S. Ravan<sup>1</sup>, Ann Catherine Rizos<sup>1</sup>, John F.K. Sauld<sup>1</sup>, Josiah D. Sliz<sup>1</sup>, William Tien-Street<sup>1</sup>, Dennis Ramos Trinidad<sup>1</sup>, James Velez<sup>1</sup>, Max Wendell<sup>1</sup>, Onyi Irrechukwu<sup>2</sup>, Prathap Kumar Mahalingaiah<sup>3</sup>, Donald E. Ingber<sup>4,5,6</sup>, Jack W. Scannell<sup>7</sup>, Daniel Levner<sup>1</sup>

<sup>2</sup>Janssen Pharmaceuticals, Spring House, Philadelphia, PA, United States

<sup>3</sup>Investigative Toxicology and Pathology, Abbvie, North Chicago, IL, United States

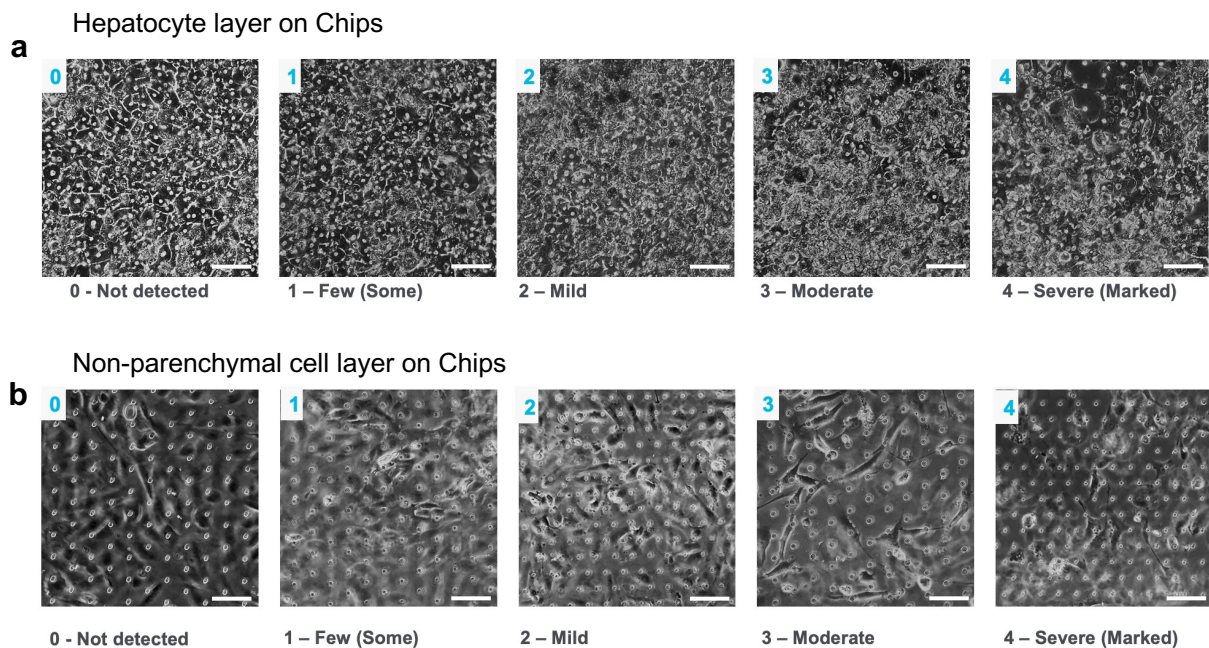

**Supplementary Figure 1. (a)** Representative brightfield images to depict the cellular morphology score in the top channel of the Liver-Chip which contains hepatocytes. A score of 0 represents no hepatotoxicity detected, which is defined by 95-100% healthy hepatocyte morphology, hexagonal shape containing binucleated cells, clear cell cytoplasm, distinctive cell junctions and less than 5% dead cells. A score of 1 represents at least 85% healthy hepatocyte morphology, a hexagonal shape containing binucleated cells, clear cell cytoplasm, distinctive cell junctions but < 15% are dead cells. A score of 2 represents mild hepatotoxicity with > 70% monolayer of hepatocytes visible, evidence that cells have begun to lose their distinct cell junctions, many cells contain a granulated cytoplasm but < 30% are dead cells. A score of 3 represents moderate hepatotoxicity with severe granulation of cytoplasm and most of the cells have lost their junctions. Approximately 50% of the cells are considered dead. A score of 4 represents severe hepatotoxicity with agglomeration of cell debris and > 50% of the cells are considered dead. The pores on the membrane become visible as there is no longer a cellular monolayer. **(b)** Representative brightfield images to depict the cellular morphology score in the bottom channel of the Liver-Chip which contains non-parenchymal cells. A score of 0 represents no cytotoxicity detected, with an intact monolayer and <1% of the cells are dead. A score of 1 represents at least 90% of the monolayer is present and there are <10% dead cells. A score of 2 represents mild cytotoxicity with > 80% of the monolayer present and < 20% are dead cells. A score of 3 represents moderate cytotoxicity with > 50% of the monolayer present and < 50% are dead cells. A score of 4 represents severe cytotoxicity with > 50% of the cells are considered dead. (bar, 50  $\mu$ m).

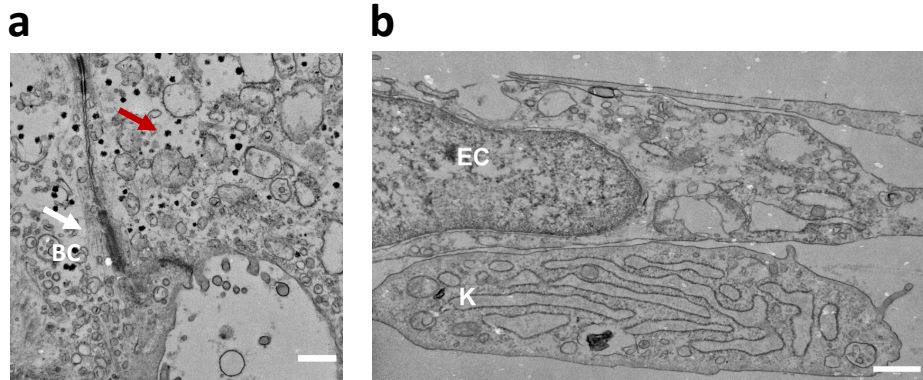

**Supplementary Figure 2.** Representative transmission electron microscopy images showing a well-formed bile canaliculus (bc) between neighboring hepatocytes (**a**) and cell-cell contact formation between a Kupffer (K) cell and liver sinusoidal endothelial cell (**b**) (bar, 0.5  $\mu\text{m}$ ).

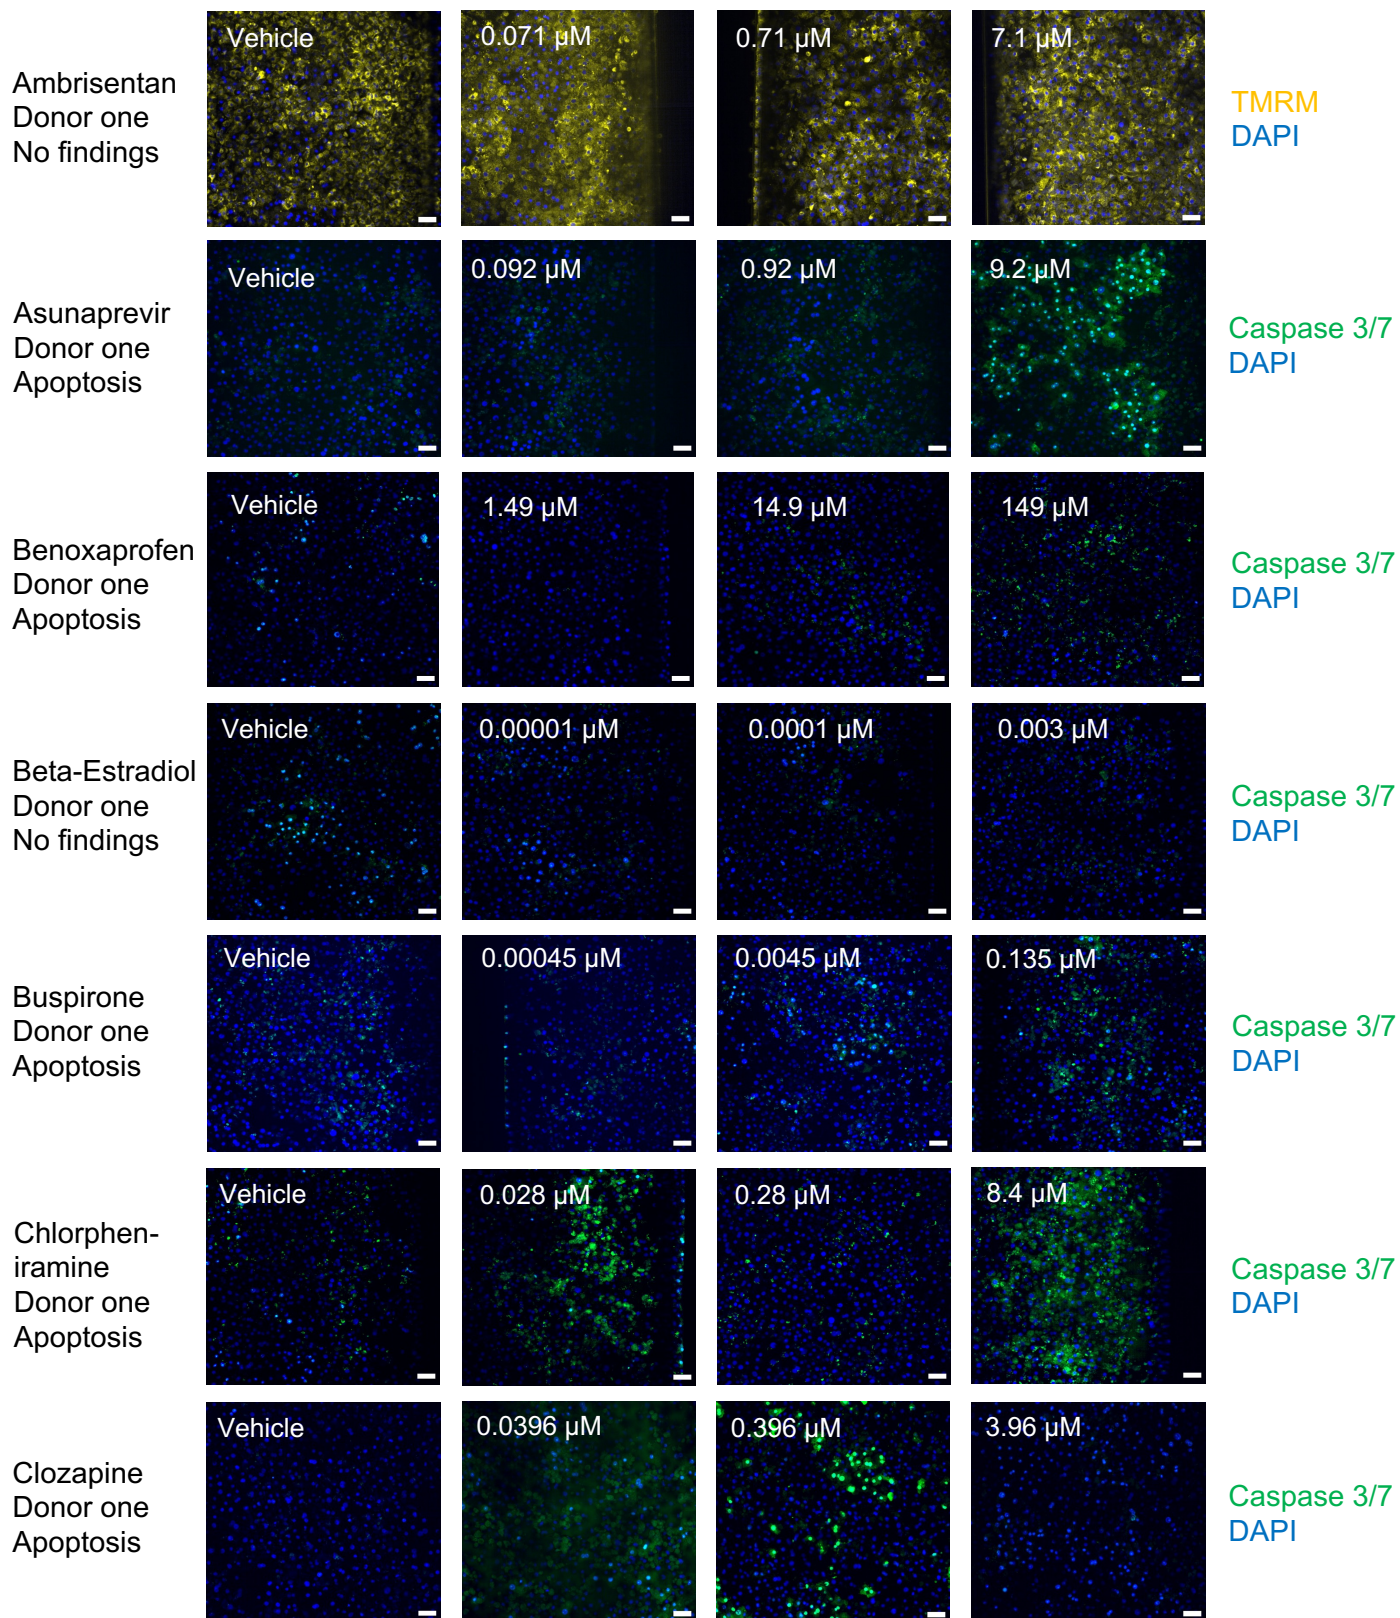

**Supplementary Figure 3.** Representative immunofluorescent images from day 7 post-vehicle or drug administration of the hepatocyte cell layer in the top channel of the chip. Each drug is shown with its free drug concentration and corresponding vehicle image that was used for thresholding across each donor the drug was tested in. The data support the immunofluorescent findings statement in **Tables 2 and 3**. (bar, 50  $\mu\text{m}$ ).

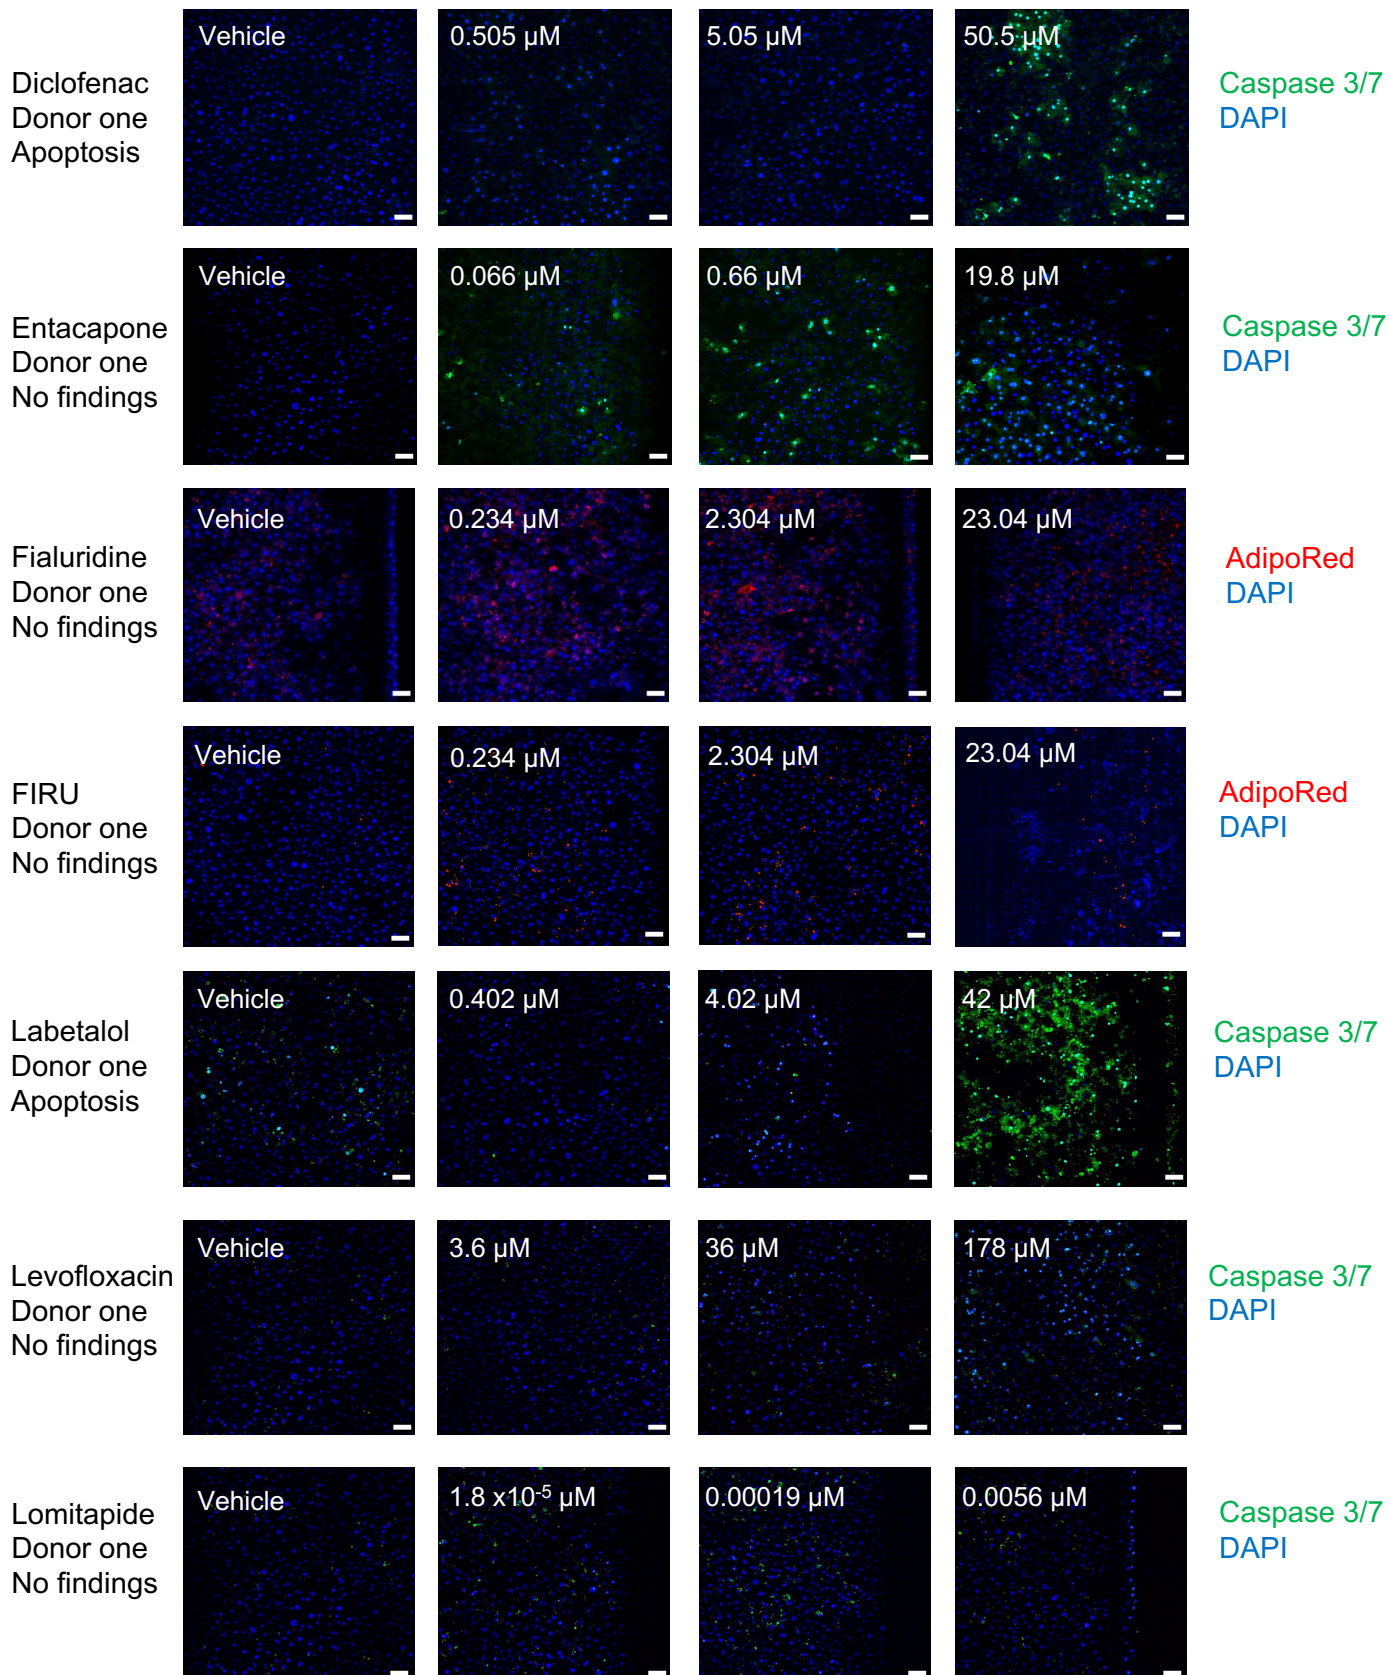

**Supplementary Figure 3**

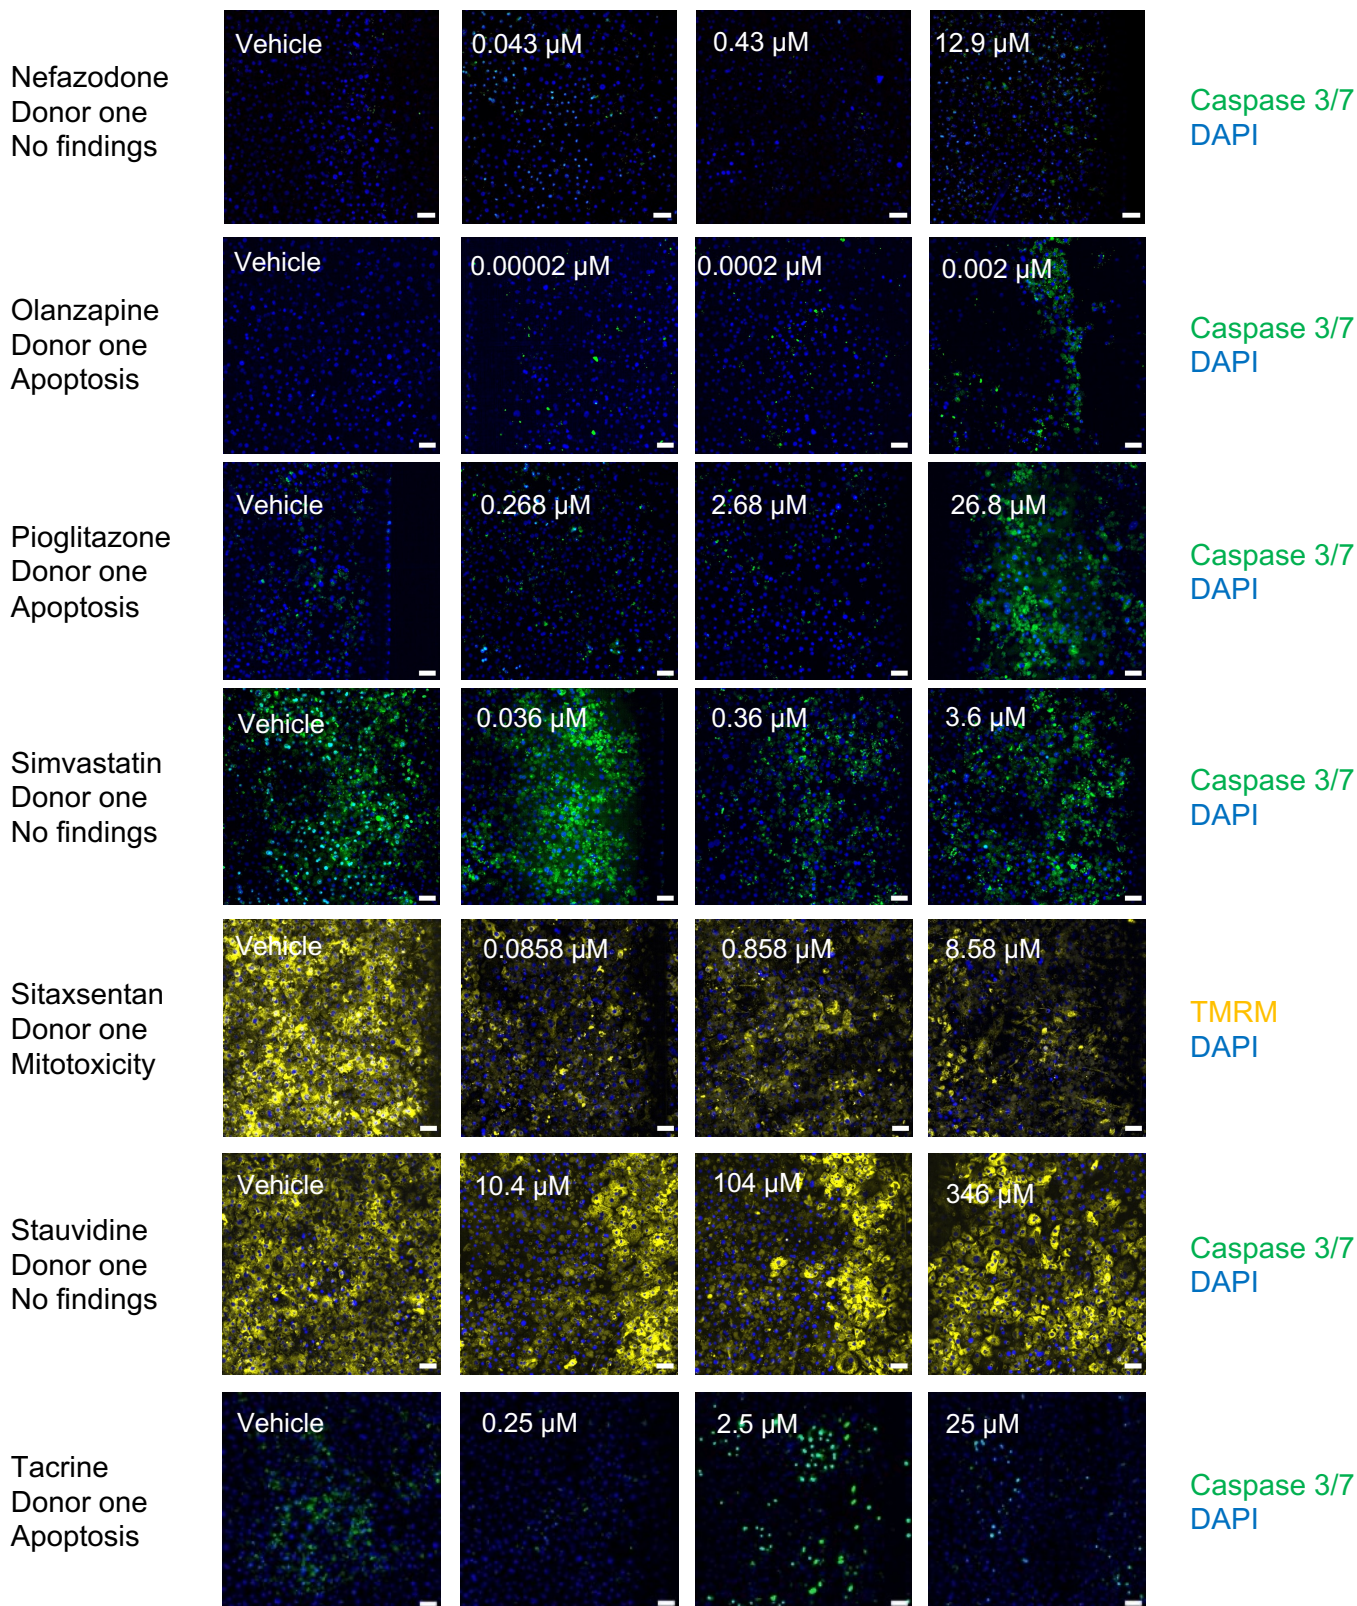

**Supplementary Figure 3**

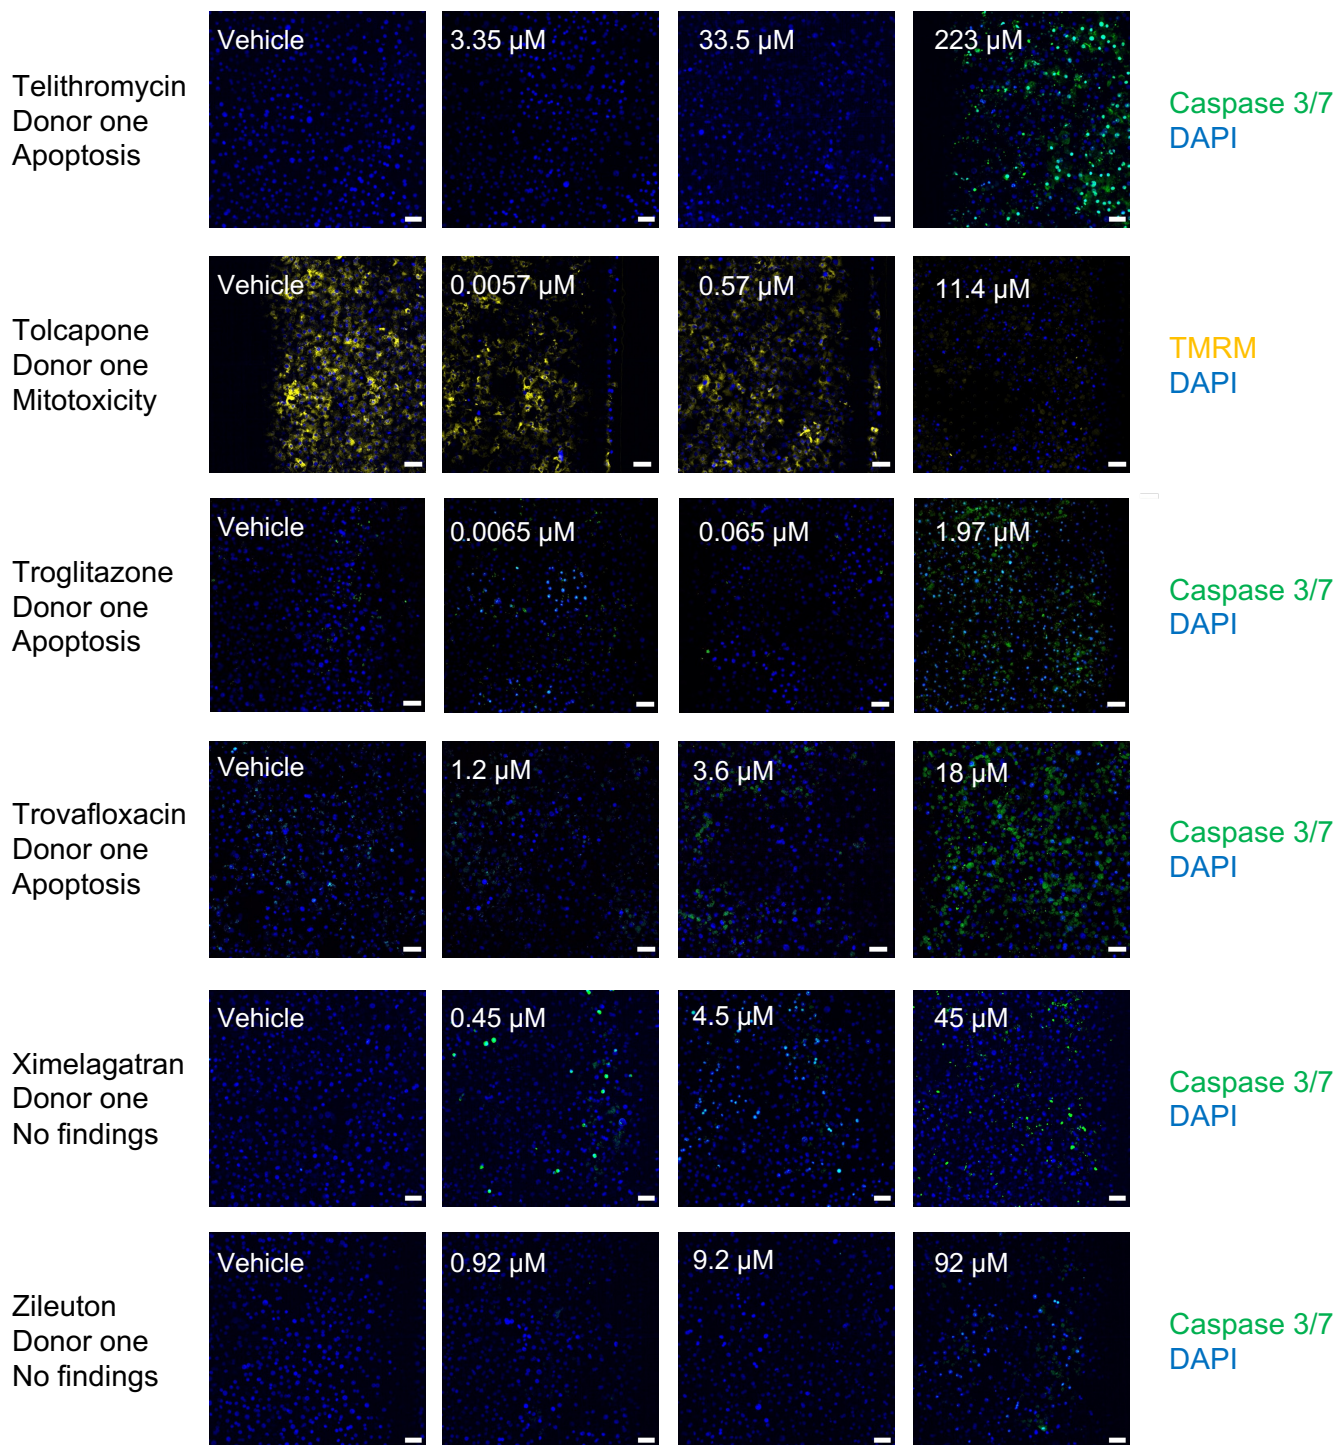

**Supplementary Figure 3**

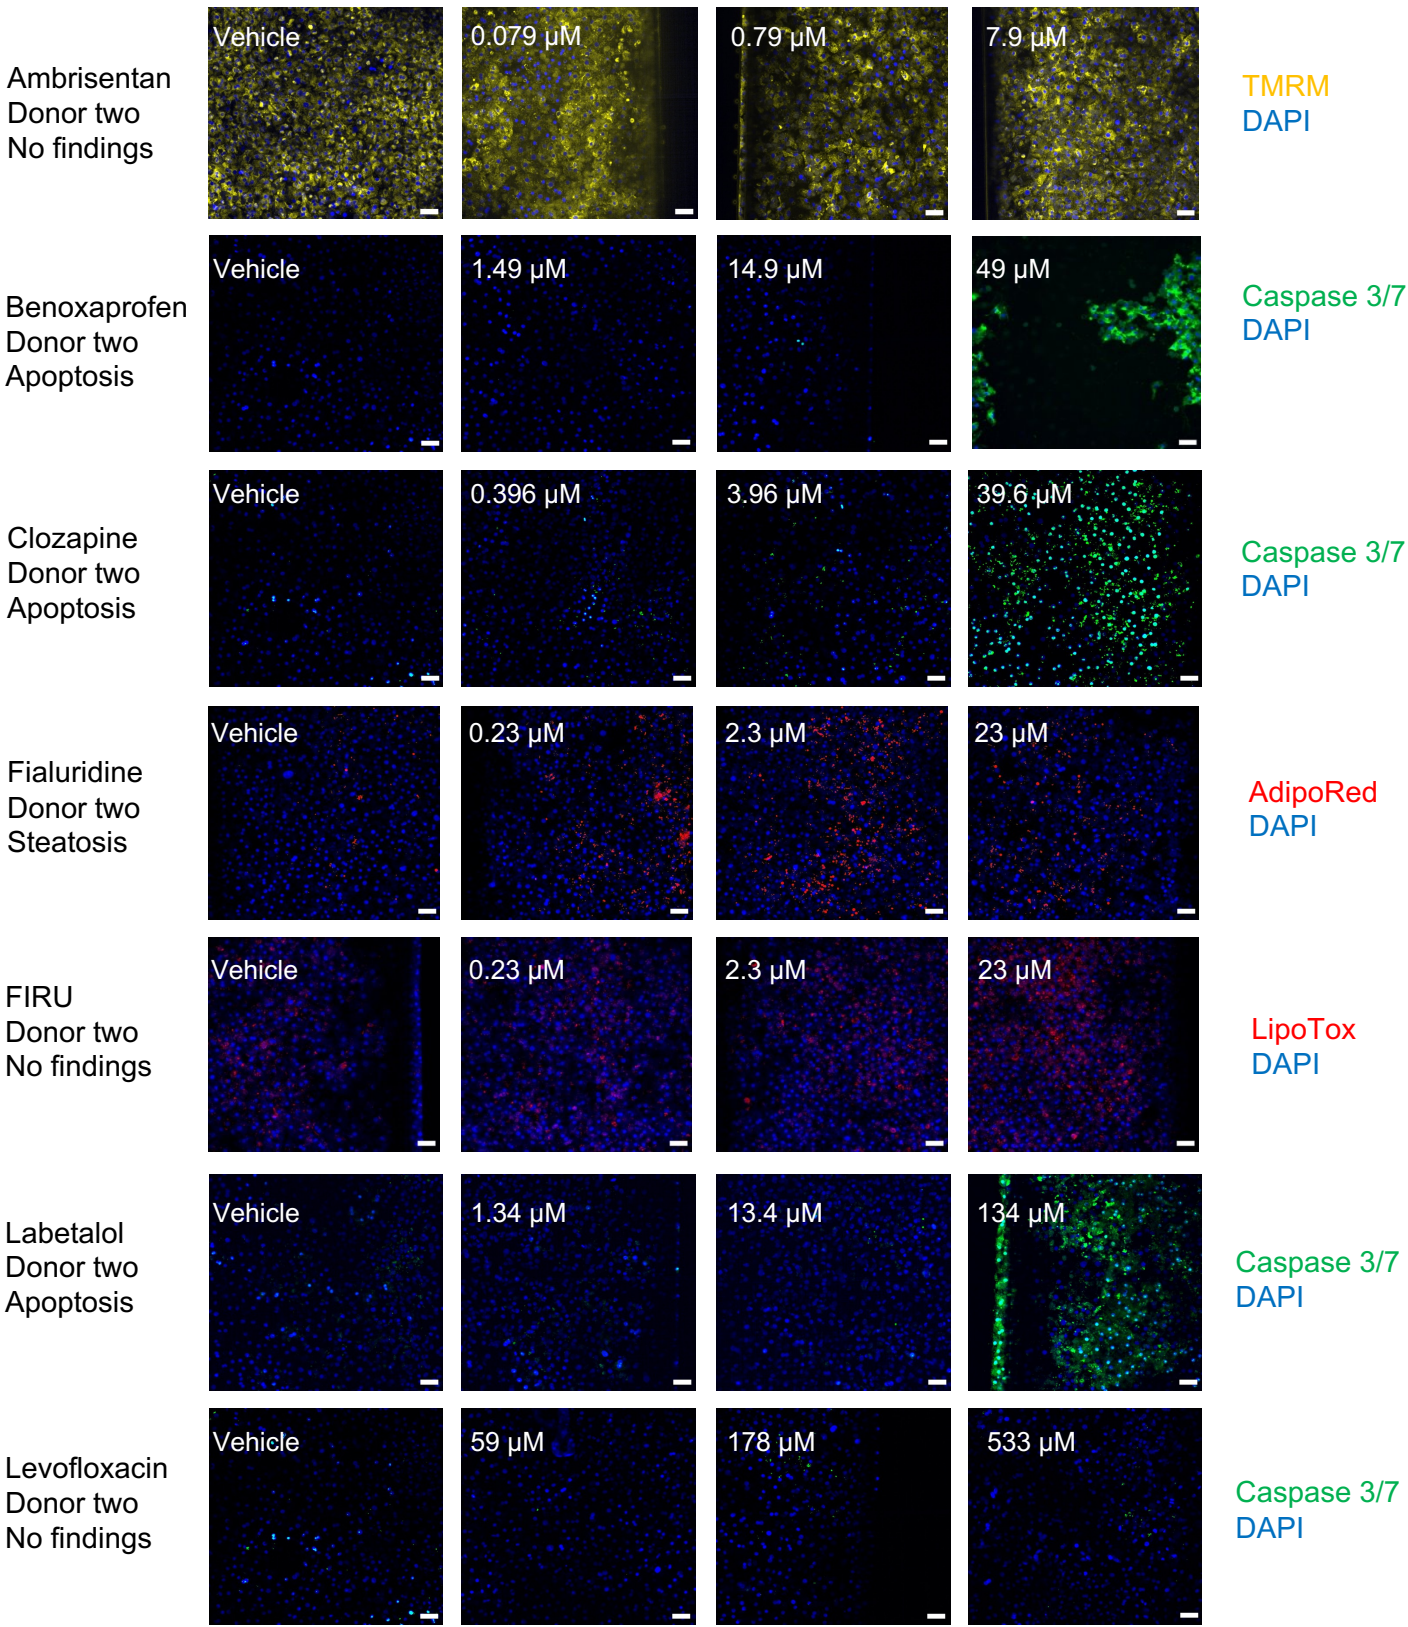

**Supplementary Figure 3**

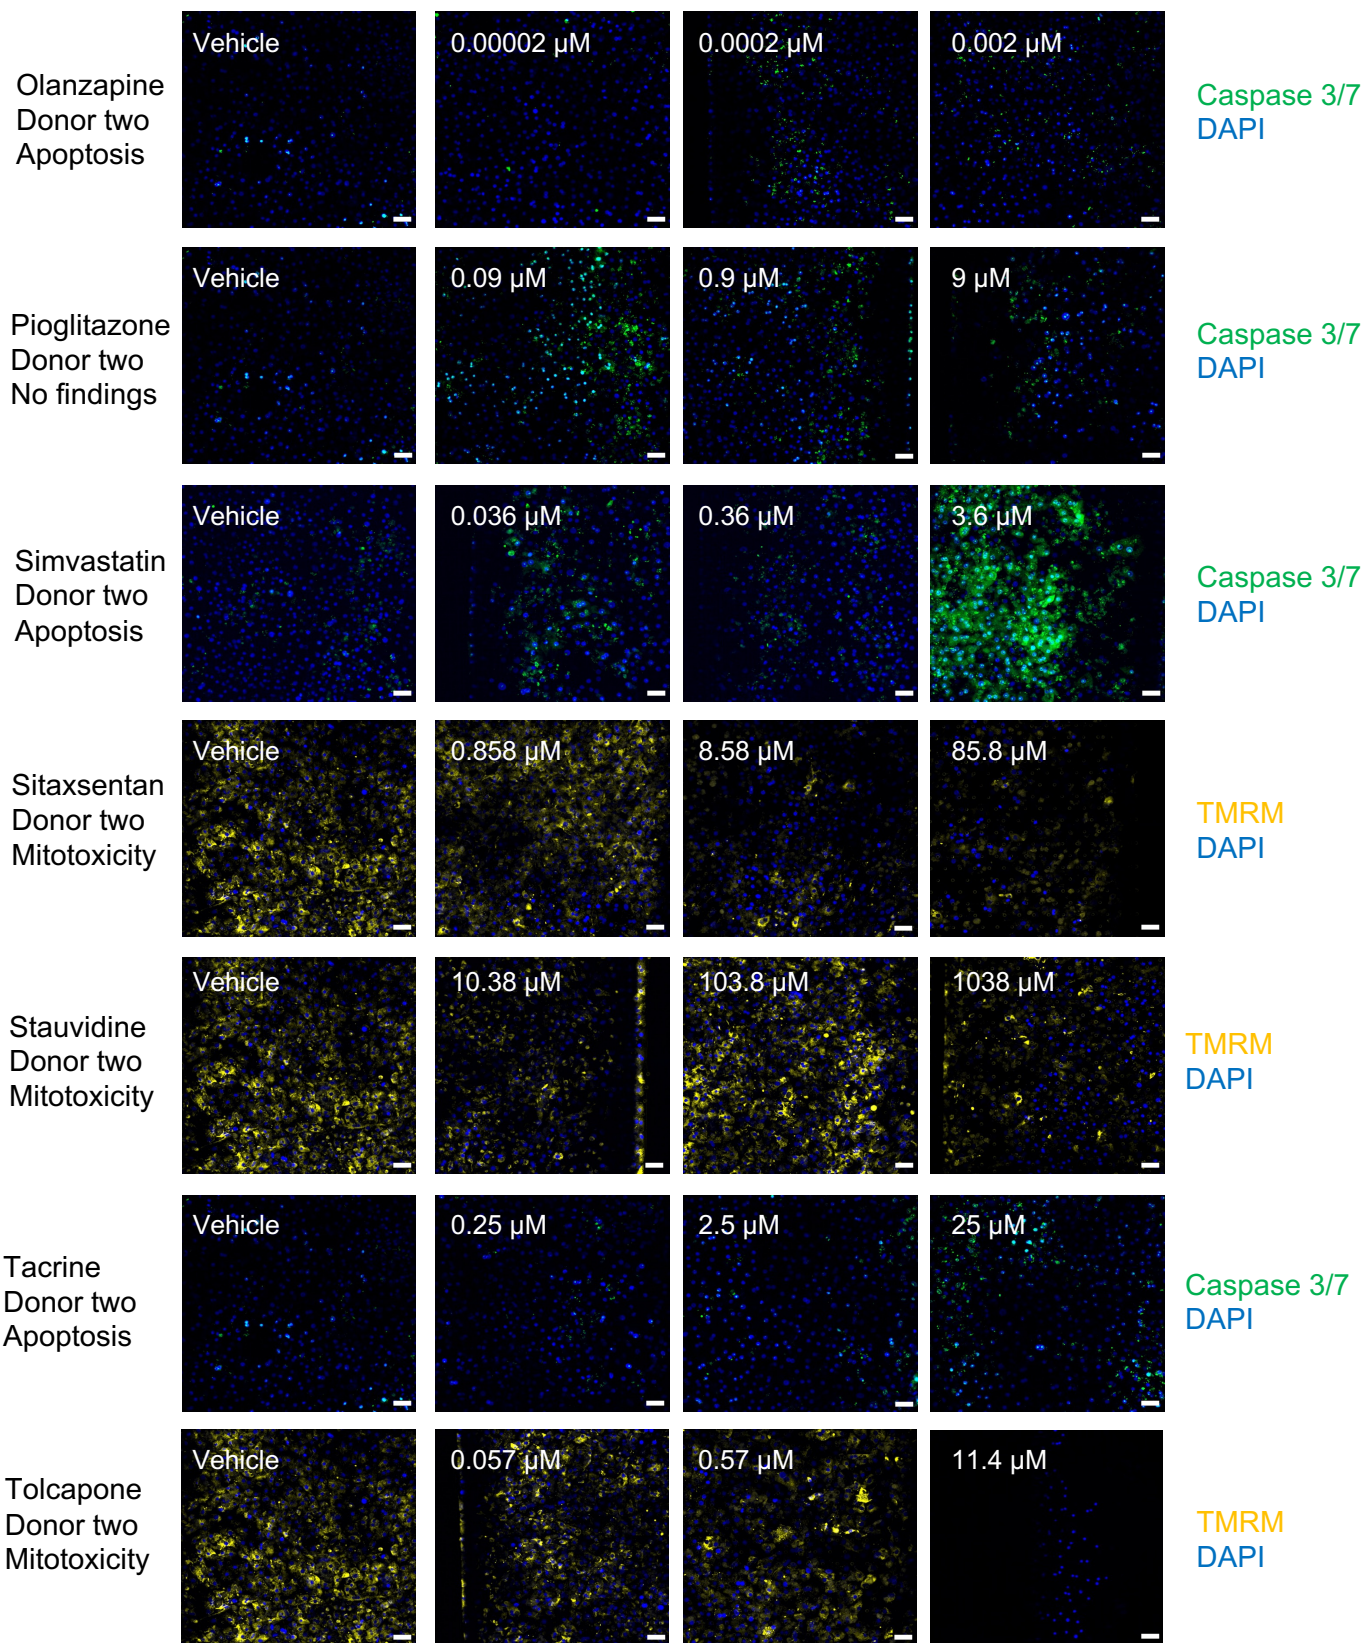

**Supplementary Figure 3**

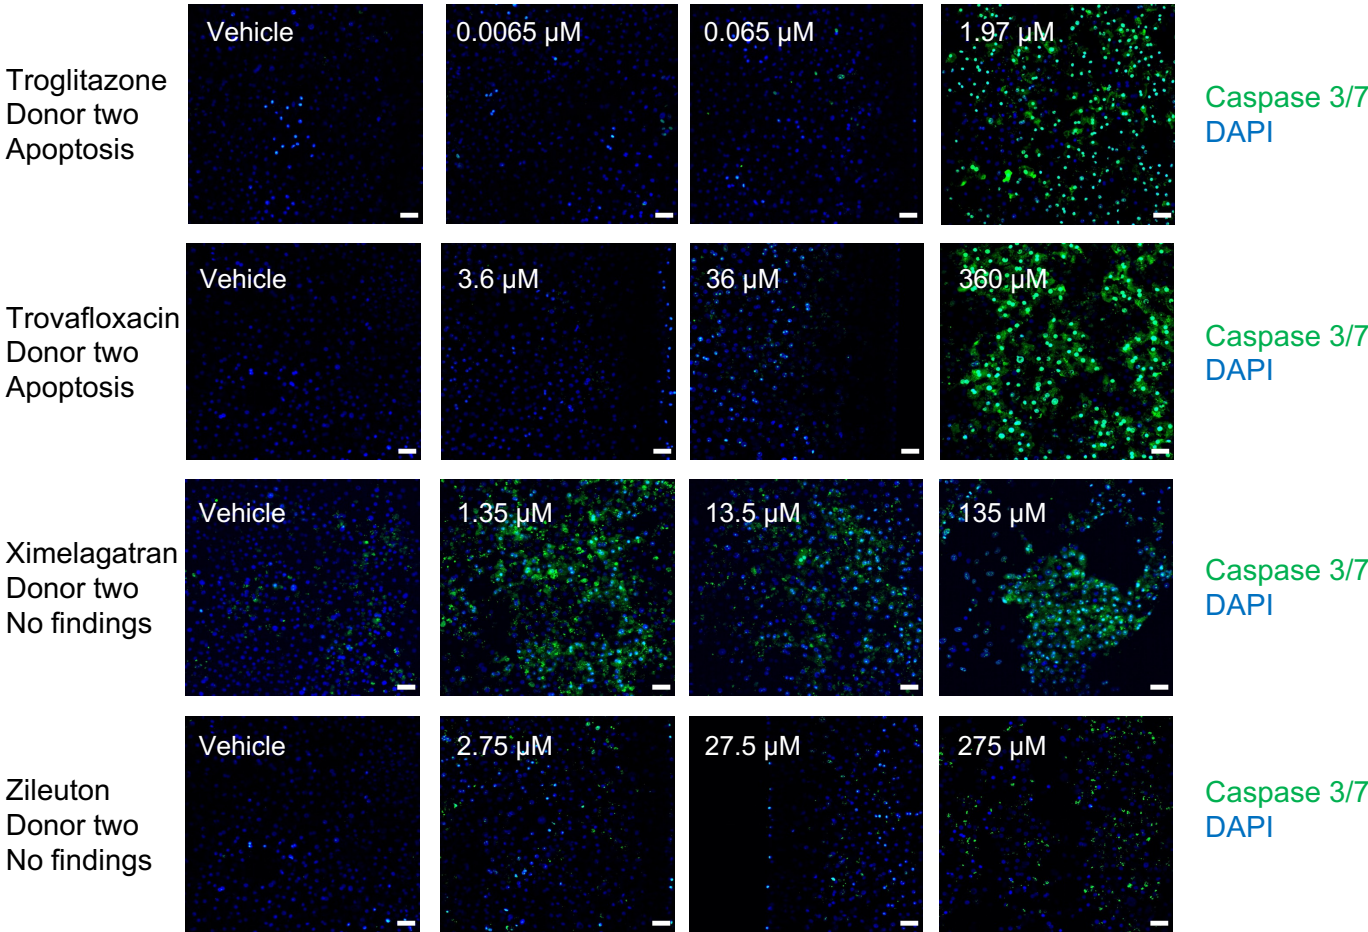

Supplementary Figure 3

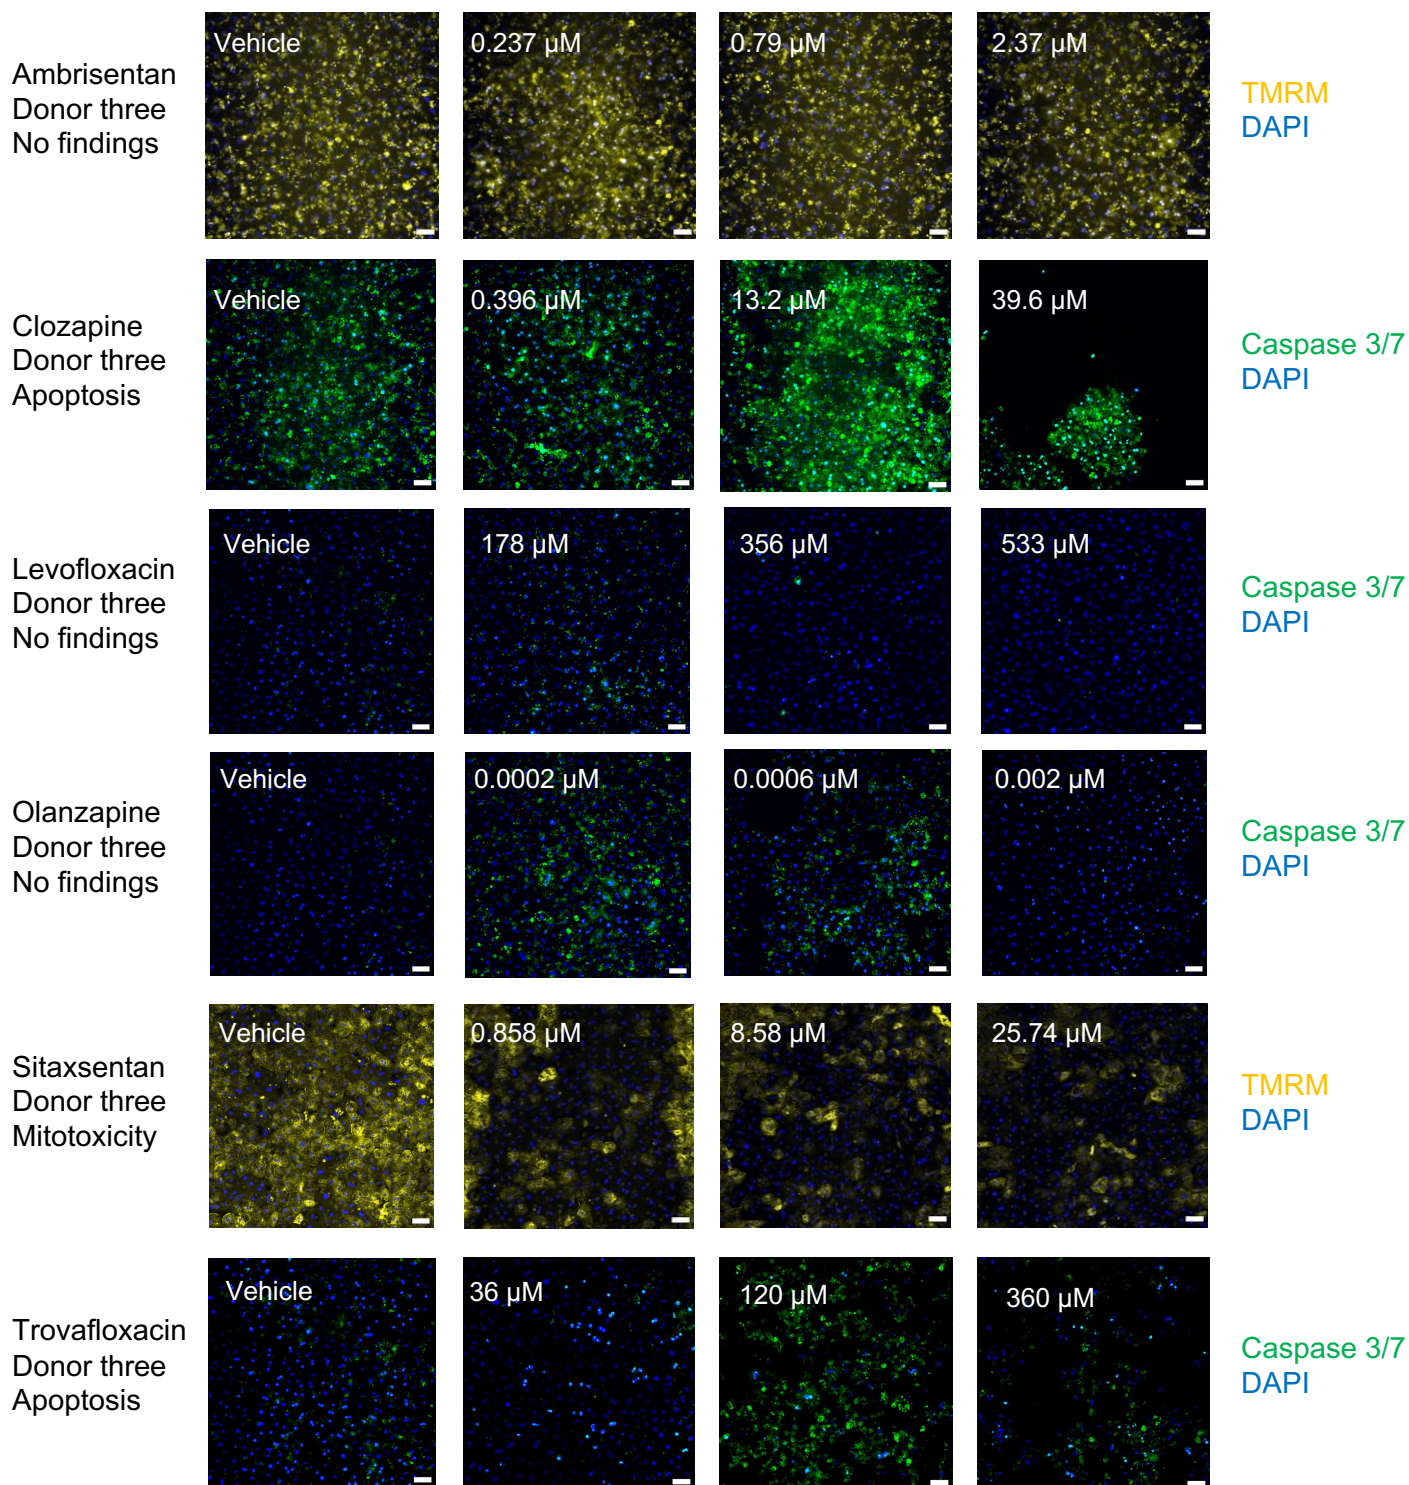

**Supplementary Figure 3**

**Supplementary Table 1.** Details of the cell sources and their defining characteristics used in the investigation.

| Incremental DILI sensitivity | Tox FNR vs. Baseline | Clinical dev. Success rate | Portfolio IRR | Portfolio eNPV (\$m) | NPV of chip costs (\$m) | IRR on chip investment | Portfolio NPV / NPV of base R&D costs | Steady state uplift in pre-tax profit (%) | Annualized industry-wide pre-tax profit uplift (\$m) |
|------------------------------|----------------------|----------------------------|---------------|----------------------|-------------------------|------------------------|---------------------------------------|-------------------------------------------|------------------------------------------------------|
| 0.0%                         | 100.0%               | 11.5%                      | 11.0%         | -3.5                 | -3.5                    | -3.5%                  | -0.2%                                 | -0.1%                                     | (207)                                                |
| 7.5%                         | 99.0%                | 11.5%                      | 11.0%         | 1.1                  | -3.6                    | 14.4%                  | 0.1%                                  | 0.0%                                      | 61                                                   |
| 14.9%                        | 98.0%                | 11.6%                      | 11.0%         | 5.7                  | -3.6                    | 24.7%                  | 0.3%                                  | 0.2%                                      | 331                                                  |
| 22.4%                        | 97.0%                | 11.6%                      | 11.1%         | 10.3                 | -3.6                    | 30.4%                  | 0.5%                                  | 0.3%                                      | 602                                                  |
| 29.8%                        | 96.0%                | 11.7%                      | 11.1%         | 15.0                 | -3.6                    | 33.8%                  | 0.8%                                  | 0.5%                                      | 876                                                  |
| 37.3%                        | 95.0%                | 11.7%                      | 11.2%         | 19.8                 | -3.6                    | 36.0%                  | 1.0%                                  | 0.7%                                      | 1,151                                                |
| 44.7%                        | 94.0%                | 11.7%                      | 11.2%         | 24.5                 | -3.6                    | 37.6%                  | 1.3%                                  | 0.8%                                      | 1,428                                                |
| 52.2%                        | 93.0%                | 11.8%                      | 11.2%         | 29.3                 | -3.6                    | 38.7%                  | 1.6%                                  | 1.0%                                      | 1,707                                                |
| 61.5%                        | 91.8%                | 11.8%                      | 11.3%         | 35.3                 | -3.6                    | 39.9%                  | 1.9%                                  | 1.2%                                      | 2,058                                                |
| 67.1%                        | 91.0%                | 11.9%                      | 11.3%         | 39.0                 | -3.7                    | 40.4%                  | 2.1%                                  | 1.3%                                      | 2,270                                                |
| 74.5%                        | 90.0%                | 11.9%                      | 11.4%         | 43.9                 | -3.7                    | 41.0%                  | 2.3%                                  | 1.5%                                      | 2,555                                                |
| 82.0%                        | 89.0%                | 11.9%                      | 11.4%         | 48.8                 | -3.7                    | 41.5%                  | 2.6%                                  | 1.6%                                      | 2,841                                                |
| 87.0%                        | 88.3%                | 12.0%                      | 11.4%         | 52.1%                | -3.7                    | 41.8%                  | 2.8%                                  | 1.8%                                      | 3,034                                                |
| 96.0%                        | 87.1%                | 12.0%                      | 11.5%         | 58.1%                | -3.7                    | 42.3%                  | 3.1%                                  | 2.0%                                      | 3,384                                                |

**Supplementary Table 2.** Portfolio value and industry profits increase with reductions in the false negative rate (FNR) of the preclinical toxicology assessment, which cause fewer toxic drugs to enter the clinic. The leftmost column tabulates the proportional improvement in DILI detection versus the base case, and the next column shows the improvement in the toxicology FNR relative to the model's base case. Since DILI is around 13% or tox failure in development, near total DILI sensitivity can reduce the FNR to around 87% of its base case value. Subsequent columns then show the clinical development success rate from entry into Phase I to launch, the internal rate of return (IRR) of the R&D portfolio, the NPV of the portfolio discounted to the time of drug launch, the capitalized cost of Liver-Chips used in assessing the portfolio (discounted to the time of launch), and the marginal IRR on the Liver-Chip investment. The remaining columns capture the value uplift due to FNR improvement as a percentage uplift of the portfolio's NPV relative to the baseline NPV of R&D, percentage uplift of steady state pre-tax profits, and the estimated increase in annual pre-tax profits for the small-molecule drug development industry. The row highlighted in dark gray relates to the improvement in FNR that may result from incorporating the Liver-Chip into DILI prediction workflows in accordance with the 87% sensitivity estimated by the present study. The rows highlighted in light gray correspond to the 95% confidence interval around this point estimate. The economic model behind these calculations is provided in full in the Supplementary Materials (Supplementary Data 2).

# Supplementary material for: Performance assessment and economic analysis of a human Liver-Chip for predictive toxicology
**Source:** Commun Med (Lond). 2022 Dec 6;2:154. doi: 10.1038/s43856-022-00209-1
**Supplement:** Supplementary file 11 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

**File Name:** Supplementary Data 1

**Description:** This is a summary of each drug used in each cycle of the study. Reference data was obtained from the literature, and this is reflected in the table.

**File Name:** Supplementary Data 2

**Description:** additional information about: (i) Analytic derivation of base case, (ii) Attrition parameter details, (iii) Pipeline and financial model, (iv) DILI and tox sensitivity analyses, (v) NPV to annualized financial value, (vi) References, (vii) Supplemental details on the method, (viii) Source for Supplemental results figure and (ix) Discussion of broad potential of improved predictive toxicology.

**File Name:** Supplementary Data 3

**Description:** The albumin concentration levels presented in Figure 2g

**File Name:** Supplementary Data 4

**Description:** The urea concentration levels presented in Figure 2h

**File Name:** Supplementary Data 5

**Description:** The statistical significance results for Albumin and Urea concentration levels across different donors and days (Figure 2g and 2h)

**File Name:** Supplementary Data 6

**Description:** The statistical significance results of the gene expression levels between Day 3 and Day 7 for donors 2 and 3 (Figure 2i-2j)

**File Name:** Supplementary Data 7

**Description:** The gene expression levels in TPM presented in Figure 2i-2j for donors 2 and 3

**File Name:** Supplementary Data 8

**Description:** Albumin, ALT and morphological injury score data presented in Figure 1a-1i for clozapine and olanzapine, troglitazone and pioglitazone, and trovafloxacin and levofloxacin

# Supplementary material for: Performance assessment and economic analysis of a human Liver-Chip for predictive toxicology
**Source:** Commun Med (Lond). 2022 Dec 6;2:154. doi: 10.1038/s43856-022-00209-1
**Supplement:** Supplementary file 12 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection Microscopy: ECHO - Revolve, Opera Phenix (Perkin Elmer), Zeiss Zen 2.3  
Transcriptomic data: Illumina HiSeq 4000, 2x150 PE system

Data analysis 1. Statistical analysis - Prism 8, RStudio Version 1.3.1056, packages, matrixStats, drc, sandwich, lme4, ggplot2, multcomp, tidyr, scales  
2. RNA-Sequencing, Trimmomatic v.0.36, STAR aligner v.2.5.2b, Homo Sapiens GRCh38, Subread package v.1.5.2 featureCounts  
3. Harmony imaging and analysis software  
4. ImageJ with Java 1.8.0\_172

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

In the Manuscript the following is stated:

All data generated or analyzed during this study are included in this published article (and its supplementary information files) or are available from the corresponding authors on reasonable request. RNA sequencing data have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GEO) under accession number GSE207339.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                   |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | To determine the sample size, we used data from previous experiments to generate large synthetic datasets under different noise levels. These datasets, were used to estimate for each condition the "optimal" (subject to RMSE) minimum sample size for the expected level of noise in the data. |
| Data exclusions | Data was not excluded from the experiment unless apparent failures due to following reasons:<br>1-Hardware failure (e.g. flow issues)<br>2-Contamination problems                                                                                                                                 |
| Replication     | All experiments were replicated with at least 2 Chip set-ups.                                                                                                                                                                                                                                     |
| Randomization   | Samples were allocated into experimental groups at random.                                                                                                                                                                                                                                        |
| Blinding        | The investigators were not blind to the design of the study; however compound treatment was carried out blinded by the operators                                                                                                                                                                  |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                  |
|-------------------------------------|--------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

How the deposited data were processed for this re-analysis (not part of the article)

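RNA was measured in 22 samples, freshly thawed primary human hepatocytes of donor 2 and donor 3 and Liver-Chips made with them, which also hold non-parenchymal cells. Donor 2 gave 4 samples of freshly thawed hepatocytes and 3 Liver-Chips each on day 3 and day 7 post-vehicle administration, and donor 3 gave 4 of each. In tables of conditions the freshly thawed hepatocytes carry day 0. Per the paper, RNA was extracted with TRI Reagent and sequenced as paired-end reads on an Illumina HiSeq. The authors made the deposited count values by trimming reads with Trimmomatic 0.36, aligning them to GRCh38 with STAR 2.5.2b and counting unique reads within exons per gene with Subread 1.5.2. The deposited values are raw counts for 57500 Ensembl genes with 1 length per gene, without normalization and with replicates kept apart. The strand setting, the annotation release and the channel of the chip from which RNA was taken are not stated in the paper or the labels. All values were whole numbers, and the genes and lengths were the same in all 22 samples.
Gene names, types and coordinates came from GENCODE 44 by Ensembl identifier, which named 56410 of the genes, 19629 of them protein coding. Before any table was written, 1210 genes whose level can belong to the genotype of 1 person, or that can describe a person, were left out of the tables of genes. TPM was computed from counts and lengths over all genes. It was checked against Supplementary Data 7, where 374 of 374 values lay within 0.1% (largest difference 0.00048%). Computations ran in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and data.table 1.17.8, and in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.
Counts were tested with edgeR's quasi-likelihood test (glmQLFit and glmQLFTest), with TMM factors, the default filter of filterByExpr and Benjamini-Hochberg adjustment over all genes tested, and a gene was called at an adjusted p under 0.05. For the chips of each day against freshly thawed hepatocytes, the 3 groups of a donor were fitted together without a block. Day 7 against day 3 was fitted on the chips of a donor alone, with the replicate number as a block, because the paper's methods use a paired test between days. A difference between donors was tested as a donor by day interaction in 1 fit of all 22 samples. The standard error of a log2 fold change is its size over the square root of the F statistic. The IQ MPS genes were also compared as the mean log2 ratio of a chip's TPM to the mean TPM of the donor's freshly thawed hepatocytes, with the standard error between chips and an exact two-sided permutation test of log2 TPM, whose smallest p is 0.0571 for 3 samples against 4 and 0.0286 for 4 against 4. The 33 gene lists were written before the data were examined, apart from the values of the 17 IQ MPS genes in Supplementary Data 6 and 7. Each list was counted over all genes tested and adjusted over the list alone. Each was also tested with camera of limma with a preset correlation of 0.01 and with an estimated correlation. P-values of camera were adjusted over the lists of a comparison. Normalized values per gene are TMM-normalized CPM.
Genes named in the text follow a rule written at the same time as the lists, though after the values of the 17 IQ MPS genes in Supplementary Data 6 and 7 had been seen. The rule names these 17 genes in every comparison. In each of the 6 comparisons it names the 8 protein-coding genes with the largest rise and the 8 with the largest fall among called genes with a mean CPM of at least 20 whose groups do not overlap. In a list described in the text it names 2 to 4 members with the lowest adjusted p and members against the majority of the list. The text gives a part of the genes that the rule names, and results of some genes are not reported here.
The total count per sample was 42417462 to 101702697. For numbers of genes detected, all libraries were thinned to 42417462 counts. Between the 30 pairs of replicates of a group, the chi-square per degree of freedom over genes with at least 20 counts in the pair was 10.88 to 467.8, so the spread between replicates, and not counting error, limits precision at this depth. The tests were tested on simulated data with the sample sizes used here, in which edgeR recovered 68% to 89% of genes changed by a log2 fold change of 1 and 96% to 100% of those changed by 2, with 2.09% to 7.00% of its calls false. For the donor by day interaction of day 7 these were 46%, 96% and 5.33%. DESeq2 gave 16.0% false calls in the simulated comparison of day 3 with freshly thawed hepatocytes of donor 2. The simulated groups shared 1 mean profile apart from 100 genes changed at each size, as many up as down. Changes were placed only in genes above a minimum mean count. Each gene was drawn independently with the dispersion of the trend, without a spread of its own and without shifts of a whole sample. In the data single chips moved the counts between the days widely, so the rates can be better than those of the real tests. Against freshly thawed hepatocytes most genes tested in the data were called, so these rates say nothing about the choice of TMM factors there.
The alternatives were DESeq2 with its size factors, its size factors in edgeR (RLE), library size alone, TMM without mitochondrially encoded genes and the 50 highest genes, no filter, a stricter filter of 50 counts, only the groups compared in a fit, all samples in 1 fit, a replicate block where none was used and none where it was used, gene length offsets from a loess trend, freshly thawed samples of donor 2 in pairs (S1 and S2, S3 and S4), and leaving out each sample in turn. For the count of IQ MPS genes in TPM they were CPM, TMM-normalized CPM, TPM over protein-coding genes or without mitochondrially encoded genes, a pseudocount of 1, the median of the freshly thawed samples, and the edgeR call. The alternatives chosen after the data had been seen were a paired t-test of log2 TPM for the IQ MPS genes between days, TPM without mitochondrially encoded genes and the 50 highest genes, and counts of the freshly thawed hepatocytes of donor 2 after subtraction of the mean counts per kb of olfactory receptor genes. An interaction of day 7 against day 3 with a replicate block was not fitted. Other parts of the study, which rest on measures other than RNA, were not analysed here.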

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

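The test of depth for replicate 4 of donor 3 on day 7 was chosen only after its result was seen. Of 88 groups of samples, each by 1 measure, 5 held a sample far from the others by Dixon's test, and chance gives about 1 in 20, or 4.4.
The Liver-Chip replicate 4 of donor 3 on day 7 lay far from the other 3 chips in the share of counts of its 10 highest genes (18.9% against 12.1% to 12.6%) and in CYP2E1 (1058 TPM against 95.7 to 146). Its acute phase proteins were higher by a median log2 difference of 2.33, with 14 of 14 above every other chip of the group, and its metallothioneins by 3.34, with 8 of 8. Thinned to 42440613 counts, its lowest chi-square per degree of freedom against the other 3 was 357, with 41.3 the highest among these, which argues against depth. Another share of all non-parenchymal cells would move their markers alike. The median log2 differences of the endothelial (0.11), stellate cell and fibroblast (-1.40) and Kupffer cell and macrophage lists (-0.78) lay up to 1.51 apart, and the quartiles of the endothelial list (-0.06 to 0.22) lay apart from those of the stellate list (-2.03 to -0.58), which argues against a change of all these cells alike. Below every other chip of the group lay 13 of 16 stellate and 9 of 13 Kupffer markers and 0 of 10 endothelial ones, so a lower share of stellate and Kupffer cells alone stays open. The design names no condition in which this chip differed, so no other biological explanation was tested and what sets it apart stays open.
The other 3 cases were freshly thawed replicate 3 of donor 3, with 25011 genes detected at one depth against 23605 to 23791 in the others, and, for 2 measures, the Liver-Chip replicate 2 of donor 3 on day 3. That chip had 365 TPM of CYP2E1 against 182 to 193 and 1.30 TPM of OATP1B3 against 2.20 to 2.37.
The change against freshly thawed hepatocytes differed between the donors for 8000 of 21660 genes on day 3 (3875 with a higher change in donor 3 and 4125 with a lower one) and for 8082 on day 7 (4003 and 4079), by edgeR's test of the donor by day interaction. With donor labels exchanged within each day, 2 of 100 arrangements, the real one included, gave as many genes on either day. The other arrangement, with 8618 and 9818 genes, had exchanged all 8 freshly thawed samples and 2 of 7 Liver-Chips of day 3 between the donors. Such an exchange also moves the differences between donors that are there on every day, so it does not test the interaction and decides nothing about chance. Among the IQ MPS genes reported, donor 3 minus donor 2, the differences on day 3 were -6.86 for CYP3A4, -1.83 for CYP2B6, -1.41 for CYP2C19, -3.37 for CYP1A2, -0.61 for CYP2C8, -0.74 for OATP1B1, -1.91 for OATP1B3, -0.91 for MRP2, -1.28 for BCRP and -3.88 for BSEP. On day 7 they were -7.12 for CYP3A4, -1.03 for CYP2B6, -3.61 for CYP1A2, 3.37 for CYP2E1 (1.68, adjusted p = 3.2e-04, without replicate 4 of donor 3 on day 7, which lay far above the other chips), -0.54 for UGT1A1, -0.75 for MRP2, -1.35 for BCRP and -3.41 for BSEP. On day 3 the chips of donors 2 and 3 had similar mean TPM of CYP3A4 (5726 and 5063) and CYP1A2 (1008 and 1212). Their freshly thawed hepatocytes did not (12.2 and 976, 9.77 and 93.5). BSEP went the same way, with 76.3 and 66.3 in chips and 2.96 and 28.4 in freshly thawed hepatocytes. In CYP2C19 and OATP1B3 the chips differed more (27.1 and 6.68, 6.11 and 2.02) than the freshly thawed samples (8.20 and 4.21, 6.63 and 6.36). With library size alone, CYP2C8 (adjusted p = 0.786), OATP1B1 (0.62), MRP2 (0.275) and BCRP (0.0565) no longer passed on day 3, nor did CYP2B6 (0.0673), MRP2 (0.635), BCRP (0.0517) and UGT1A1 (0.929, with a difference of 0.03) on day 7. The call of CYP2C8 was also lost with no filter (0.112) and without 7 single samples (0.0519 to 0.128), namely replicates 1 and 2 of donor 3 and 1 and 3 of donor 2 on day 3, and freshly thawed replicates 3 and 4 of donor 3 and 1 of donor 2. That of OATP1B1 was lost without replicate 1 of donor 2 on day 3 (0.0542). The call of UGT1A1 was lost with RLE factors (0.0524), with no filter (0.15) and without any 1 chip of either donor on day 3, without chip 3 or 4 of donor 3 or any chip of donor 2 on day 7, or without freshly thawed replicate 1 or 4 of donor 3 or 1, 2 or 3 of donor 2 (0.0517 to 0.105). Any batch between the samples of the donors would coincide with the donor.
Between day 3 and day 7 the change differed between the donors for 172 genes (58 with a higher change in donor 3 and 114 with a lower one). In the same exchange of donor labels, which does not test the interaction, 61 was the highest of the other 99 arrangements. This count rested on single samples. It was 84, 95 and 69 without replicate 1, 3 or 4 of donor 3 on day 3, and 94, 79, 280 and 396 without replicate 1, 2, 3 or 4 on day 7. It was 34 and 70 without replicate 1 or 3 of donor 2 on day 3, 65 and 56 without replicate 1 or 3 on day 7, and 303 and 373 without freshly thawed replicate 2 or 4 of donor 2.
A pair of gene lists that the paper does not discuss moved one way in both donors. Of 17 genes of cholesterol and fatty acid synthesis, 14 were higher in the Liver-Chips than in freshly thawed hepatocytes on day 3 and 14 on day 7 in donor 2, and 14 and 14 in donor 3 (the same counts when adjusted over the list alone, with adjusted p = 0.016, adjusted p = 0.024, adjusted p = 0.0042 and adjusted p = 0.0037 with an estimated correlation). FASN, the fatty acid synthase, rose by 4.90 (standard error 0.20, adjusted p = 8.3e-09) in donor 2 and by 4.03 (standard error 0.16, adjusted p = 7.4e-11) in donor 3 on day 3, and LSS, of sterol synthesis, by 2.91 (standard error 0.15, adjusted p = 2.1e-08) and by 2.90 (standard error 0.11, adjusted p = 4.3e-11). SREBF1, against most of the list, was lower in donor 2 with log2 fold changes of -0.63 and -0.75. Library size alone ended both calls (adjusted p = 0.606 and adjusted p = 0.464). The day 3 call was also lost with no filter (0.0575) and without replicate 2 (0.0509) or 3 (0.0508) of day 3. INSIG1 (-0.50 and -0.65) was lower in donor 3 and lay above 0 with library size alone (0.55 and 0.52).
Of 13 immediate early genes, 11 were lower on day 3 and 11 on day 7 in donor 2 and 13 and 13 in donor 3, with adjusted p = 0.022, adjusted p = 0.045, adjusted p = 0.0042 and adjusted p = 0.0037 with an estimated correlation. Adjusted over the list alone the counts were the same, with 1 gene higher in donor 2 on day 3. FOS fell by 6.68 (standard error 0.32, adjusted p = 1.8e-08) in donor 2 and fell by 7.67 (standard error 0.29, adjusted p = 4.6e-11) in donor 3 on day 3, and IER2 fell by 3.73 (standard error 0.12, adjusted p = 6.8e-12) in donor 3. MYC (0.94) and KLF6 (0.92) were higher in donor 2 on day 7.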

How the results depend on the processing

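Against freshly thawed hepatocytes, the number of genes called stayed within 1.5 times of the reported one under every alternative run: 10207 to 16893 on day 3 and 9797 to 16691 on day 7 in donor 2, and 10012 to 14647 and 10158 to 15095 in donor 3. Leaving out 1 sample gave 11449 to 13477, 11094 to 12971, 11073 to 12359 and 11231 to 12167. Between day 3 and day 7, 185 genes of donor 2 became 1702 with DESeq2, 517 with library size alone, 2331 with no filter and 319 with gene length offsets, and 320 genes of donor 3 became 1148 with DESeq2 and 1337 with no filter. Leaving out 1 chip gave 1 to 4770 in donor 2 and 1 to 1612 in donor 3. The number of genes whose change differed between the donors was 7570 to 8798 on day 3 and 7620 to 9379 on day 7, and 6970 to 8936 and 7095 to 8696 without 1 sample. Between the days it became 653 with DESeq2, 91 with library size alone and 477 with no filter, and 34 to 396 without 1 sample. The number of IQ MPS genes above freshly thawed hepatocytes, 13 in TPM, was 12 or 13 in CPM, in TPM over other sets of genes, with a pseudocount, with the median as reference or with either pair of freshly thawed samples, 12 to 13 without 1 sample (12 without freshly thawed replicate 1 or 2 of donor 2), 9 in TPM without both the mitochondrially encoded and the 50 highest genes, 5 in TMM-normalized CPM and 5 by edgeR's adjusted p. For the numbers of genes called, the cause of a change was not tested.
In TPM the log2 ratio of OATP1B3 in donor 2 on day 3 turned from -0.13 to 0.01 without replicate 1. Among log2 fold changes past the threshold in either fit, the reported directions that reversed did so with library size alone. There the log2 fold change became, in donor 2 on day 7, 0.12 for CYP2C19. In donor 3 on day 3 it became 0.31 for CYP2B6, 0.25 for CYP2C19, 0.71 for CYP2C8, 0.41 for ABCG2 (BCRP), 0.80 for ABCB11 (BSEP), 0.73 for UGT2B7, 0.077 for GSTO1, 0.18 for GSTZ1, 0.36 for SULT1A1, 0.55 for INSIG1 and 0.69 for TIPARP. On day 7 it became 0.18 for CYP2B6, 0.24 for CYP2C19, 0.068 for CYP2C8, 0.87 for SLCO1B1 (OATP1B1), 0.27 for ABCG2, 0.70 for ABCB11, 0.13 for CPS1, 0.12 for TIE1, 0.52 for INSIG1 and 0.50 for TIPARP. The difference between the donors became 0.033 for UGT1A1 on day 7. The median of all genes was then 0.46 and 0.49 in donor 2 and 1.09 and 1.23 in donor 3 on days 3 and 7, so the whole distribution had shifted upward.
Of 1828 values under alternatives of the IQ MPS genes reported here, 1701 kept their direction and side of the threshold, 56 lost their call, 59 gained one and 12 reversed. Of 7483 values of other named genes, 7233 kept both, 203 lost their call, 37 gained one and 10 reversed, and of 1170 differences between donors 1117, 35, 17 and 1. Of 191 list tests 109 were called with the preset correlation, and with an estimated correlation 77 of these lost their call and 32 kept it. Of 8274 counts of list members 876 moved by more than 1.5 times. Among the IQ MPS genes, BCRP in donor 2 on day 7 lost its call with a stricter filter (adjusted p = 0.0573) and with gene length offsets (0.132), CYP2C19 there with no filter (0.118) and without replicate 3 of day 7 (0.128), and CYP2C8 with library size alone (0.129). In donor 3, CYP2C8 on day 3 lost its call with no filter (0.321), with all samples in 1 fit (0.0900) and with gene length offsets (0.569), as did OATP1B1 on day 7 (0.423, 0.206 and 0.996), and BSEP on day 7 with no filter (0.0507) and in 1 fit (0.0783).
No link between samples of one replicate number was seen. Between day 3 and day 7 the deviations of chips with one number correlated at -0.36 to -0.08 in donor 2 and at -0.32 to 0.23 in donor 3, across genes. With so few pairs, taken around the mean of each group, a link cannot be excluded. With no replicate block 1641 genes of donor 2 and 707 of donor 3 were called between the days, and with a replicate block 12483 and 12186 genes of donor 2 and 11379 and 11637 of donor 3 were called against freshly thawed hepatocytes. Spread between replicates, and not counting error, limits these tests, with a chi-square per degree of freedom of 10.9 to 468 between replicates of a group.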

Differences from the paper's values

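The paper's Supplementary Data 6 gives 2 IQ MPS genes with an unadjusted p under 0.05 between day 3 and day 7 in donor 3, where edgeR gave 7. None of the alternatives set before the data were examined gave 2, with 8 by DESeq2, 7 with RLE factors, 6 with library size alone, 7 with TMM without mitochondrially encoded genes and the 50 highest genes, 10 with no filter, 7 with a stricter filter, 9 with all samples in 1 fit, 9 with no replicate block, 7 with gene length offsets and 5 to 10 without 1 chip. In donor 2 it gives 9 and edgeR gave 8. The edgeR, DESeq2 and paper's values come from unlike tests, since the paper's methods name a paired t-test, which none of these alternatives ran. A paired t-test of log2 TPM, paired by replicate number and chosen after the data were seen, gave 2 in donor 3 and 9 in donor 2, so with it the counts do not differ.
The paper names MRP2 alone as lower on day 7 than on day 3 in donor 3. Here the log2 fold change of MRP2 was -0.27 (standard error 0.16, adjusted p = 0.40 from edgeR), and its p in Supplementary Data 6 is 0.554. The genes of donor 3 under 0.05 there are CYP2C8 (0.0341) and MDR1 (0.0358).
The paper names CYP2D6, CYP2C8, CYP2E1 and MRP2 as lower on day 7 in donor 2, 4 of the 9 genes under 0.05 in its Supplementary Data 6. Here CYP2D6 (adjusted p = 0.47) and MRP2 (adjusted p = 0.114) did not pass the threshold in donor 2, and MRP2 did with DESeq2, with no replicate block and without replicate 2 of either day. By the paired t-test of log2 TPM both had an unadjusted p under 0.05 (0.00701 and 0.0138).
The paper lists CYP2D6 among genes lower than in freshly thawed hepatocytes in both donors. In donor 3 on day 3 its log2 TPM ratio was 0.07 (standard error 0.070, exact p = 0.514), within its standard error of 0, and 0.0025 without replicate 1 of day 3, while edgeR gave -1.40.
The paper counts 13 of 17 IQ MPS genes at high levels against freshly thawed hepatocytes. TPM gave 13, and edgeR's adjusted p gave 5 that were higher in both donors on both days. TMM-normalized CPM with no threshold gave the same 5 genes, so the gap came with the scale and not with the threshold.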

Other observations

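The test of depth for the freshly thawed hepatocytes of donor 2, the TPM without mitochondrially encoded genes and the 50 highest genes, and the subtraction of background were chosen after the results they weigh had been seen.
Of 15 glucocorticoid receptor targets, 14 were lower on day 3 and 13 on day 7 in the Liver-Chips of donor 3 (14 and 14 adjusted over the list alone, with adjusted p = 0.010 and adjusted p = 0.0089 with an estimated correlation). Under library size alone 9 were lower and 2 higher on day 3 and 12 and 3 on day 7. In donor 2 they went both ways, with 6 higher and 5 lower on day 3 and 7 and 5 on day 7 (7 and 5, 7 and 5 over the list alone, adjusted p = 0.93 and adjusted p = 0.80), and the medians of 0.23 and 0.29 lay above 0 while the means of -0.41 and -0.55 and the direction of the list test lay below. FKBP5 rose by 3.46 (standard error 0.22, adjusted p = 1.0e-07) in donor 2 on day 3 and fell by 1.50 (standard error 0.09, adjusted p = 2.7e-09) in donor 3. DUSP1 fell by 2.82 (standard error 0.21, adjusted p = 2.6e-07) and fell by 3.33 (standard error 0.13, adjusted p = 7.4e-11). By the interaction test the change was lower in donor 3 for 11 of 15 on day 3 and 12 of 15 on day 7. Per the paper's methods, the seeding and maintenance media of the hepatocytes held the glucocorticoid dexamethasone, so the chips of both donors were cultured with it. Its part in these values was not tested.
Of 10 genes of gluconeogenesis and glycogen, 5 and 6 were lower and 3 and 3 higher in donor 2 and 7 and 8 lower and 2 and 1 higher in donor 3 on days 3 and 7 (the same over the list alone, with adjusted p = 0.45, adjusted p = 0.34, adjusted p = 0.010 and adjusted p = 0.0031 with an estimated correlation). FBP1, of gluconeogenesis, fell by 2.59 (standard error 0.16, adjusted p = 7.5e-08) in donor 2 and fell by 2.28 (standard error 0.13, adjusted p = 2.6e-09) in donor 3 on day 3, and PPARGC1A, a coactivator of gluconeogenesis, fell by 4.21 (standard error 0.12, adjusted p = 4.9e-12) in donor 3. On day 7 in donor 3, 3 were higher and 6 lower under library size alone. PYGL was higher in donor 2 on day 3, a call lost without replicate 2 of day 3 (adjusted p = 0.0506).
Of 7 AHR targets, 7 and 6 were higher in donor 2 and 6 and 6 in donor 3 (the same over the list alone, with adjusted p = 0.022, adjusted p = 0.032, adjusted p = 0.088 and adjusted p = 0.079 with an estimated correlation). CYP1A1 rose by 5.39 (standard error 0.37, adjusted p = 1.6e-07) in donor 2 and by 3.56 (standard error 0.21, adjusted p = 2.5e-09) in donor 3 on day 3. TIPARP was lower in donor 3 (-0.36 and -0.65), above 0 with library size alone (0.69 and 0.50), and its day 3 call was lost with no filter (adjusted p = 0.134).
Of 10 NRF2 targets, 9 and 9 were higher in donor 2 and 6 and 6 in donor 3 (the same over the list alone, with 1 lower in donor 2 on day 7, and adjusted p = 0.016, adjusted p = 0.020, adjusted p = 0.32 and adjusted p = 0.40 with an estimated correlation). AKR1B10 rose by 7.19 (standard error 0.32, adjusted p = 9.6e-09) and by 5.03 (standard error 0.43, adjusted p = 1.1e-07) on day 3, while HMOX1 fell by 2.40 (standard error 0.30, adjusted p = 6.2e-06) in donor 3.
All 8 metallothioneins and all 13 mitochondrially encoded mRNAs were lower in both donors on both days (the same over the list alone). For the metallothioneins an estimated correlation gave adjusted p = 0.064, adjusted p = 0.045, adjusted p = 0.33 and adjusted p = 0.33, and for the mitochondrial mRNAs adjusted p = 0.016, adjusted p = 0.032, adjusted p = 0.058 and adjusted p = 0.032. MT1E fell by 2.99 (standard error 0.18, adjusted p = 7.0e-08) in donor 2 and fell by 5.45 (standard error 0.51, adjusted p = 2.6e-07) in donor 3 on day 3, and MT-CO1 fell by 2.71 (standard error 0.16, adjusted p = 6.1e-08) and fell by 2.82 (standard error 0.16, adjusted p = 1.6e-09).
Of 14 proliferation genes, 13 and 13 were lower in donor 2 and 6 and 7 higher in donor 3 (the same over the list alone, with adjusted p = 0.017, adjusted p = 0.032, adjusted p = 0.69 and adjusted p = 0.62 with an estimated correlation), and with library size alone 13 and 14 were higher in donor 3. CCNB1 fell by 3.02 (standard error 0.20, adjusted p = 1.3e-07) in donor 2 and rose by 1.67 (standard error 0.25, adjusted p = 3.5e-05) in donor 3 on day 3. By the interaction test 14 of 14 had a higher change in donor 3 on both days.
With TMM factors 5 IQ MPS genes were above freshly thawed hepatocytes in both donors on both days, against 13 in TPM. With the mitochondrially encoded and 50 highest genes left out of the TPM sum 9 were above, between the bounds set for it, so whether a few genes taking most of the counts explain the gap cannot be told apart from another cause. With gene length offsets 5 of the 5 genes higher with TMM factors stayed higher, which argues against gene length as the source of their rise. It does not test whether gene length has a part in the gap to TPM. Whether total RNA differs in composition between hepatocytes on the chip and after thawing was not tested and stays open.
The freshly thawed hepatocytes of donor 2 had 31250 to 36289 genes detected at one depth, against 23605 to 27440 in the other 18 samples. The lowest exceeded the highest other by 3810, which argues against depth. Olfactory receptor genes with counts made up 12.9% to 26.1% of 410 against 2.44% to 7.07%, and keratin-associated protein genes 12.8% to 26.6% of 94 against 3.19% to 13.8%. The median such gene had no count, and the bound set beforehand on the median was too strict at this depth. The lowest share of olfactory receptor genes with counts, 12.9%, therefore cannot tell genomic DNA from transcripts of more genes. With the mean counts per kb of olfactory receptor genes subtracted, 13 of 14 proliferation genes stayed lower on day 3. The amount was 0.639 to 1.52 counts per kb, so this argues only against an even background at that level for these genes. That mean is a rough measure, since a single olfactory receptor gene held up to 258 counts in these samples. In the day 3 chips of donor 2, which were left as they were, the mean was 1.34 to 2.54. The subtraction therefore does not measure genomic DNA in these samples. After the subtraction 12184 and 11806 genes were called on days 3 and 7. The freshly thawed samples of donor 2 formed 2 pairs, with a chi-square per degree of freedom of 16.7 and 49.9 within replicates 1 and 2 and replicates 3 and 4 and 156 to 421 across, and against either pair alone 14232 and 14035, and 12150 and 11973 genes were called on days 3 and 7.
Against freshly thawed hepatocytes, 1 of 35 splits of the samples, the real one, called as many genes on either day in either donor. That share lies under 0.05 and is the smallest that 35 splits can give. The highest other split of donor 2 (8239 and 7477 genes) placed freshly thawed replicate 4 with the 3 chips. Between day 3 and day 7, 1 of the 32 splits of donor 3 that could be fitted called as many (the next 60). These splits moved chips across the replicate numbers that the test blocks on, so they decide nothing about chance. The 10 splits of donor 2 (the next 24) are too few for a share under 0.05.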
